# Renal Endothelial Single-Cell Transcriptomics Reveals Spatiotemporal Regulation and Divergent Roles of Differential Gene Transcription and Alternative Splicing in Murine Diabetic Nephropathy

**DOI:** 10.3390/ijms25084320

**Published:** 2024-04-13

**Authors:** Alex-Xianghua Zhou, Marie Jeansson, Liqun He, Leif Wigge, Pernilla Tonelius, Ramesh Tati, Linda Cederblad, Lars Muhl, Martin Uhrbom, Jianping Liu, Anna Björnson Granqvist, Lilach O. Lerman, Christer Betsholtz, Pernille B. L. Hansen

**Keywords:** diabetic nephropathy, transcriptomics, endothelium

## Abstract

Endothelial cell (EC) injury is a crucial contributor to the progression of diabetic kidney disease (DKD), but the specific EC populations and mechanisms involved remain elusive. Kidney ECs (*n* = 5464) were collected at three timepoints from diabetic BTBR*ob/ob* mice and non-diabetic littermates. Their heterogeneity, transcriptional changes, and alternative splicing during DKD progression were mapped using SmartSeq2 single-cell RNA sequencing (scRNAseq) and elucidated through pathway, network, and gene ontology enrichment analyses. We identified 13 distinct transcriptional EC phenotypes corresponding to different kidney vessel subtypes, confirmed through in situ hybridization and immunofluorescence. EC subtypes along nephrons displayed extensive zonation related to their functions. Differential gene expression analyses in peritubular and glomerular ECs in DKD underlined the regulation of DKD-relevant pathways including EIF2 signaling, oxidative phosphorylation, and IGF1 signaling. Importantly, this revealed the differential alteration of these pathways between the two EC subtypes and changes during disease progression. Furthermore, glomerular and peritubular ECs also displayed aberrant and dynamic alterations in alternative splicing (AS), which is strongly associated with DNA repair. Strikingly, genes displaying differential transcription or alternative splicing participate in divergent biological processes. Our study reveals the spatiotemporal regulation of gene transcription and AS linked to DKD progression, providing insight into pathomechanisms and clues to novel therapeutic targets for DKD treatment.

## 1. Introduction

DKD is an increasing healthcare challenge worldwide imposing a large, unmet medical need. About 40% of DKD is likely progressed from the heterogenous diabetic patient population [1]. The lack of longitudinal data from patients and animal models limits the understanding of the disease-driving mechanisms and hinders the development of novel therapies. Specifically, EC dysfunction and capillary rarefaction are commonly observed in DKD, correlating with impaired kidney function and predicting future development of end-stage renal disease [2].

Little is known about changes in EC gene expression accompanying DKD progression, and how such changes over time correlate with specific EC subtypes and spatial location. The molecular heterogeneity of ECs has been investigated recently via scRNAseq [3,4,5,6]. These studies characterized murine renal ECs at developmental and physiological stages [3] or during adaptation to dehydration [4], whereas the underlying mechanisms driving endothelial damage and DKD progression remain unresolved. Limited information is available on ECs from the whole kidneys or glomerular single-cell transcriptomes in mouse DKD [7,8,9,10]. Notably, none of these studies have distinguished transcriptional and post-transcriptional processes. In humans, approximately 95% of multiexon genes undergo AS [11], which adds another layer of gene expression regulation. Importantly, a recent scRNAseq study [12] demonstrated that splice isoform switching is critical in the mesenchymal–epithelial transition in kidney development. This underscored the feasibility and importance of exploring differential AS in specific cell types during DKD progression.

In the current study, we utilized diabetic BTBR*ob*/*ob* mice, a model of obesity-induced type-2 diabetes that develops early pathological features of human DKD [13,14]. The leptin-deficient BTBR*ob*/*ob* mice feature hyperglycemia, albuminuria, obesity, and hyperlipidemia, but not hypertension [14,15,16]. We applied SmartSeq2 full-length scRNAseq to ECs at three timepoints to investigate the specific transcriptional response and aberrant AS in different vascular compartments in DKD progression.

## 2. Results

### 2.1. Molecular Profiling and EC Populations

To characterize the molecular heterogeneity of renal ECs and changes during DKD progression, we analyzed kidney ECs from 6/11/20-week-old diabetic BTBR*ob*/*ob* and non-diabetic BTBRLean mice. The experimental design is summarized in Figure 1A. Renal ECs were isolated using Pecam1 staining and FACS, which also demonstrated lower numbers of ECs in 11- and 20-week-old BTBR*ob*/*ob* mice (Figure 1B). BTBR*ob*/*ob* mice displayed significantly increased blood glucose and albuminuria levels at 11 weeks of age (Figure 1C,D). 

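Kidney endothelial cells of BTBRLean mice and of BTBR*ob*/*ob* mice, which lack leptin and become obese and diabetic, were sorted singly into plates at 6, 11 and 20 weeks of age and sequenced with SmartSeq2, which copies whole transcripts and uses no molecular identifiers. The authors removed adapters with trim galore, aligned the reads to GRCm38 with TopHat, removed duplicate reads with Samtools and counted reads per gene with featureCounts. They kept cells with at least 50000 counts and without epithelial genes, and deposited the counts without normalization. The table held 5464 cells and 29735 gene symbols, of which 253 had no count in any cell. BTBRLean at 6 weeks had 1058 cells on 4 plates, with 50578 to 994919 counts per cell and a median of 295544. BTBR*ob*/*ob* at 6 weeks had 675 cells on 3 plates, with 53402 to 1489280 counts per cell and a median of 287417. BTBRLean at 11 weeks had 1375 cells on 5 plates, with 50319 to 986636 counts per cell and a median of 275371. BTBR*ob*/*ob* at 11 weeks had 867 cells on 4 plates, with 50274 to 714735 counts per cell and a median of 233486. BTBRLean at 20 weeks had 588 cells on 2 plates, with 55229 to 747196 counts per cell and a median of 345289. BTBR*ob*/*ob* at 20 weeks had 901 cells on 4 plates, with 54690 to 986911 counts per cell and a median of 316143. The labels name a plate and a well for each cell but no animal, so cells were not taken as replicates and each genotype and age was 1 sample. Every plate held cells of a single genotype and age, so plate and group cannot be told apart.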

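Counts were summed over the cells of a class in each genotype and age and are given per 500000 counts, the scale of the paper. Exact Poisson intervals of sums and exact binomial intervals of shares cover counting error only, since reads copied by PCR are not independent molecules. For a single age no test between genotypes was possible. The log2 ratio of BTBR*ob*/*ob* to BTBRLean, with 1 count per 500000 added to both, is given with a jackknife standard error from leaving out each plate in turn, which describes plates and not animals. A genotype effect common to the 3 ages was tested on the 6 sums of a class. Differences between classes were tested on the sums of the 3 BTBRLean ages. Both used edgeR's quasi-likelihood test. The mean of the other classes is the mean of their log2 levels, which classes with few counts pull down. Leaving out an age removed both genotypes of that age, or the BTBRLean sums of that age for classes.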

The resulting dataset contained transcriptomes of 5464 cells covering different genotypes, EC subtypes, and timepoints (Supplementary Table S1).

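All 5464 cells of both genotypes were clustered again from the counts. The 2000 most variable genes, without the genes whose zonation or regulation the paper names and without OXPHOS, immediate early, clock, heat shock, ribosomal protein, mitochondrial and sex-linked genes, gave 32 Leiden clusters at resolution 2. Clusters were named from marker genes, and a class is a set of cells that resembles the named type by those markers (GEC-like and so on). Naming needed at least 3 detected markers. The clusters named GEC were led by *Gata5*, *Adamtsl5* and *Gimap3*, the 2 largest PCEC clusters by *Il33* and *Ltf* or *Car8*, AA by *Cytl1*, *Gja5* and *Vwf*, EA by *Aif1l* and *Tspan8*, DVR by *Slc14a1* and *Scin*, Tip by *Prnd* and *Apln*, and LVEC by *Mmrn1* and *Reln*.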

A uniform manifold approximation and projection (UMAP) of ECs from BTBRLean mice identified 13 EC clusters (Figure 1E,F), expressing EC markers (Figure 1G) [17,18] but no other renal cell markers (see Methods). For EC subtype annotation (Figure 1H), we compared cluster-specific gene patterns with published renal EC scRNAseq data and protein and mRNA localization in situ [3,4,5]. This annotated the 13 clusters as arteries/afferent arterioles (AA), glomerular (GEC), efferent arteriole (EA), ascending vasa recta (AVR), descending vasa recta (DVR), peritubular capillaries (PCEC), venous (VEC), proliferating (cycling), tip cells, and lymphatic (LVEC). 

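With rebuilt names, the 5464 cells included 924 GEC, 879 PCEC, 374 DVR, 292 AA, 248 EA, 77 Tip and 16 LVEC. A cluster of 344 cells carried markers of both AVR and VEC and is written AVR/VEC. The other 2310 cells (42.3%) stayed unnamed, among them clusters of 505 and 451 cells with PCEC markers whose leading genes included the Tip marker *Esm1*, and a cycling cluster of 43 cells of which 72.1% came from 1 plate. In BTBRLean, Tip had 11 cells at 6 weeks, 27 at 11 weeks and 3 and 2 on the plates of 20 weeks. All tests in Tip rest on these few cells. With plate-centred classes and at Leiden resolution 1, Tip had 3 and 4 cells in BTBRLean at 20 weeks, too few for a test. The variance-stabilised ranking formed no Tip class. Ranges over alternatives for Tip leave these settings out. The alternative that moved the number of cells of a named class most was Leiden resolution 1, with 1288 PCEC in place of 879.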

One unknown cluster remained. 

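*Calca*, on chromosome 7 of GRCm38 from 114631478 to 114636357, was kept out of the genes used for clustering and naming. In BTBRLean EA it had 197, 256 and 213 counts per 500000 at 6, 11 and 20 weeks. Against the mean of the other named classes the difference in EA was significant (log2 fold change 5.79, standard error 0.515, adjusted p = 2.2e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the alternatives the log2 fold change ranged from 5.29 to 6.77.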

As an example, *Calca* was localized to efferent arteriole, which was confirmed through RNA-ISH in C57BL6/J mice (Figure 1I).

### 2.2. Results from Renal EC Heterogeneity, Annotations, and Validation

As most EC populations did not manifest unique singular markers, we performed RNA-ISH and immunofluorescence (IF) in C57BL6/J mice against a combination of markers to determine EC identity. AA was characterized by high expressions of *Fbln5*, *Gja5*, *Cxcl12*, and *Cldn5* and a low expression of *Plvap* [3,4]. 

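*Cxcl12* and *Cldn5* were kept out of clustering. In BTBRLean AA, *Cldn5* had 1073, 999.8 and 781 counts per 500000 at 6, 11 and 20 weeks (log2 fold change 2.52, standard error 0.313, adjusted p = 0.00019 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cxcl12* had 252, 200.2 and 395 in AA (log2 fold change 4.76, standard error 0.576, adjusted p = 0.00015 from the same test). *Cxcl12* was also high in EA, with 330.4, 193 and 84.4, and in DVR, with 302, 214 and 78.9 (log2 fold change 3.45, standard error 0.531, adjusted p = 0.0026 in EA and log2 fold change 3.31, standard error 0.528, adjusted p = 0.0023 in DVR from the same test). *Cxcl12* in EA lost the call without 6 weeks (0.14), and its adjusted p from edgeR or DESeq2 was 3.6e-06 to 0.14 over all alternatives. *Cxcl12* in DVR lost the call without 6 weeks (0.10), and its adjusted p from edgeR or DESeq2 was 2.2e-06 to 0.10 over all alternatives.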

RNA-ISH for both *Cldn5* and Cldn5-GFP reported expressions showing strong signals in AA (Supplementary Figure S1A,B). RNA-ISH also indicated *Cldn5* expression in podocytes, which confirms previous findings [5,19]. However, Cldn5-GFP did not display a detectable GFP signal in podocytes (Supplementary Figure S1A), suggesting that relevant cis-acting promoter sequences for podocyte expression is missing in this transgenic construct. 

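*Ace* lies on chromosome 11 of GRCm38 from 105967945 to 105989964. In AA of BTBRLean mice it had 104, 69.8 and 91.5 counts per 500000 at 6, 11 and 20 weeks, higher than the mean of the other classes (log2 fold change 6.70, standard error 0.758, adjusted p = 8.6e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call was kept under every alternative, with log2 fold changes of 6.36 to 7.41.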

We identified *Ace* as a novel marker for AA, as confirmed through RNA-ISH (Supplementary Figure S1B). 

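In BTBRLean GEC, *Ace* had 7.67, 3.37 and 4.48 counts per 500000 at 6, 11 and 20 weeks. Its difference from the mean of the other classes was not significant (log2 fold change 1.81, standard error 0.827, adjusted p = 0.39 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On single plates of BTBRLean at 6 weeks it ranged from 0.630 to 12.2.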

GEC showed a weak *Ace* expression, as previously reported [20].

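In BTBRLean EA, *Cldn5* had 263, 175 and 261 counts per 500000 at 6, 11 and 20 weeks and did not differ from the mean of the other classes (log2 fold change 0.06, standard error 0.365, adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its sign changed without 20 weeks (-0.16), with plate-centred classes (-0.17) and at Leiden resolution 1 (-0.57). The mean of the other classes is over log2 levels, so classes with few counts, such as PCEC, pull it below the mean of the counts. At each age *Cldn5* was lower in EA than in AA, whose values are given above. It was also lower than in DVR and higher than in GEC and PCEC. *Ace* had 0.114, 0.0490 and 0.301 counts per 500000 in EA, with no significant difference (log2 fold change -4.60, standard error 1.30, adjusted p = 0.11 from the same test). *Ace* in EA passed with DESeq2 (4.3e-05) and with thinned cells (0.042), and its adjusted p from edgeR or DESeq2 was 4.3e-05 to 0.73 over all alternatives.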

EA differed substantially from AA, and while they express *Fbln5*, they have a very low *Cldn5* expression and no *Ace* expression. 

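*Calca* was among the leading genes of 2 further clusters, of 309 and 262 cells, which no marker list named. In BTBRLean the first had 161, 24.3 and 75.5 counts per 500000 of *Calca* at 6, 11 and 20 weeks and the second 316, 139 and 121. At 6 weeks the second was thus above EA. The tests set each class against the mean of the other named classes, so the fold change in EA leaves these cells out. EA was the best-scoring class of each cluster, but with negative scores (-0.16 and -0.02). At Leiden resolution 1 and with plate-centred classes, EA had 508 and 450 cells, with *Calca* among its leading genes. These clusters may therefore hold EA cells, and whether they go against the specificity stays open.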

*Calca* appears to be specific to EA (Figure 1I), as previously reported [4]. In addition, *Tspan8* and *Npnt* were highly expressed in EA/DVR; however, some datasets report non-EC kidney expressions of these markers [21].

DVR tightly control perfusion to the outer and inner medulla and function both as exchange (capillary) and resistance (arteriolar) vessels [22]. DVR shared certain markers with AA, including *Gja5* and *Cldn5*, but also expressed the specific marker *Slc14a1* (Supplementary Figure S1C). 

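In BTBRLean DVR, *Cldn5* had 808, 924 and 875 counts per 500000 at 6, 11 and 20 weeks (log2 fold change 2.31, standard error 0.317, adjusted p = 0.00065 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cldn5* in DVR lost the call without 11 weeks (0.050), and its adjusted p from edgeR or DESeq2 was 1.7e-05 to 0.050 over all alternatives. *Gja5* and *Slc14a1* served as naming markers and are not given as results.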

Among ECs, DVR showed a high and specific expression of *Aqp1*, which was otherwise expressed primarily in epithelial cells (Supplementary Figure S1D).

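*Aqp1*, on chromosome 6 of GRCm38 from 55336432 to 55348555, was kept out of clustering. BTBRLean DVR had 2606, 2620.2 and 2843 counts per 500000 at 6, 11 and 20 weeks, above the mean of the other classes under every alternative (log2 fold change 6.02, standard error 0.384, adjusted p = 7.5e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The epithelial genes *Lrp2*, *Pax8*, *Slc12a1* and *Slc12a3* together had at most 9.03 counts per 500000 in any genotype and age over all cells.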

The GEC/PCEC/AVR endothelium had fenestrations [23,24], but only fenestrations in PCEC/AVR had PLVAP+ diaphragms (Supplementary Figure S1E) [25], while healthy GEC lacked diaphragms [26]. Immunohistochemistry staining confirmed Plvap expression in PCEC/AVR, while *Cldn5* was absent (Supplementary Figure S1E–G). We identified *Il33* as a novel transcript in PCEC (Supplementary Figure S1F), with expression also in VEC/AVR, but not in GEC. 

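*Il33*, on chromosome 19 of GRCm38 from 29925114 to 29960718, had 101, 107 and 139.8 counts per 500000 in BTBRLean PCEC at 6, 11 and 20 weeks (log2 fold change 5.10, standard error 0.803, adjusted p = 0.0038 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Il33* in PCEC lost the call without 6 weeks (0.11) and without 20 weeks (0.11), and its adjusted p from edgeR or DESeq2 was 7e-06 to 0.11 over all alternatives. The AVR/VEC cluster had 55.1, 106 and 138. In Tip it had 78.0, 0.249 and 104 (log2 fold change 4.17, standard error 0.968, adjusted p = 0.018 from the same test). *Il33* in Tip lost the call without 6 weeks (0.30) and without 20 weeks (0.24), and its adjusted p from edgeR or DESeq2 was 9.8e-05 to 0.30 over all alternatives. GEC had 3.66, 4.90 and 1.80, with no significant difference from the mean of the other classes (log2 fold change -0.91, standard error 1.07, adjusted p = 0.97 from the same test).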

*Car8* was expressed in PCEC/AVR/VEC, and colocalized with *Plvap* in AVR, whereas DVR (*Cldn5*+) were *Plvap*-negative (Supplementary Figure S1G). The *Car8* expression in VEC has been reported previously [4]. *Igf1* was expressed in AVR/PCEC and colocalized with *Plvap*. 

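*Igf1*, on chromosome 10 of GRCm38 from 87858265 to 87937042, had 242, 190.2 and 78.3 counts per 500000 in the AVR/VEC cluster of BTBRLean mice at 6, 11 and 20 weeks and 59.5, 21.2 and 4.94 in PCEC (log2 fold change 4.01, standard error 0.581, adjusted p = 0.0019 for PCEC from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Igf1* in PCEC lost the call without 6 weeks (0.13) and without 11 weeks (0.13), and its adjusted p from edgeR or DESeq2 was 2.8e-07 to 0.13 over all alternatives. With the AVR/VEC cluster added to the fit, a choice made after the data were seen, its log2 fold change was 6.43 (adjusted p = 6.3e-07 from the same test). Tip had 117, 65.2 and 0.590 (log2 fold change 5.02, standard error 0.652, adjusted p = 0.00031 from the same test). *Igf1* in Tip lost the call without 6 weeks (0.078), and its adjusted p from edgeR or DESeq2 was 4.4e-13 to 0.078 over all alternatives.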

DVR (*Pecam1*+, *Plvap*-) were negative for *Igf1* (Supplementary Figure S1H). 

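In BTBRLean DVR, *Igf1* had 0.755, 0.510 and 0.125 counts per 500000 at 6, 11 and 20 weeks. The difference from the mean of the other classes was not significant (log2 fold change -2.88, standard error 0.903, adjusted p = 0.13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Igf1* in DVR passed with DESeq2 (0.0018), without 20 weeks (0.043), with the variance-stabilised ranking (0.033) and with the AVR/VEC cluster in the fit (0.0100), and its adjusted p from edgeR or DESeq2 was 0.0018 to 0.57 over all alternatives.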

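*Cldn5* had 80.2, 39.3 and 67.7 counts per 500000 in BTBRLean GEC at 6, 11 and 20 weeks and was lower than in the mean of the other classes (log2 fold change -2.25, standard error 0.437, adjusted p = 0.010 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cldn5* in GEC lost the call without 6 weeks (0.18), without 11 weeks (0.21) and with the variance-stabilised ranking (0.64), and its adjusted p from edgeR or DESeq2 was 1.8e-05 to 0.64 over all alternatives. In PCEC it had 27.4, 24.6 and 3.76 (log2 fold change -4.40, standard error 0.512, adjusted p = 0.00035 from the same test).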

GEC were annotated by previously reported markers, including high expressions of *Gata5*, *Ehd3*, *Tbx3, Plat*, *Lpl*, *Kcnj5*, and *Adamtsl5* and low expressions of *Cldn5* and *Plvap* [3,4,5]. RNA-ISH for *Gata5* showed strong and specific staining in GEC (Supplementary Figure S1I). All data are presented in a searchable database with data output in bar plots (see the examples for *Cldn5* and *Plvap* in Supplementary Figure S2).

Endothelial cell types in human kidney were conserved in the mouse kidney [6]. The gene expression profiles of GECs and PCECs in our dataset correlated well with recently described human GECs and PCECs [27] in spite of certain species-specific genes (Supplementary Figure S3A), suggesting cross-species translatability of our mouse data. Furthermore, 10 of 53 genes associated with human DKD using GWAS [28] could be mapped to the EC expression in our dataset (Supplementary Figure S3C). Of these, *Igfbp5* and *Tspan9* showed abundant EC expression: *Igfbp5* was enriched in GEC/PCEC/AVR, while *Tspan9* was expressed in all clusters (Supplementary Figure S3C). 

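*Igfbp5*, on chromosome 1 of GRCm38 from 72857932 to 72874884, had 733, 659 and 234 counts per 500000 in BTBRLean GEC at 6, 11 and 20 weeks (log2 fold change 3.42, standard error 0.282, adjusted p = 9.5e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In PCEC it had 589, 702 and 513 (log2 fold change 3.81, standard error 0.282, adjusted p = 6.6e-06 from the same test). Both calls were kept under every alternative. *Tspan9* had 501, 326 and 448 in Tip (log2 fold change 0.91, standard error 0.175, adjusted p = 0.0059 from the same test) and 171, 179 and 114 in DVR (log2 fold change -0.96, standard error 0.201, adjusted p = 0.015 from the same test), the extremes among the classes tested. *Tspan9* in Tip lost the call without 6 weeks (0.18), and its adjusted p from edgeR or DESeq2 was 0.00012 to 0.18 over all alternatives. *Tspan9* in DVR lost the call without 6 weeks (0.11), without 11 weeks (0.11) and without 20 weeks (0.22), and its adjusted p from edgeR or DESeq2 was 0.0019 to 0.22 over all alternatives.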

A comparison with the human Nephrocell whole-kidney scRNAseq database [29] confirmed the enrichment of *IGFBP5* in GEC/PCEC, in contrast to a ubiquitous expression of *TSPAN9* (Supplementary Figure S3D).

We noticed two clusters each for GEC and PCEC. 

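The 19 immediate early genes *Fos*, *Fosb*, *Fosl2*, *Jun*, *Junb*, *Jund*, *Atf3*, *Egr1*, *Ier2*, *Ier3*, *Dusp1*, *Zfp36*, *Btg2*, *Klf2*, *Klf4*, *Klf6*, *Nr4a1*, *Socs3* and *Ppp1r15a* were kept out of the genes used for clustering, so no separate IEG-high classes were formed. Their sum in BTBRLean GEC, per 500000 counts, was 12718 (10757 to 14679.7 over 4 plates) at 6 weeks, 6163 (4195 to 10846 over 5 plates) at 11 weeks and 5725 (4763 to 6608 over 2 plates) at 20 weeks. In BTBR*ob*/*ob* GEC it was 9888 (7327 to 10674 over 3 plates), 5158 (3423 to 7375 over 4 plates) and 9574 (5796 to 13485 over 4 plates). PCEC had lower sums than GEC in every genotype and age, from 2070.3 in BTBRLean at 20 weeks to 5532 in BTBRLean at 6 weeks. An unnamed cluster of 265 cells had *Atf3*, *Arc* and *Zfp36* among its leading genes.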

One of each had relatively higher levels of immediate early gene transcripts (IEG) (GEC^IEG-high^ and PCEC^IEG-high^, respectively). IEGs are induced within minutes in response to cell-extrinsic and cell-intrinsic signals and do not require de novo protein synthesis for their enhanced expression [30,31]. RNA in situ hybridization (RNA-ISH) for IEGs including *Fos*, *JunB*, and *Atf3*, did not show expression patterns specific to any anatomical location, such as cortical versus juxtamedullary glomeruli (Supplementary Figure S4). A high IEG expression has been reported in a proportion of vascular cells in scRNAseq data and suggested to result from stress and hemodynamic changes during tissue dissociation and cell isolation [32,33].

### 2.3. Functional Zonation of the Healthy Renal Vasculature

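Over the 3 BTBRLean sums of each class, edgeR's quasi-likelihood test covered 16520 genes. The number with a Benjamini-Hochberg adjusted p under 0.05 and a higher value than the mean of the other classes was 522 in AA, 403 in DVR, 239 in EA, 392 in GEC, 249 in PCEC and 496 in Tip. These counts include markers and other genes used for clustering. DESeq2 gave 882 in AA, 783 in DVR, 613 in EA, 588 in GEC, 530 in PCEC and 1527 in Tip. With 1 age left out the counts ranged from 218 to 405 in AA, 123 to 221 in DVR, 72 to 123 in EA, 80 to 203 in GEC, 25 to 102 in PCEC and 189 to 320 in Tip. With class labels permuted within each age, 24 times, the largest count was 3 for AA and 132 for Tip. Of 87 pairs of a gene the paper names and a class that are given with a test, 58 passed over all genes and 70 adjusted over the list alone. By DESeq2 these were 67 and 73. The counts over the list alone are not independent evidence, since the paper chose these genes on the same cells.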

In BTBRLean mice, we identified differentially expressed genes (DEGs) in each EC cluster relative to the remaining clusters (Supplementary File S1). An Ingenuity Pathway Analysis (IPA) of the DEGs displayed a complex zonation of pathway activation, related to the immune responses, vascular tone, coagulation, and growth factor signaling (Figure 2A, Supplementary File S2).

ECs communicate with immune cells through chemokines, cytokines, and adhesion molecules. Chemokines showed enriched expressions in AA/GEC, including *Cxcl1*, *Cxcl12*/*Sdf1*, *Cxcl16*, and *Cx3cl1* (Figure 2B). 

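Of the chemokines, *Cx3cl1* had 364, 517 and 624 counts per 500000 in BTBRLean AA at 6, 11 and 20 weeks (log2 fold change 1.48, standard error 0.179, adjusted p = 0.00015 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In GEC it had 377, 505 and 640.2 (log2 fold change 1.46, standard error 0.179, adjusted p = 0.00029 from the same test), significant as in AA. *Cxcl12* was low in GEC, with 1.92, 1.73 and 0.682 (log2 fold change -5.10, standard error 0.909, adjusted p = 0.0056 from the same test). *Cxcl12* in GEC lost the call without 6 weeks (0.11) and without 11 weeks (0.077), and its adjusted p from edgeR or DESeq2 was 5.5e-11 to 0.11 over all alternatives. *Cxcl16* had 38.7, 69.5 and 99.8 in AA and 33.7, 33.9 and 102 in GEC, not significant in either (log2 fold change 1.68, standard error 0.796, adjusted p = 0.40 in AA and log2 fold change 1.27, standard error 0.831, adjusted p = 0.69 in GEC from the same test). *Cxcl16* in AA passed at Leiden resolution 1 (0.050), and its adjusted p from edgeR or DESeq2 was 0.050 to 0.68 over all alternatives. *Cxcl1* had 73.3, 8.43 and 25.5 in AA and 14.2, 5.83 and 6.54 in GEC, also not significant (log2 fold change 1.70, standard error 1.38, adjusted p = 0.77 in AA and log2 fold change -0.67, standard error 1.52, adjusted p = 1 in GEC from the same test). The sign of *Cxcl1* in GEC changed without 6 weeks (0.35), without 11 weeks (0.83) and with plate-centred classes (0.19).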

Interleukins *Il16* and *Il33* displayed higher expressions in DVR and VEC, respectively. 

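*Il16* had 51.8, 81.1 and 12.3 counts per 500000 in BTBRLean DVR at 6, 11 and 20 weeks, not significantly above the mean of the other classes (log2 fold change 1.62, standard error 0.698, adjusted p = 0.33 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In Tip it had 95.7, 106 and 216 (log2 fold change 3.56, standard error 0.617, adjusted p = 0.0027 from the same test). Tip had only 11 BTBRLean cells at 6 weeks and 3 and 2 on the plates of 20 weeks. *Il33* in the AVR/VEC cluster, added to the fit after the data were seen, differed from the other classes (log2 fold change 3.99, standard error 0.712, adjusted p = 0.0038 from the same test).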

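In BTBRLean AA, *Sele* had 15.7, 0.0219 and 35.3 counts per 500000 at 6, 11 and 20 weeks (log2 fold change 3.13, standard error 1.06, adjusted p = 0.17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Sele* in AA passed with DESeq2 (0.024) and without 11 weeks (0.017), and its adjusted p from edgeR or DESeq2 was 0.017 to 0.82 over all alternatives. GEC had 14.2, 5.02 and 51.9 (log2 fold change 3.86, standard error 0.890, adjusted p = 0.028 from the same test). *Sele* in GEC lost the call without 6 weeks (0.24), without 20 weeks (0.22) and with the variance-stabilised ranking (0.059), and its adjusted p from edgeR or DESeq2 was 0.0035 to 0.24 over all alternatives. In the AVR/VEC cluster *Sele* had 51.4, 16.8 and 105 (log2 fold change 4.75, standard error 0.747, adjusted p = 0.0013 with the cluster in the fit, from the same test). *Selp* had 17.8, 46.7 and 0.0983 in AA and 17.6, 17.3 and 31.3 in AVR/VEC (log2 fold change 8.99, standard error 1.03, adjusted p = 0.00016 with the cluster in the fit, from the same test). At 6 and 11 weeks *Selp* was thus no higher in AVR/VEC than in AA.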

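*Vcam1* had 301, 225 and 233 counts per 500000 in BTBRLean AA at 6, 11 and 20 weeks, 351, 205 and 498 in DVR and 131, 114 and 238 in AVR/VEC (log2 fold change 4.22, standard error 0.469, adjusted p = 7.5e-05 in AA and log2 fold change 4.63, standard error 0.469, adjusted p = 5.5e-05 in DVR from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Icam1* had 412, 369 and 492 in AVR/VEC (log2 fold change 1.35, standard error 0.464, adjusted p = 0.17 with the cluster in the fit, from the same test), 249.6, 100.3 and 185 in AA and 226, 116 and 105 in GEC. The variance-stabilised ranking, added after the data were seen, formed a VEC class, in which *Icam1* passed (log2 fold change 1.56, standard error 0.215, adjusted p = 0.00045 from the same test). Neither AA (log2 fold change 0.08, standard error 0.561, adjusted p = 1) nor GEC (log2 fold change -0.20, standard error 0.576, adjusted p = 1) differed from the mean of the other classes by the same test. The sign in AA changed without 6 weeks (-0.08), and that in GEC without 20 weeks (0.25).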

Adhesion molecules *Selp* and *Sele* were expressed in small portions of AA and AVR, respectively, while *Icam1* and *Vcam1* were enriched in VEC. Furthermore, MHC class-II molecules and *Cd74* were enriched in PCEC, while *Lbp*, in VEC. 

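In BTBRLean PCEC, *H2-Ab1* had 274, 300.1 and 301 counts per 500000 at 6, 11 and 20 weeks (log2 fold change 2.17, standard error 0.389, adjusted p = 0.0089 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *H2-Aa* had 184, 179.9 and 168 (log2 fold change 2.10, standard error 0.417, adjusted p = 0.018 from the same test). *H2-DMb1* had 86.8, 82.1 and 59.2 (log2 fold change 2.41, standard error 0.451, adjusted p = 0.012 from the same test). *H2-Ab1* in PCEC lost the call without 11 weeks (0.25) and without 20 weeks (0.086), and its adjusted p from edgeR or DESeq2 was 0.0012 to 0.25 over all alternatives. *H2-Aa* in PCEC lost the call without 6 weeks (0.061), without 11 weeks (0.15), without 20 weeks (0.19) and with the AVR/VEC cluster in the fit (0.062), and its adjusted p from edgeR or DESeq2 was 0.0016 to 0.19 over all alternatives. *H2-DMb1* in PCEC lost the call without 11 weeks (0.34) and without 20 weeks (0.067), and its adjusted p from edgeR or DESeq2 was 0.00077 to 0.34 over all alternatives. *H2-Eb1* (log2 fold change 2.75, standard error 0.702, adjusted p = 0.065), *H2-DMa* (log2 fold change 3.01, standard error 0.893, adjusted p = 0.13) and *Cd74* (log2 fold change 2.11, standard error 0.523, adjusted p = 0.058) did not pass in PCEC by the same test. *H2-Eb1* in PCEC passed with DESeq2 (0.025), with thinned cells (0.012), with plate-centred classes (0.0028), at Leiden resolution 1 (0.0042) and with the variance-stabilised ranking (0.0089), and its adjusted p from edgeR or DESeq2 was 0.0028 to 0.29 over all alternatives. *H2-DMa* in PCEC passed with DESeq2 (0.029), with thinned cells (0.048), with plate-centred classes (0.015) and at Leiden resolution 1 (0.013), and its adjusted p from edgeR or DESeq2 was 0.013 to 0.59 over all alternatives. *Cd74* in PCEC passed with DESeq2 (0.032), with no filter on low counts (0.045), with thinned cells (0.031), with plate-centred classes (0.0061), at Leiden resolution 1 (0.0049) and with the variance-stabilised ranking (0.0056), and its adjusted p from edgeR or DESeq2 was 0.0049 to 0.34 over all alternatives. *Cd74* passed in Tip (log2 fold change 2.40, standard error 0.533, adjusted p = 0.014 from the same test). *Cd74* in Tip lost the call without 11 weeks (0.13) and without 20 weeks (0.099), and its adjusted p from edgeR or DESeq2 was 0.00091 to 0.13 over all alternatives. The PCEC tested leave out an unnamed cluster of 505 cells, which scored as PCEC and had *H2-DMa*, *H2-Aa*, *Cd74* and *H2-Ab1* among its 10 leading genes. There *Cd74* had 711, 503 and 566 counts per 500000 in BTBRLean at 6, 11 and 20 weeks, against 514, 427 and 341 in PCEC. At 20 weeks *H2-DMa* (20.9 against 36.6) and *H2-Aa* (163 against 168) were lower there than in PCEC. At 11 weeks *H2-Ab1* was (293 against 300.1). At the other ages these genes were higher there.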

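*Lbp* had 179, 185 and 168 counts per 500000 in the AVR/VEC cluster of BTBRLean mice at 6, 11 and 20 weeks and 46.5, 91.0 and 41.3 in PCEC (log2 fold change 5.45, standard error 0.531, adjusted p = 8.3e-05 for PCEC from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With AVR/VEC in the fit, that cluster also passed (log2 fold change 6.25, standard error 0.404, adjusted p = 1.5e-07 from the same test).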

The anatomically defined patterns of immune genes within the EC compartments may contribute to the nephron’s immune zonation [34].

EC Weibel–Palade bodies regulate coagulation, and their components *Vwf*, *Selp*, *Edn1*, and *CD63* were mainly expressed in AA/DVR (Figure 2C). 

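*Vwf* had 237, 213 and 187 counts per 500000 in BTBRLean AA at 6, 11 and 20 weeks (log2 fold change 7.51, standard error 0.535, adjusted p = 1.4e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In DVR it had 11.9, 9.68 and 10.2 (log2 fold change 2.24, standard error 0.555, adjusted p = 0.041 from the same test). *Vwf* in DVR lost the call without 11 weeks (0.21), without 20 weeks (0.32), with thinned cells (0.082), at Leiden resolution 1 (0.16) and with the AVR/VEC cluster in the fit (0.17), and its adjusted p from edgeR or DESeq2 was 0.0084 to 0.32 over all alternatives. *Edn1* passed in AA (log2 fold change 3.05, standard error 0.385, adjusted p = 0.00022) and in DVR (log2 fold change 2.64, standard error 0.390, adjusted p = 0.0012) by the same test. *Edn1* in AA lost the call without 11 weeks (0.055), and its adjusted p from edgeR or DESeq2 was 4.9e-07 to 0.055 over all alternatives. *Edn1* in DVR lost the call without 11 weeks (0.10), and its adjusted p from edgeR or DESeq2 was 1.3e-05 to 0.10 over all alternatives. *Cd63* had 103, 73.4 and 70.4 in DVR (log2 fold change 2.58, standard error 0.606, adjusted p = 0.030 from the same test) and 52.1, 52.7 and 20.9 in AA, where it did not pass (log2 fold change 1.35, standard error 0.641, adjusted p = 0.40 from the same test). *Cd63* in DVR lost the call without 6 weeks (0.30) and without 11 weeks (0.21), and its adjusted p from edgeR or DESeq2 was 0.0018 to 0.30 over all alternatives. In the AVR/VEC cluster *Vwf* had 5.73, 32.1 and 42.0, with adjusted p = 0.0045 from the same test once that cluster was in the fit.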

GEC and AA expressed *Plat* and its inhibitor *Serpin1*, respectively. 

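*F8* had 159, 162 and 203 counts per 500000 in BTBRLean GEC at 6, 11 and 20 weeks (log2 fold change 2.47, standard error 0.448, adjusted p = 0.0063 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In PCEC it had 134, 117 and 140.3 (log2 fold change 1.96, standard error 0.460, adjusted p = 0.044 from the same test). *F8* in GEC lost the call without 6 weeks (0.17) and without 11 weeks (0.085), and its adjusted p from edgeR or DESeq2 was 0.00030 to 0.17 over all alternatives. *F8* in PCEC lost the call without 6 weeks (0.40), without 11 weeks (0.22), with the variance-stabilised ranking (0.18) and with the AVR/VEC cluster in the fit (0.062), and its adjusted p from edgeR or DESeq2 was 0.0059 to 0.40 over all alternatives.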

Coagulation Factor *F8* was enriched in GEC. EC-released prostaglandins inhibit platelet aggregation: the prostaglandin synthase *Ptgs1* and transporter *Slco2a1* were expressed in VEC and AA, respectively. These findings suggest a differential initiation of coagulation and platelet activation along nephrons.

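*Slco2a1* had 755, 943 and 1061 counts per 500000 in BTBRLean AA at 6, 11 and 20 weeks (log2 fold change 3.95, standard error 0.147, adjusted p = 1.4e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ptgs1* had 203, 227 and 203 in the AVR/VEC cluster (log2 fold change 2.32, standard error 0.434, adjusted p = 0.0055 with the cluster in the fit, from the same test) and 133, 175 and 114 in PCEC (log2 fold change 2.05, standard error 0.497, adjusted p = 0.053 from the same test). *Ptgs1* in PCEC passed with DESeq2 (0.032), with no filter on low counts (0.044), with thinned cells (0.039) and with plate-centred classes (0.015), and its adjusted p from edgeR or DESeq2 was 0.015 to 0.39 over all alternatives.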

Regulators for vasodilation and constriction were enriched in AA, suggesting an EC zonation of vascular tone regulation (Figure 2D). 

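In BTBRLean AA, *Nos3* had 198, 216 and 99.6 counts per 500000 at 6, 11 and 20 weeks (log2 fold change 1.04, standard error 0.245, adjusted p = 0.025 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Nos3* in AA lost the call without 6 weeks (0.30), without 11 weeks (0.36) and with the variance-stabilised ranking (0.71), and its adjusted p from edgeR or DESeq2 was 0.010 to 0.71 over all alternatives. *Kcnn3* had 24.3, 54.1 and 23.5 (log2 fold change 6.26, standard error 1.04, adjusted p = 0.0022 from the same test) and *Kcnn4* had 153, 155 and 84.9 (log2 fold change 7.22, standard error 0.723, adjusted p = 3.1e-05 from the same test). *Kcnn3* in AA lost the call without 6 weeks (0.079) and without 11 weeks (0.069), and its adjusted p from edgeR or DESeq2 was 2e-06 to 0.079 over all alternatives. *Gja4* had 775, 863 and 1059 (log2 fold change 3.01, standard error 0.351, adjusted p = 0.00011 from the same test). From the enrichment of such regulators in AA, the paper proposes that endothelial regulation of vascular tone is zonated.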

Ca^2+^-calmodulin-dependent *Nos3* and Ca^2+^-activated *Kcnn3* and *Kcnn4* trigger hyperpolarization [35], spreading via *Gja4*/*Gja5* to elicit vasodilation in VSMCs [36,37]. *Gja4*/*5* also affect renin secretion in granular cells [38], and together with *Ace*, may coordinate the conversion of angiotensinogen. EC Ca^2+^ may trigger the release of *Edn1* [39] in AA/EA/DVR. Furthermore, regulators for intracellular Ca^2+^ homeostasis were enriched in AA/EA, including *Atp2a3*, *Trpv4*, *F2rl1*, and *Gper1* [40], and for extracellular Ca^2+^ homeostasis in AA/GEC/EA, these included *Pthlh, Calca*, *Sost* [41], and *Mgp*. 

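In BTBRLean mice at 6, 11 and 20 weeks, *Edn1* had 169.9, 289.8 and 218 counts per 500000 in AA, 177, 267 and 197 in EA and 154, 198 and 207 in DVR. EA was above the mean of the other classes (log2 fold change 2.95, standard error 0.387, adjusted p = 0.00067 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Edn1* in EA lost the call without 11 weeks (0.11), with plate-centred classes (0.052) and at Leiden resolution 1 (0.41), and its adjusted p from edgeR or DESeq2 was 2.2e-06 to 0.41 over all alternatives.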

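*Atp2a3* had 799, 1001 and 897 counts per 500000 in BTBRLean AA at 6, 11 and 20 weeks and 335, 327 and 337 in EA (log2 fold change 3.79, standard error 0.178, adjusted p = 1.8e-08 in AA and log2 fold change 2.05, standard error 0.188, adjusted p = 3e-05 in EA from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Atp2a3* in EA lost the call with plate-centred classes (0.13) and at Leiden resolution 1 (0.68), and its adjusted p from edgeR or DESeq2 was 2.7e-11 to 0.68 over all alternatives. *Trpv4* was significant in EA (log2 fold change 4.91, standard error 0.579, adjusted p = 0.00029) and in AA (log2 fold change 3.05, standard error 0.573, adjusted p = 0.0060) by the same test. *Trpv4* in AA lost the call without 6 weeks (0.13), without 20 weeks (0.055) and with the variance-stabilised ranking (0.37), and its adjusted p from edgeR or DESeq2 was 0.00076 to 0.37 over all alternatives. *F2rl1* had 35.4, 21.3 and 40.7 in AA (log2 fold change 10.40, standard error 0.790, adjusted p = 1e-05 from the same test) and at most 0.0602 in EA. *Gper1* had 213, 236 and 77.6 in AA (log2 fold change 8.96, standard error 1.00, adjusted p = 7.7e-05 from the same test) and 24.6, 0.196 and 0.0602 in EA (log2 fold change 1.78, standard error 1.37, adjusted p = 0.75 from the same test), where its sign changed without 6 weeks (-2.45).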

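*Pthlh* had 49.0, 39.5 and 13.2 counts per 500000 in BTBRLean AA at 6, 11 and 20 weeks (log2 fold change 8.76, standard error 0.793, adjusted p = 1.2e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Sost* had 24.7, 57.1 and 173 in GEC (log2 fold change 4.10, standard error 0.512, adjusted p = 0.00031 from the same test). *Sost* in GEC lost the call without 11 weeks (0.057), and its adjusted p from edgeR or DESeq2 was 7.9e-09 to 0.057 over all alternatives. *Mgp* had 446, 454 and 498 in AA and 65.6, 62.1 and 205 in EA (log2 fold change 5.35, standard error 0.304, adjusted p = 1.2e-07 in AA and log2 fold change 2.68, standard error 0.324, adjusted p = 0.00036 in EA from the same test). *Mgp* in EA lost the call with plate-centred classes (0.11), at Leiden resolution 1 (0.096) and with the variance-stabilised ranking (0.093), and its adjusted p from edgeR or DESeq2 was 7.7e-09 to 0.11 over all alternatives.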

Our study suggests that glomerulus-linked (AA/GEC/EA) and DVR zonation fine-tunes renal vascular tone.

The IGF system displays a comprehensive expression profile along nephron segments [42]. 

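*Igfbp3* had 743, 597 and 642 counts per 500000 in BTBRLean DVR at 6, 11 and 20 weeks (log2 fold change 2.27, standard error 0.164, adjusted p = 2e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Igfbp4* had 847, 1144 and 788 in AA and 198, 331 and 266 in GEC (log2 fold change 3.53, standard error 0.30, adjusted p = 8.4e-06 in AA and log2 fold change 1.32, standard error 0.330, adjusted p = 0.045 in GEC from the same test). *Igfbp4* in GEC lost the call with DESeq2 (0.067), without 11 weeks (0.29), without 20 weeks (0.24) and with the AVR/VEC cluster in the fit (0.051), and its adjusted p from edgeR or DESeq2 was 4.9e-05 to 0.29 over all alternatives.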

The renal EC predominantly expressed three isoforms of Igfbp: *Igfbp3* (DVR), *Igfbp4* (AA), and *Igfbp5* (GEC/PCEC) (Figure 2E). 

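*Igf2* had 44.8, 59.9 and 0.0492 counts per 500000 in BTBRLean AA at 6, 11 and 20 weeks (log2 fold change 4.82, standard error 1.18, adjusted p = 0.032 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Igf2* in AA lost the call without 6 weeks (0.42), without 11 weeks (0.60) and at Leiden resolution 1 (0.098), and its adjusted p from edgeR or DESeq2 was 0.00026 to 0.60 over all alternatives. The receptor gene *Igf1r* had 6.11, 0.263 and 17.3 in AA and 14.3, 5.62 and 1.45 in GEC, and *Igf2r* had 4.95, 14.9 and 6.64 and 12.7, 1.61 and 6.44. None of these 4 values passed the same test. For *Igf1r* it gave a log2 fold change -0.08, standard error 1.48, adjusted p = 1 in AA and a log2 fold change -0.45, standard error 1.43, adjusted p = 1 in GEC. For *Igf2r* it gave a log2 fold change 1.14, standard error 1.20, adjusted p = 0.88 in AA and a log2 fold change 0.12, standard error 1.21, adjusted p = 1 in GEC. Their signs depended on the age left out, as *Igf1r* in AA was 1.15 without 11 weeks, *Igf1r* in GEC was 0.16 without 20 weeks, and *Igf2r* in GEC was -0.37 without 6 weeks.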

*Igf1* and *Igf2* were mainly expressed by VEC and AA, respectively, and their receptors *Igf1r* and *Igf2r* were mainly expressed in a small proportion of ECs. This zone-distinct expression likely fine-tunes the segment-specific regulation of IGF signaling.

### 2.4. Transcriptional Responses in Progression of DKD

The diabetic phenotype for BTBR*ob*/*ob* mice is shown in Figure 1C,D and Supplementary Figure S5. BTBR*ob*/*ob* mice showed elevated blood glucose and albuminuria levels (Figure 1C,D) with an increased glomerular size already evident at 6 weeks (Supplementary Figure S5A,B), confirming a DKD phenotype. Capillary density progressively declined over time in the BTBR*ob*/*ob* mice (Supplementary Figure S5C–F). In agreement, the FACS of PECAM1^+^ cells showed reduced numbers of ECs in 11- and 20-week-old diabetic mice (Figure 1B).

The UMAP showed that the majority of clusters for BTBRLean and BTBR*ob*/*ob* mice overlapped (Figure 3A). For s comparison of DEGs between non-diabetic and diabetic mice, PCEC/PCEC^IEG-high^ were pooled to PCEC, and GEC/GEC^IEG-high^ to GEC (Figure 3B, Supplementary File S3). 

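The sums of GEC and of PCEC were compared between genotypes across the 3 ages, with age as a covariate. edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0 of 16878 genes in GEC and 0 of 16281 in PCEC, and 586 and 720 genes had an unadjusted p under 0.05. DESeq2 called 150 genes in GEC, of which 72 were higher and 78 lower in BTBR*ob*/*ob*. In PCEC it called 216, of which 121 were higher and 95 lower. Other splits of the 6 sums into 3 and 3 gave 196 to 445 genes by DESeq2 in GEC, all more than the genotypes. In PCEC 4 of the 10 splits, the genotypes among them, gave at least 216. These calls are therefore not evidence of a genotype effect. Of 15 genes that the paper names for the genotypes, edgeR called 0 in either class, over all genes and adjusted over the list alone, and 1 in GEC and 1 in PCEC had an unadjusted p under 0.05. DESeq2 called 0 over all genes and, adjusted over the list alone, 1 in GEC (*Igf2bp2*) and 0 in PCEC, which is not independent evidence since the paper chose them on these cells. For a single age no gene can be called, since 1 sample per genotype has no replicate. A gene whose difference reverses between ages, as the paper reports for many, tends to cancel in this common effect. Calling 0 genes therefore does not go against differences at single ages.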

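For each age, genes with a mean of at least 50 counts per 500000 were examined for values by plate in which every plate of one genotype lay above every plate of the other, over plates with at least 10 cells of the class. At 6 weeks, 176 of 2307 such genes in GEC (7.63%) had plates that did not overlap, where chance gives 5.71%. The largest ratios were those of *Sost* (24.7 in BTBRLean and 84.7 in BTBR*ob*/*ob*, log2 ratio 1.74), *Abcc4* (29.5 in BTBRLean and 86.3 in BTBR*ob*/*ob*, log2 ratio 1.52), *Iigp1* (191 in BTBRLean and 29.9 in BTBR*ob*/*ob*, log2 ratio -2.63) and *Rexo2* (75.1 in BTBRLean and 28.0 in BTBR*ob*/*ob*, log2 ratio -1.39). At 11 weeks, 66 of 2354 such genes in GEC (2.80%) had plates that did not overlap, where chance gives 1.59%. The largest ratios were those of *Bgn* (64.5 in BTBRLean and 579.9 in BTBR*ob*/*ob*, log2 ratio 3.15), *Cxcl16* (33.9 in BTBRLean and 151 in BTBR*ob*/*ob*, log2 ratio 2.12), *Ces2g* (97.5 in BTBRLean and 30.4 in BTBR*ob*/*ob*, log2 ratio -1.65) and *Ces2e* (185 in BTBRLean and 62.9 in BTBR*ob*/*ob*, log2 ratio -1.54). At 20 weeks, 404 of 2364 such genes in GEC (17.1%) had plates that did not overlap, where chance gives 13.3%. The largest ratios were those of *Xist* (0.105 in BTBRLean and 167 in BTBR*ob*/*ob*, log2 ratio 7.25), *Ces2e* (39.9 in BTBRLean and 204 in BTBR*ob*/*ob*, log2 ratio 2.32), *Dbp* (199 in BTBRLean and 11.2 in BTBR*ob*/*ob*, log2 ratio -4.03) and *Esm1* (83.8 in BTBRLean and 18.7 in BTBR*ob*/*ob*, log2 ratio -2.10).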

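The same rule was applied to PCEC. At 6 weeks, 914 of 2351 such genes in PCEC (38.9%) had plates that did not overlap, where chance gives 33.3%. The largest ratios were those of *Nckipsd* (12.1 in BTBRLean and 101 in BTBR*ob*/*ob*, log2 ratio 2.95), *Abr* (16.7 in BTBRLean and 89.6 in BTBR*ob*/*ob*, log2 ratio 2.36), *Ganab* (102 in BTBRLean and 26.2 in BTBR*ob*/*ob*, log2 ratio -1.93) and *Nop56* (126 in BTBRLean and 32.7 in BTBR*ob*/*ob*, log2 ratio -1.91). At 11 weeks, 83 of 2334 such genes in PCEC (3.56%) had plates that did not overlap, where chance gives 3.57%. The largest ratios were those of *Emilin1* (39.3 in BTBRLean and 135 in BTBR*ob*/*ob*, log2 ratio 1.75), *Sox13* (30.5 in BTBRLean and 104 in BTBR*ob*/*ob*, log2 ratio 1.74), *Ltbp4* (145 in BTBRLean and 39.7 in BTBR*ob*/*ob*, log2 ratio -1.85) and *Fam101b* (156 in BTBRLean and 44.8 in BTBR*ob*/*ob*, log2 ratio -1.77). At 20 weeks, 972 of 2465 such genes in PCEC (39.4%) had plates that did not overlap, where chance gives 33.3%. The largest ratios were those of *Xist* (0.0314 in BTBRLean and 156 in BTBR*ob*/*ob*, log2 ratio 7.25), *Dpp3* (11.6 in BTBRLean and 109 in BTBR*ob*/*ob*, log2 ratio 3.12), *Slc39a1* (159 in BTBRLean and 35.8 in BTBR*ob*/*ob*, log2 ratio -2.12) and *Cyp26b1* (97.5 in BTBRLean and 26.2 in BTBR*ob*/*ob*, log2 ratio -1.86). *Xist* was below 1 count per 500000 on both plates of BTBRLean at 20 weeks in all cells.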

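With names rebuilt from the counts, GEC made up 16.9% and PCEC 16.1% of the 5464 cells. At 6 weeks GEC were 17.9% (189 of 1058, 15.6 to 20.3%) of BTBRLean and 20.1% (136 of 675, 17.2 to 23.4%) of BTBR*ob*/*ob* cells, with exact binomial intervals. At 11 weeks GEC were 19.6% (269 of 1375, 17.5 to 21.8%) of BTBRLean and 12.3% (107 of 867, 10.2 to 14.7%) of BTBR*ob*/*ob* cells. At 20 weeks GEC were 13.3% (78 of 588, 10.6 to 16.3%) of BTBRLean and 16.1% (145 of 901, 13.8 to 18.7%) of BTBR*ob*/*ob* cells. At 6 weeks PCEC were 8.60% (91 of 1058, 6.98 to 10.5%) of BTBRLean and 10.5% (71 of 675, 8.31 to 13.1%) of BTBR*ob*/*ob* cells. At 11 weeks PCEC were 12.4% (171 of 1375, 10.7 to 14.3%) of BTBRLean and 30.0% (260 of 867, 27.0 to 33.2%) of BTBR*ob*/*ob* cells. At 20 weeks PCEC were 24.0% (141 of 588, 20.6 to 27.6%) of BTBRLean and 16.1% (145 of 901, 13.8 to 18.7%) of BTBR*ob*/*ob* cells. Of these BTBR*ob*/*ob* cells, 97 were on 1 of 4 plates. The order of the genotypes for PCEC at 6 and 20 weeks depended on the clustering. At 20 weeks Leiden resolution 1 gave 21.9% and 22.3%, plate-centred classes 20.7% and 16.3% and the variance-stabilised ranking, added after the data were seen, 14.1% and 18.4% of BTBRLean and BTBR*ob*/*ob*. At 6 weeks these were 19.1% and 12.7%, 14.6% and 14.4% and 9.64% and 9.04%. At 11 weeks PCEC were a larger share of BTBR*ob*/*ob* under all 4 clusterings. Unnamed cells, some of which carried PCEC markers, were 48.1%, 43.4%, 40.5%, 37.1%, 42.9% and 41.8% of BTBRLean and BTBR*ob*/*ob* at 6, 11 and 20 weeks in turn.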

GEC and PCEC comprised the majority of captured cells and displayed the largest number of DEGs (Supplementary Table S2), and hence became the focus for further analysis. 

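The log2 ratios of BTBR*ob*/*ob* to BTBRLean at different ages were set against each other across genes with a mean of at least 5 counts per 500000, without a p-value, since genes are not independent replicates. In GEC, Pearson's r was 0.0895 (Spearman's rho 0.0955, jackknife standard error 0.0245) for 6 and 11 weeks. It was -0.0890 (Spearman's rho -0.0802, jackknife standard error 0.0412) for 6 and 20 weeks and -0.0866 (Spearman's rho -0.0597, jackknife standard error 0.0750) for 11 and 20 weeks. In PCEC it was 0.0727 (Spearman's rho 0.0894, jackknife standard error 0.0344), -0.00745 (Spearman's rho -0.00158, jackknife standard error 0.0394) and 0.0275 (Spearman's rho 0.0411, jackknife standard error 0.123) in the same order. The same sign was found for 53.9%, 47.6% and 49.1% of genes in GEC and 54.4%, 50.4% and 51.9% in PCEC. The alternative that moved r most kept only genes with a mean of at least 50, which gave 0.248 in GEC for 6 and 11 weeks.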

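After the data were seen, genes with a mean of at least 50 whose plates did not overlap at both of 2 ages were counted by direction. In GEC, 1 of 10 such genes went opposite ways at 6 and 11 weeks, 33 of 39 at 6 and 20 weeks and 13 of 16 at 11 and 20 weeks. In PCEC these were 8 of 32, 188 of 321 and 24 of 30. With a mean of at least 5 the counts were 5 of 22, 72 of 97 and 25 of 35 in GEC and 26 of 90, 572 of 1133 and 55 of 89 in PCEC. Of the 9 GEC genes apart in the same direction at 6 and 11 weeks, 8 had the opposite sign at 20 weeks, and of 24 in PCEC 18 did. Since plate and genotype cannot be told apart, these counts describe the sequenced groups.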

Strikingly, many overlapping DEGs changed the direction of regulation at 20 weeks compared to those at 6/11 weeks (Figure 3). 

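*Ucp2* lies on chromosome 7 of GRCm38 from 100493337 to 100502020 and *Serinc3* on chromosome 2 of GRCm38 from 163623272 to 163645131. In GEC, *Ucp2* had 279, 406 and 686 counts per 500000 in BTBRLean and 514, 755 and 383 in BTBR*ob*/*ob* at 6, 11 and 20 weeks. Its log2 ratios at these ages were 0.88, 0.89 and -0.84 (jackknife standard errors 0.366, 0.179 and 0.258) in GEC. In PCEC they were 1.59, 1.30 and -0.66 (jackknife standard errors 0.536, 0.359 and 1.46). *Serinc3* in GEC had 198, 135 and 333 counts per 500000 in BTBRLean and 298, 382 and 145 in BTBR*ob*/*ob* at 6, 11 and 20 weeks. Its log2 ratios were 0.59, 1.49 and -1.20 (jackknife standard errors 0.125, 0.234 and 0.303) in GEC. In PCEC those of *Serinc3* were 0.89, 1.37 and -0.87 (jackknife standard errors 0.0613, 0.334 and 0.219). The plates of the genotypes did not overlap for either gene at any age in either class, except for *Ucp2* in GEC at 6 weeks. In PCEC at 6 and 20 weeks only 2 plates of each genotype had enough cells, where 33.3% of genes lie apart by chance.

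**Figure D1:**
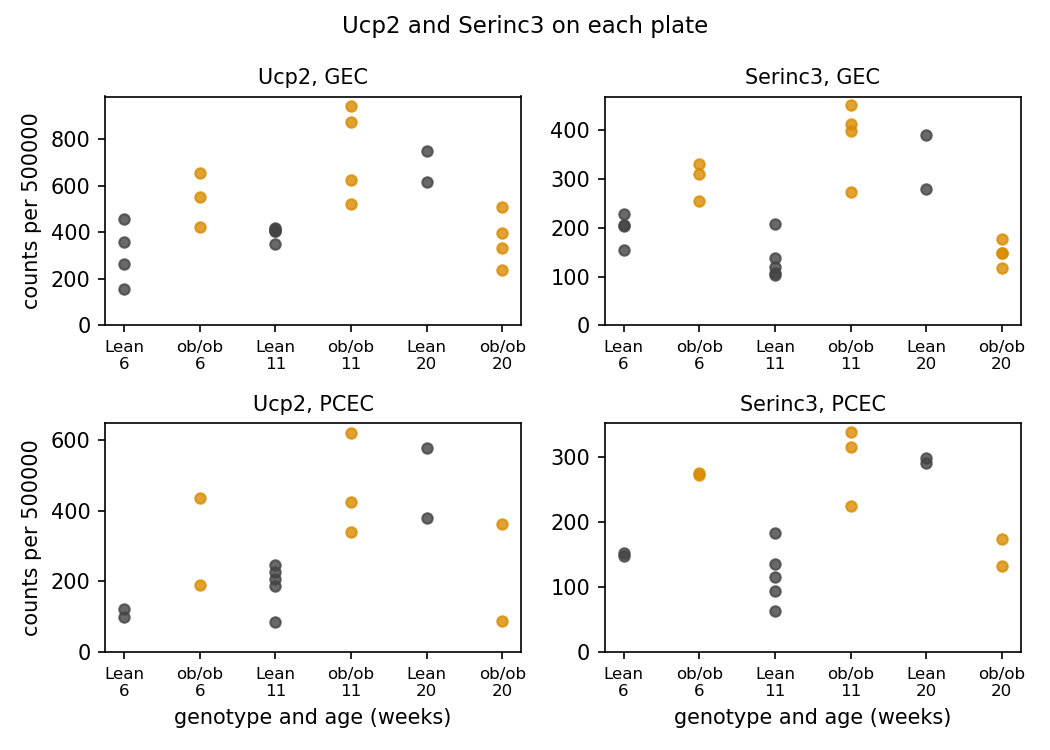
Counts of *Ucp2* and *Serinc3* per 500000 counts on each plate with at least 10 cells of the class, at 6, 11 and 20 weeks, in GEC and PCEC. The horizontal axis gives genotype and age in weeks, and each point is a plate, grey for BTBRLean and orange for BTBR*ob*/*ob*. The orange points lie above the grey points at 6 and 11 weeks, apart from *Ucp2* in GEC at 6 weeks where they overlap, and below them at 20 weeks. In PCEC at 6 and 20 weeks each genotype has only 2 points.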

Among overlapping genes, *Ucp2* and *Serinc3* were regulated similarly between PCEC and GEC. Mitochondrial Ucp2 reduces oxidative stress, and plasma membrane Serinc3 inhibits apoptosis [43].

### 2.5. Pathway and Network Analyses of EC Responses in DKD

We then performed IPA on PCEC and GEC DEGs to identify significantly enriched and regulated canonical pathways. In PCEC, multiple pathways were inactivated in the 11-week BTBR*ob*/*ob* mice contrary to at 6 weeks (Figure 4A, Supplementary File S2), in conjunction with capillary rarefaction (Supplementary Figure S5), and most pathways remained inactivated at 20 weeks. In contrast, GEC showed transient activations of multiple pathways at 6 weeks (Figure 5A, Supplementary File S2), in conjunction with an increased glomerular area (Supplementary Figure S5).

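Lists of nuclear OXPHOS genes and of ribosomal protein genes, which are among the EIF2 signaling genes of the paper, were formed from gene symbols. With the genotype effect common to the 3 ages fitted on the 6 sums, camera with a preset correlation of 0.01 was applied to both lists, with Benjamini-Hochberg adjustment over the 4 tests. The OXPHOS list had a median log2 fold change of -0.18 (adjusted p = 0.070 from camera, 70 of 82 genes lower) in GEC and a median log2 fold change of -0.26 (adjusted p = 0.00048 from camera, 65 of 81 genes lower) in PCEC. The ribosomal protein list had a median log2 fold change of -0.21 (adjusted p = 0.0010 from camera, 81 of 87 genes lower) in GEC and a median log2 fold change of -0.36 (adjusted p = 8.7e-06 from camera, 81 of 86 genes lower) in PCEC. By edgeR's quasi-likelihood test 0 genes of either list passed in either class, both over all genes and adjusted over the list alone. An unadjusted p under 0.05 was found for 2 OXPHOS and 0 ribosomal protein genes in GEC and for 2 and 6 in PCEC. DESeq2 called 2 and 0 genes in GEC and 0 and 0 in PCEC over all genes. Adjusted over the list alone these were 2, 0, 0 and 0. The genes called in GEC were *Atp5s* and *Ndufa4l2*. No list passed by fry (adjusted p = 0.55 for OXPHOS in GEC and 0.40 for the others). Without 20 weeks, camera gave medians of 0.06 and -0.09 for OXPHOS in GEC and PCEC and -0.04 and -0.12 for ribosomal proteins (adjusted p = 0.27, 0.34, 0.97 and 0.27). OXPHOS in GEC passed without 6 weeks (adjusted p = 0.0099), without 11 weeks (0.011) and with thinned cells (0.013).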

Oxidative phosphorylation (OXPHOS) and EIF2 signaling were among the top regulated pathways in GEC and PCEC. 

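At each age the median log2 ratio of BTBR*ob*/*ob* to BTBRLean over the genes of a list was set among the medians of 10000 random lists of the same size and mean expression, as a description of these sums. The OXPHOS list in PCEC had -0.05 (jackknife standard error 0.306, percentile 51.6) at 6 weeks, -0.19 (jackknife standard error 0.539, percentile 1.37) at 11 weeks and -0.80 (jackknife standard error 0.309, percentile 0) at 20 weeks. In GEC it had 0.08 (jackknife standard error 0.179, percentile 82.4) at 6 weeks, -0.08 (jackknife standard error 0.379, percentile 17.6) at 11 weeks and -0.63 (jackknife standard error 0.337, percentile 0) at 20 weeks. At 20 weeks 68 of 78 genes in PCEC and 67 of 78 in GEC were lower in BTBR*ob*/*ob*. With each plate left out in turn, the PCEC median ranged over -0.18 to 0.25 at 6 weeks, -0.68 to 0.064 at 11 weeks and -0.92 to -0.48 at 20 weeks, and the highest value at each age came without 1 plate of BTBR*ob*/*ob*. The GEC median ranged over 0.0025 to 0.24, -0.32 to 0.12 and -0.96 to -0.49 in turn. The paper states, from a pathway analysis of its differentially expressed genes that gave each pathway an activation score, that OXPHOS was inactivated in PCEC from 11 weeks and in both classes at 20 weeks.

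**Figure D2:**
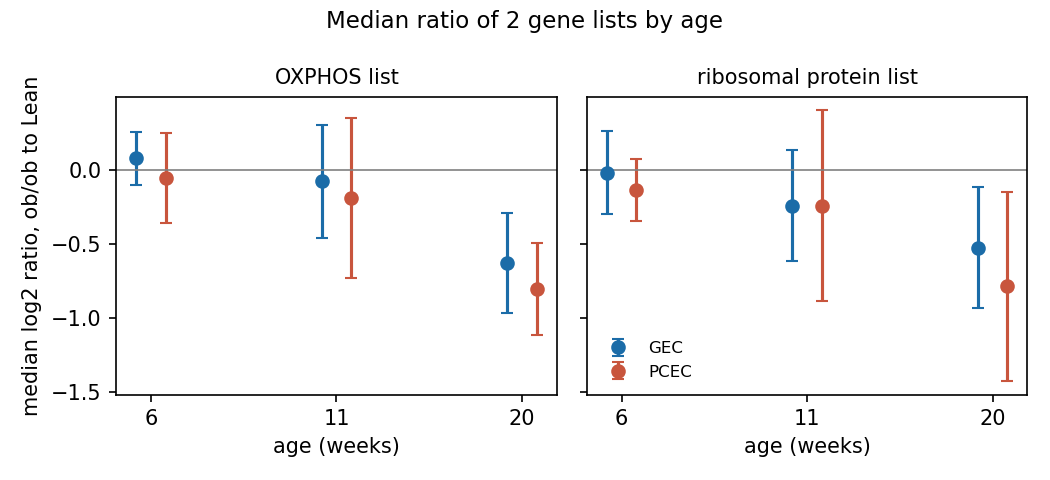
Median log2 ratio of BTBR*ob*/*ob* to BTBRLean over the OXPHOS and ribosomal protein lists in GEC and PCEC, plotted against age in weeks, with points for each class and error bars of 1 jackknife standard error from leaving out each plate in turn. The medians lie within 1 standard error of 0 at 6 and 11 weeks and below 0 by more than 1 standard error at 20 weeks, from -0.52 for ribosomal proteins in GEC to -0.80 for OXPHOS in PCEC.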

The inactivation of OXPHOS in PCEC started at 11 weeks in diabetic mice and was evident in both PCEC and GEC at 20 weeks (Figure 5A, Supplementary Figure S6). 

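The OXPHOS genes that the paper lists in File S4 were chosen on these cells, so their values here are not independent evidence. Their median log2 ratio of BTBR*ob*/*ob* to BTBRLean in PCEC at 20 weeks was -1.14 (jackknife standard error 0.430, with the paper's sign in 15 of 15 genes). In GEC at that age it was -1.08 (jackknife standard error 0.502, with the paper's sign in 9 of 9 genes), and in PCEC at 11 weeks -0.24 (jackknife standard error 0.890, with the paper's sign in 8 of 8 genes). With each plate left out, the median in PCEC ranged from -1.03 to 0.19 at 11 weeks and from -1.38 to -0.71 at 20 weeks. That in GEC ranged from -1.40 to -0.84 at 20 weeks. In PCEC at 11 weeks, the paper's sign held in 3 of 8 genes without 1 plate of BTBR*ob*/*ob*. With the variance-stabilised ranking of genes for clustering it held in 4 of 8.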

Identified DEGs (Supplementary File S4) at 20 weeks are shown in Supplementary Figure S7. EIF2 signaling is central to eukaryotic translation initiation, and its dysregulation was manifested with a myriad of DEGs (Supplementary File S5) and regulated functional complexes (Supplementary Figures S7 and S8). 

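The EIF2 signaling genes of File S5, also chosen by the paper on these cells, had a median log2 ratio of -0.35 (jackknife standard error 0.661, with the paper's sign in 72 of 73 genes) in PCEC at 11 weeks. At 20 weeks it was -0.95 (jackknife standard error 0.664, with the paper's sign in 34 of 35 genes) in PCEC and -0.74 (jackknife standard error 0.413, with the paper's sign in 24 of 24 genes) in GEC. With each plate left out, the median in PCEC ranged from -0.89 to 0.02 at 11 weeks and from -1.31 to -0.26 at 20 weeks, with the highest value at each age without 1 plate of BTBR*ob*/*ob*. That in GEC at 20 weeks ranged from -1.03 to -0.49. In PCEC at 11 weeks, the paper's sign held in only 32 of 73 genes without 1 plate of BTBR*ob*/*ob*.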

PCEC and GEC displayed the opposite regulation of EIF2 signaling and upstream growth factor signaling at 6 weeks. In contrast, EIF2 signaling was inactivated in both PCEC and GEC at 20 weeks, concurrent with increased downstream apoptosis (Figure 4A and Figure 5A).

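At 6 weeks the genes of File S5 had a median log2 ratio of 0.64 (jackknife standard error 0.274, with the paper's sign in 14 of 15 genes) in GEC and -0.29 (jackknife standard error 0.0413, with the paper's sign in 19 of 20 genes) in PCEC. The ribosomal protein list, which was not chosen on these cells, had -0.02 in GEC (jackknife standard error 0.278, percentile 35.6) and -0.13 in PCEC (0.207, percentile 16.6). Both were within their standard error of 0. The list covers only part of the pathway. Most of the paper's genes in GEC at this age, such as *Akt2* and *Mapk3*, are outside it. It therefore does not test the paper's call, which rests on an activation score. Leaving out each plate, the genes of File S5 ranged from 0.45 to 0.82 in GEC and from -0.31 to -0.21 in PCEC. The ribosomal protein list ranged from -0.14 to 0.24 in GEC and from -0.21 to 0.081 in PCEC.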

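At 20 weeks the ribosomal protein list had a median log2 ratio of -0.52 in GEC (jackknife standard error 0.409, 76 of 83 genes lower in BTBR*ob*/*ob*) and -0.78 in PCEC (0.638, 82 of 83 genes lower). Both were below all 10000 random lists. With each plate left out, the median ranged from -0.92 to -0.34 in GEC and from -1.12 to -0.12 in PCEC, with the highest value in each without 1 plate of BTBR*ob*/*ob*. At 11 weeks the medians were -0.24 in GEC (0.375) and -0.24 in PCEC (0.645), with 71 and 74 of 83 genes lower. These were at percentiles 0 and 0.01 of the random lists, but both medians were smaller than their jackknife standard error. Leaving out each plate, they ranged from -0.44 to -0.017 in GEC and from -0.82 to 0.083 in PCEC, and without 1 plate of BTBR*ob*/*ob* the PCEC median changed sign.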

The IPA summary illustrates important pathways, effects, and regulators in PCEC (Figure 4) and GEC (Figure 5), with IGF signaling as a central factor. Intriguingly, while the IGF1 pathway was activated in GECs at both 6 and 20 weeks, it was inactivated in PCEC at 11 weeks. 

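In PCEC, *Igf1* had 59.5, 21.2 and 4.94 counts per 500000 in BTBRLean and 1.79, 12.1 and 11.5 in BTBR*ob*/*ob* at 6, 11 and 20 weeks. Its log2 ratios at these ages were -4.44, -0.76 and 1.07 (jackknife standard errors 0.932, 1.04 and 1.55). The value at 6 weeks depends on the rebuilt classes. With plate-centred classes it no longer differed from the paper's smaller decrease by more than the jackknife standard error. An unnamed cluster of 451 cells with PCEC markers, left out of PCEC, had *Igf1* among its leading genes. In GEC *Igf1* stayed between 0.542 and 2.04 counts per 500000 in every group. The log2 ratios of *Igfbp4* at 6, 11 and 20 weeks were 0.49, 0.31 and -0.01 (jackknife standard errors 0.257, 0.313 and 0.178) in GEC. In PCEC those of *Igfbp4* were 1.29, 0.25 and 0.45 (jackknife standard errors 0.391, 0.425 and 0.308). Those of *Igfbp3* were 0.22, -0.15 and -0.74 (jackknife standard errors 1.19, 0.581 and 0.484) in GEC. In PCEC *Igfbp3* had -0.18, -0.07 and -0.27 (jackknife standard errors 0.354, 0.612 and 0.533). *Igf2r* in PCEC had -1.54 (0.458) at 20 weeks, and with the variance-stabilised ranking of genes for clustering 0.13.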

The analysis showed that *Igf1* and several *Igfbp* isoforms were altered in the GEC and PCEC from diabetic mice (Supplementary Figure S9A,B). *Igfbp5* was significantly regulated in GEC (Supplementary Figure S9A). 

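In GEC, *Igfbp5* had 733, 659 and 234 counts per 500000 in BTBRLean and 576, 257 and 548 in BTBR*ob*/*ob* at 6, 11 and 20 weeks. Its log2 ratios were -0.35, -1.35 and 1.23 (jackknife standard errors 0.213, 0.193 and 0.167) in the same order. The plates of the genotypes did not overlap at 11 and 20 weeks and overlapped at 6 weeks. In PCEC the log2 ratios were 0.18, -0.27 and 0.34 (jackknife standard errors 0.30, 0.177 and 0.275).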

*Igfbp5* RNA in situ hybridization showed increased expression in GEC and mesangial cells (Supplementary Figure S9C,D).

### 2.6. Alternative Splicing in Progression of DKD

The full-length sequencing data generated using SmartSeq2 allowed for an analysis of the differential splicing events (DSEs). The analysis distinguished five basic modes of splicing events (Figure 6A) and calculated the inclusion levels of exons or introns for each event. The median inclusion level difference for splicing events (FDR < 0.05) was ~0.4 between BTBRLean and BTBR *ob*/*ob* (GEC/PCEC) at each timepoint (Supplementary Figure S10A). We identified 903 (PCEC 11 wk) to 1111 (GEC 6 wk) significant DSEs (Figure 6B, DSE details and links to Sashimi plot are shown in Supplementary File S6). The dominant AS mode was exon skipping, accounting for 60% of the overall DSEs, and about 29% of the DSE genes involved multiple DSEs (Supplementary Figure S10B).

For GEC and PCEC, 109 and 96 genes, respectively, involved DSEs at all timepoints (Figure 6C, Supplementary File S6). As examples, *Lias*, *Chek2*, and *Tbc1d31* (Figure 6D,E) showed no differential gene expressions, but significant DSEs at all timepoints either at the same (*Lias* and *Chek2*/GEC) or different (*Tbc1d31*/PCEC) splice junctions were observed. 

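At 6, 11 and 20 weeks *Lias* had log2 ratios of BTBR*ob*/*ob* to BTBRLean of 0.08, -0.87 and -0.11 (jackknife standard errors 0.473, 0.454 and 0.803) in GEC. In PCEC *Lias* had 0.58, 0.52 and 0.31 (jackknife standard errors 1.06, 0.700 and 0.495). *Chek2* had 1.75, -1.26 and -1.72 (jackknife standard errors 0.889, 1.71 and 1.93) in GEC. In PCEC *Chek2* had 0.28, 2.05 and -0.33 (jackknife standard errors 1.59, 1.32 and 1.64). For *Tbc1d31* the ratios were 1.49, -2.41 and 0.04 (jackknife standard errors 1.26, 0.573 and 1.72) in GEC. In PCEC *Tbc1d31* had -2.21, 0.41 and -0.36 (jackknife standard errors 0.859, 1.67 and 1.24). At Leiden resolution 1 the value of *Tbc1d31* in PCEC at 6 weeks was 0.31. Splicing was not analysed here.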

*Lias*, essential for mitochondrial energy metabolism and redox regulation in DKD [44,45], displayed exon skipping in BTBRLean but not in BTBR*ob*/*ob* GEC. In contrast, *Chek2*, involved in DNA repair and cell cycle arrest upon DNA damage, displayed induced exon skipping in BTBR*ob*/*ob* GEC (Figure 6D). *Tbc1d31*, essential for ciliogenesis, showed reduced exon skipping at different splice junctions between 6- and 11/20-week-old BTBR*ob*/*ob* mice. Overall, the distinct and overlapping DSEs and involvement of different AS modes or junctions suggest an intricate regulation of AS in DKD progression.

### 2.7. DEG and DSE Linked to Divergent Biological Processes

To explore the relationship between differential transcription and splicing, we compared DEGs and DSE genes and found little overlap between these two regulatory mechanisms (Figure 7A). For DSE genes, enriched gene ontology biological processes (GOBPs) were predominantly related to DNA repair, epigenetics, and post-transcriptional modification, initiated already at 6 weeks (Figure 7B). Additionally, post-transcriptional processes, including RNA modification, processing, and splicing, were enriched in both EC subtypes across timepoints. Furthermore, GEC and PCEC displayed diversely enriched GOBPs, e.g., cilium assembly in PCEC and autophagy in GEC.

In contrast to DSEs, the top enriched GOBPs in DEGs were related to ribosomal complex and protein translation, more prominent at 11/20 weeks (Figure 7C). In comparison with DSE genes, DEGs were involved in more diverse biological processes. DEG-enriched GOBPs showed a more dynamic pattern, in accordance with the fewer overlapping DEGs between timepoints (Figure 3C,D). RNA-binding proteins (RBPs) regulate AS [46]. We identified 91 RBPs that were differentially expressed in GEC/PCEC for at least one timepoint. Most RBPs showed differential expression at 6 wees in GEC, but at 11 weeks in PCEC (Supplementary Figure S11). Some of these RBPs are known to regulate splicing, e.g., *Rbm4b* [46] at 6 weeks, *Son* [47] at 11/20 weeks, and *Igf2bp2* [48] at 6/20 weeks.

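At 6, 11 and 20 weeks *Rbm4b* had log2 ratios of BTBR*ob*/*ob* to BTBRLean of 0.10, -1.24 and 0.14 (jackknife standard errors 1.12, 1.14 and 0.151) in GEC. In PCEC *Rbm4b* had -0.16, -0.28 and -0.10 (jackknife standard errors 1.55, 0.593 and 0.282). *Son* had 0.09, 0.01 and -1.08 (jackknife standard errors 0.206, 0.604 and 0.378) in GEC. In PCEC *Son* had -0.30, -0.10 and -0.80 (jackknife standard errors 0.520, 0.630 and 0.167), and its plates did not overlap at 20 weeks in either class. *Igf2bp2* had 1.09, 0.83 and 1.13 (jackknife standard errors 0.927, 0.901 and 2.54) in GEC. In PCEC *Igf2bp2* had 0.30, -0.24 and -0.46 (jackknife standard errors 0.428, 0.165 and 0.109).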

Taken together, these results suggest divergent roles of DEGs and DSE genes linked through differentially expressed RBPs (Figure 7C). A proposed working model for DEGs and DSEs and related biological processes is shown in Figure 7D.

## 3. Discussion

To determine vascular heterogeneity in healthy kidneys and in the progression of DKD, we employed scRNAseq using the SmartSeq2 protocol [49,50]. In healthy kidneys, our data pinpointed EC populations similar to those described previously [3,4] but distinguished them more accurately, including AVR and VEC [3] as well as tip and proliferating ECs [4]. This is likely thanks to the superior mRNA capture and sequencing depth of SmartSeq2 compared to droplet-based methods. Our scRNAseq data identified, on average, >4400 genes/cell, compared with <2500 genes/cell in previous studies [3,4], thereby permitting the identification of novel EC population-specific markers, such as *Il33* in VEC/PCEC/AVR and *Ace* in AA. 

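A cell had on average 4458 genes with at least 1 count, 2873 with at least 2 counts, and 2578 after each cell was thinned to 50000 counts. By group the mean was 4471 in BTBRLean at 6 weeks, 5335 in BTBR*ob*/*ob* at 6 weeks, 4170 in BTBRLean at 11 weeks, 3524 in BTBR*ob*/*ob* at 11 weeks, 5008 in BTBRLean at 20 weeks and 4768 in BTBR*ob*/*ob* at 20 weeks. After thinning it was 2551, 2931, 2507, 2210, 2864 and 2623 in the same order.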

A pathway analysis of EC subtypes revealed extensive zonation of the immune system, coagulation system, vascular tone, and calcium homeostasis. We also observed the EC zonation of IGF signaling, underscored by previous studies [3]. These pathways may all account for the EC functions in DKD progression, and our data could facilitate therapeutic designs and the targeting of specific EC compartments.

To elucidate longitudinal changes in ECs during DKD progression, we studied three timepoints in the BTBR*ob*/*ob* mouse model that resemble early human DKD [14,51,52]. The absence of hypertension in this model allows the identification of the mediators of diabetic kidney disease independent of the confounding effects of coexisting hypertension, as may occur in other models [14]. Capillary rarefaction was initiated as early as 6 weeks in the BTBR*ob*/*ob* mice. Our data suggest an opposite regulation of many genes over time in diabetes. A similar pattern has been observed in whole-kidney transcriptomics from patient biopsies, suggesting compensatory and adaptive mechanisms [53].

The IPA on DEGs for PCEC and GEC in our study found significantly enriched and regulated canonical pathways in DKD progression. The inactivation of OXPHOS in PCEC and GEC at 20 weeks is likely associated with GEC dysfunction and PCEC loss, as OXPHOS and mitochondrial dysfunction are linked to DKD and vascular rarefaction [54,55,56]. The activation of EIF2 in GEC is likely caused by compensatory glomerular growth factor signaling in DKD [57]. The inactivation in PCEC possibly represents an adaptive response to cellular stress through the inhibition of global translation [58]. Moreover, the persistent inactivation of EIF2 signaling may be associated with apoptosis, which is common in both EC populations at late timepoints.

IGF1 signaling was a central factor altered in diabetic mice. Interestingly, GEC and PCEC showed contrariwise changes: activation in GEC and inactivation in PCEC. The IGFBP family fine-tunes IGF1 signaling, displaying distinct spatial expressions and functions [59]. *Igfbp5* was expressed in both GEC and PCEC and was significantly regulated in GEC in diabetes, as shown in human DKD [28], and enriched in GEC/PCEC in human kidney [27,29]. These observations implicate IGFBP5/IGF1 in the pathogenesis of DKD, and thus emphasize the functional significance of our observation of IGF1-related DEGs.

We performed the first comprehensive profiling of the AS landscape in renal ECs during DKD progression, which may shed light on the intricate regulation of the kidney disease evolution. Aberrant AS has been implicated in chronic kidney diseases [46], diabetes [60], and diabetic vasculopathy [61,62], where multiple splice isoforms exhibit functional significance during disease progression. Notably, AS can serve as a therapeutic target [46], given that the protective effects of the SGLT2 inhibitor are partially mediated by the regulation of AS in the proximal tubule in DKD [9]. The DSE profile in this study provides a comprehensive data source for interrogating splice isoform switching in early DKD and their biological relevance. DNA repair emerged as a key biological process associated with aberrant AS. DNA damage and repair are implicated in the pathogenesis of DKD, as manifested in urine-derived cells in diabetic patients [63] and in podocytes in the DKD model [64].

Our study has certain limitations. First, only female BTBR mice were included in the study due to the rapid disease progression and severe phenotypes in male BTBR*ob*/*ob* mice causing loss of animals in breeding. Potential gender-specific transcriptomic changes were not studied. Second, we cannot rule out the possible loss of Pecam1 protein in individual ECs during DKD progression, which could lower their representation in the scRNAseq data. Third, the validation of DEGs and splice isoform switching in scRNA-seq data remains challenging. While we can reliably annotate individual clusters to the correct EC subtype via IHC and RNA-ISH, it was not possible to use IHC, RNA-ISH, or RT-PCR to validate quantitative differences between different EC subpopulations. Fourth, GOBPs were used to compare DEGs and DSEs, as IPA is not fitted for splice isoform analyses. Fifth, the SmartSeq2 protocol has an advantage in the context of alternative splicing analysis, since it mitigates the 3′ bias intrinsic to, e.g., droplet-based technologies, and results in full-length transcript coverage. However, the absence of unique molecular identifiers (UMIs) makes this approach more sensitive to PCR amplification bias, which could hinder a correct assessment of the alternative splicing [65]. Moreover, it is a general limitation for scRNA-seq that the low amount of starting material together with transcriptional bursting results in a sparse count matrix with dropouts that cannot easily be distinguished from true biological absences of gene expressions. Quantification at the transcript level is even more sensitive to this effect. While SmartSeq2 mitigates this limitation by enabling deeper sequencing per cell, it does, on the other hand, not have high throughput and is thus limited in the number of cells in total and per cluster, with reduced power as a result.

In conclusion, we built a single-cell renal EC transcriptomic atlas and identified novel EC markers that characterize different EC populations along the intrarenal microvasculature. We discovered the differential regulation of GEC/PCEC during the progression of murine DKD. We found that the inactivation of OXPHOS in PCEC and GEC is likely associated with GEC dysfunction and PCEC loss. Additionally, the activation of EIF2 in GEC may be linked to compensatory glomerular growth factor signaling in DKD while inactivation in PCEC likely represents an adaptive response to cellular stress. Moreover, the involvement of differential splicing and transcription in divergent biological processes is novel data and adds important information to our atlas. The information provided by our study will allow for more a precise targeting of intrarenal microcirculation during disease progression and, in turn, the discovery of therapeutic targets.

## 4. Materials and Methods

Kidney ECs were collected from diabetic BTBR*ob*/*ob* mice and non-diabetic littermates at different timepoints. Their heterogeneity and changes in transcription and alternative splicing during DKD progression were mapped using SmartSeq2 scRNAseq and elucidated through pathway, network, and gene ontology enrichment analyses. Identified EC populations were validated via immunohistochemistry and in situ hybridization.

### 4.1. Animals

All animal experiments were carried out in accordance with Swedish legislation and local guidelines and regulation for animal welfare and were approved by the Regional Laboratory Animal Ethics Committee of Gothenburg, Sweden, (ID 38-2015) and the Regional Laboratory Animal Ethics Committee of Uppsala, Sweden, (ID C110-12 and 5.8.18-04862-220). In this study, we used several mouse strains, all maintained as breeding colonies at a local animal facility. All animals were housed with a 12 h light–12 h dark cycle and had ad libitum access to water and chow. The housing temperature was kept at 20 ± 2 °C, and the relative humidity, at 50 ± 5%. BTBRV(B6)-Lepob/WiscJ stock no. 004824 (Jackson Laboratory, Bar Harbor, ME, USA) female diabetic BTBR*ob*/*ob* mice, a model of diabetic nephropathy, and their non-diabetic littermates, heterozygous or wildtype mice (BTBRLean), were euthanized, and their kidneys harvested, at 6, 11, and 20 weeks of age (Figure 1A). Three mice per genotype per age group were randomly selected from the breeding cohort to be included in the single-cell analysis. Blood glucose levels and the urinary albumin–creatinine ratio (UACR) were measured at 11 weeks of age in the BTBRLean (*n* = 9) and BTBR*ob/ob* (*n* = 11) mice. Capillary rarefaction and glomerular size were evaluated in 6-, 11-, 15-, and 20-week-old BTBRLean and BTBR*ob/ob* mice (*n* = 3–7 mice, as indicate by dot blots of data). For the validation of EC clusters, we used 1 male and 2 female 6–20 week-old C57Bl6/J (Jackson Laboratory) mice and reporter mice with Cldn5^GFP^ (Tg(Cldn5-GFP)Cbet/U) (2 females) or Cdh5-TdTomato (1 male, 2 females) on a C57BL6/J background. Cdh5-TdTomato mice were inducible Cdh5-Cre^ERT2^ mice [66] bred to a reporter mouse; Ai14-TdTomato mice [67] were induced with three doses of tamoxifen (2 mg) in peanut oil via oral gavage at 4 weeks of age.

### 4.2. Isolation of Renal Single Cells

Mice were euthanized via cervical dislocation, and their kidneys were immediately harvested and placed into an ambient phosphate-buffered saline (PBS) solution (DPBS, Thermo Fisher Scientific, Dreieich, Germany). The papilla was removed, and the tissue was then diced and incubated in dissociation buffer, 0.13 U/mL Liberase TL (5401020001, Merck, Darmstadt, Germany) in RPMI 1640 (Thermo Fisher Scientific) at 37 °C in a water bath with horizontal shaking of 500–800 rpm for 20–30 min. Thereafter, the cell suspension was sequentially passed through 70 µm and 40 µm cell strainers. The 70 µm cell strainer was additionally washed with 5 mL RPMI 1640. Cells were pelleted via centrifugation at 300× *g* for 15 min at 4 °C, with the supernatant then removed, and the pellet resuspended in ACK lysing buffer (A1049201, Thermo Fisher Scientific) for 5 min. After the lysing of red blood cells, the cells were pelleted via centrifugation at 300× *g* for 10 min at 4 °C; supernatant, removed; and pellet, resuspended in FACS buffer (DMEM supplemented with 1% fetal calf serum and 5 mM EDTA). For the labeling of EC and live cells, the cell suspension was incubated with APC-conjugated anti-Pecam1 antibody (1:100, 551262, BD Biosciences, Heidelberg, Germany) and Calcein AM (2 µM, C3099, Thermo Fisher Scientific) for 20 min at room temperature (RT), and then centrifugated as above; supernatant, removed; and the cell pellet, resuspended in FACS buffer and placed on ice.

### 4.3. Fluorescence-Activated Cell Sorting (FACS)

Antibody-stained cell suspensions were analyzed using a Beckton Dickinson FACSAria III cell sorter equipped with a 100 µm nozzle. Single cells meeting the selection criteria as described below were deposited into 384-well plates containing 2.3 µL lysis buffer (0.2% Triton X-100, 2 U/mL RNase inhibitor, 2 mM dNTPs, 1 µM Smart-dT30 VN, ERCC 1:4 × 10^4^ dilution). For single-cell sorting, first, a gate for the forward scatter area/side scatter area (FCS-A/SSC-A, linear scale) was set generously around present events, excluding events only with low values (cell debris and red blood cells). Second, doublet discrimination was implemented using the FCS-A/FSC-height and SSC-A/SCC-height. Third, selected events were then analyzed for live cell markers and positive fluorescent signals; unstained cells were used to ensure correct gating and as negative controls. Plates were briefly centrifugated prior to sorting, while the correct deposition of the droplet into the 384-well plate was controlled by test spotting beads onto the seal of the respective plate, and if necessary, the plate position was adjusted for each new plate placed in the machine. The sample and plate holder of the machine were kept at 4 °C, and the plates were placed on dry ice immediately after the sorting was completed and subsequently stored at −80 °C until downstream processing.

### 4.4. SmartSeq2 Library Preparation and Sequencing

Single-cell cDNA libraries were prepared according to a previously described SmartSeq2 protocol [68]. In brief, mRNA was transcribed into cDNA using the oligo(dT) primer and Superscript II reverse transcriptase (Thermo Fisher Scientific). Second-strand cDNA was synthesized using a template-switching oligo. The synthesized cDNA was then amplified via polymerase chain reaction (PCR) for 24 cycles. Purified cDNA underwent quality control (QC) through analysis on a 2100 Bioanalyzer with a DNA high-sensitivity chip (Agilent Biotechnologies, Santa Clara, CA, USA). When the sample passed the QC, the cDNA was fragmented and tagged (tagmented) using Tn5 transposase, and each single cell was uniquely indexed using the Illumina Nextera XT index kits (Set A-D). Thereafter, the uniquely indexed cDNA libraries from one 384-well plate were pooled into one sample to be sequenced on one lane of a HiSeq3000 sequencer (Illumina, San Diego, CA, USA), using the sequencing strategy of dual indexing and single 50 base-pair reads.

### 4.5. Sequence Data Processing

Pooled single-cell cDNA library samples were sequenced as described above. Demultiplexing into single-cell fastq files was performed with the standard parameters of the Illumina pipeline (*bcl2fastq*) using Nextera index adapters. The demultiplexed individual fastq files were then aligned to the mouse reference genome GRCm38 (mm10), using TopHat (version 2.1.1) [69,70], and the adapter sequences in each read were removed using trim galore before read mapping. The alignment BAM files were sorted according to the mapping position, and the duplicated reads were removed using Samtools software (version 0.1.18). The raw read counts for each gene were calculated using featureCounts from the Subread package (version 1.4.6-p5) [71]. Cells with total read counts less than 50,000 were removed. Cells that displayed a clearly contaminated transcriptome with, e.g., an epithelial cell-specific gene signature (*Lrp2*, *Pax8*, *Slc12a1*, and *Slc12a3*) were excluded. This resulted in a final dataset for analysis composed of cells from 3 lean and 3 obese female mice from most timepoints (6, 11, and 20 weeks), with the exception of the 6-week lean mice (*n* = 2, one sample removed due to poor quality). After sequencing and quality control, a dataset of 5464 cells was constructed and used for downstream bioinformatic analyses.

The dataset was imported into the R-Seurat package for clustering, visualization, and marker gene analysis (version: 3.1.1) [72]. For the visualization of all single cells, the dimension reduction method UMAP was applied (UMAP: uniform manifold approximation and projection) [73]. The count values were normalized to a 500,000 count library size per cell for visualization as bar plots. Differentially expressed gene (DEG) analysis was performed using the FindMarkers function in the Seurat package. Single-cell ECs from non-diabetic (BTBRLean) mice were used to identify DEGs between EC compartments in the dataset, using cutoff values of foldchange >1.5 and an adjusted *p*-value < 0.05. DEGs were identified in the same way as above to compare diabetic ECs (BTBR*ob*/*ob*) and non-diabetic ECs (BTBRLean) for peritubular capillary endothelium (PCEC) and glomerular endothelium (GEC) at the different timepoints. For this analysis, cells were pooled regardless of their immediate early gene transcripts (IEGs): PCEC and PCEC^IEG-high^ were pooled to PCEC, and GEC and GEC^IEG-high^ were pooled to GEC. While all mice were female (confirmed through external genitalia), 2 mice showed expressions of X-chromosome inactivation genes (*Tsix* and *Xist*). These genes were removed from the heatmap visualizations but included in the calculations of the DEGs (Supplementary File S3).

A published single-cell dataset [27] was used for comparisons with human GEC and PCEC. In these data, we annotated cluster N4 (*GATA5*+, *EHD3*+) as GEC and cluster N2 as PCEC, as previously described [3,4], which were then compared with our mouse GEC and PCEC, respectively.

GWAS (genome-wide association study) genes associated with CKD [28] were tested for expression in our dataset and presented in a heatmap of EC populations.

### 4.6. Ingenuity Pathway Analysis

Ingenuity Pathway Analysis (IPA version 111725566, Qiagen, Hilden, Germany) was utilized to describe pathways and their regulation by DEGs in our dataset. All IPAs conducted had criteria of *p* < 0.05 and z score > 2. Based on the function and expression of the DEGs, the IPAs also assigned an activation score to each enriched pathway, which were further compared between all EC clusters using IPA comparison analysis. In addition, IPA predicts which upstream regulators are activated or inhibited to explain the up-regulated and down-regulated genes observed in the dataset, while downstream effect analysis enables the visualization of biological trends in the experiment and predicts the effects of molecular changes observed in the dataset on biological processes and diseases or on toxicological functions. An IPA graphical summary illustrates the most important pathways, effects, and regulators.

### 4.7. Alternative Splicing Analysis

Raw reads were aligned to the mouse reference genome GRCm38 (mm10) using STARSolo (STAR v2.7.5c) [74,75]. Cells of each group of interest were combined into pseudo-bulk samples by merging bam files of the individual cells into one bam file per group using Samtools (v1.15.1) [76]. Differential alternative splicing analysis between different pairwise group comparisons was performed with rMATS (v4.1.2) [77] using the merged bam files as input. rMATS distinguished five basic modes of splicing events and calculates the inclusion levels of exons or introns for each event. This generated five result tables, one for every splicing event mode (SE, MXE, RI, A5SS, A3SS), containing the *p*-value, FDR, and inclusion level difference for each comparison. For further analysis, the result files based on both junction counts and exon counts were used. Sashimi plots for the selected splicing events were generated using rmats2sashimiplot (v2.0.4).

### 4.8. Gene Ontology Enrichment Analysis

GO-term enrichment analysis was run using the enrichGO function of the R package ClusterProfiler (v4.2.0) [78]. For the GO-term enrichment of the DSEs, genes involving significant differential splicing events (FDR < 0.05) and an absolute inclusion level difference >0.4 were used as the input gene list [78]. For the GO-term enrichment of the DEGs, significantly (adjusted *p* < 0.05) differentially expressed genes were used as the input gene list. Heatmaps were created for the top 10 GO terms for each comparison using the R package pheatmap (v1.0.12) (https://CRAN.R-project.org/package=pheatmap).

### 4.9. Identification of RNA Binding Proteins

DEGs were compared with a compiled list of mouse RBPs from 3 databases, rMAPS (http://rmaps.cecsresearch.org, accessed on 12 October 2022), RBPDB (http://rbpdb.ccbr.utoronto.ca, accessed on 12 October 2022), and Splicesome (http://spliceosomedb.ucsc.edu, accessed on 12 October 2022). The list consisted of 659 unique RBPs in total.

### 4.10. Validation of EC Cluster Markers with RNA In Situ Hybridization (RNA-ISH)

For RNA-ISH, the RNAscope*^®^* system (Advanced Cell Technologies, Worcester, MA, USA) was applied according to the manufacturer’s protocol. In brief, tissue sections were prepared as described below (Immunofluorescence staining). After dehydration, HRP was quenched with Bloxall (Sp-6000, Vector Technologies, Stuttgart, Germany) blocking solution for 10 min at RT followed by Pretreat III solution for 30 min at RT. Then, RNAscope^®^probes (Supplementary Table S3) were hybridized on the sections for 2 h at 40 °C, and then underwent an RNAscope^®^ multiplex fluorescent Reagent kit v2 assay according to the manufacturer’s instructions. Opal 520, Opal 570, and Opal 690 (Akoya Biosciences, Marlborough, MA, USA) were diluted 1:1000. Sections were mounted with ProLong^®^Gold mounting medium, and images were obtained using a confocal microscope (Leica Microsystems Sp8, Wetzlar, Germany) at 400×.

### 4.11. Immunofluorescence Staining

Standard methods for immunostaining were used. In brief, the harvested kidneys were fixated in 4% formaldehyde for 4 h at RT, followed by immersion in 30% sucrose/PBS solution for at least 24 h at 4 °C. The tissues were then embedded for cryo-sectioning in Tissue-Tek OCT and sectioned at 14 µm on a Cryostat NX70 (Thermo Fisher Scientific). The sections were stored at −80 °C. For staining, sections were blocked >1 h at RT with blocking buffer (X0909, Dako, Agilent) supplemented with 0.25% Triton X-100 (Sigma Aldrich, St. Gallen, Switzerland). Thereafter, the sections were sequentially incubated with primary antibodies overnight at 4 °C and corresponding fluorescently conjugated secondary antibodies (Supplementary Table S4) and Hoechst 33342 (Dako) for 2 h at RT. The sections were mounted with ProLong^®^Gold mounting medium (Thermo Fisher Scientific). Images were analyzed utilizing ImageJ version 1.54 (NIH) software [79]. For the quantification of the capillary density, the endothelial marker Pecam1 was quantified via immunohistochemistry and light microscopy in paraffin sections of kidneys from 5 BTBR*ob*/*ob* and 5 BTBR Lean 11-week-old mice for different regions of the kidney: cortex, outer stripe of the medulla (OSOM), inner stripe of the medulla (ISOM), and inner medulla (IM). Large arteries and glomeruli were excluded. To document changes in capillary density over time, we performed immunofluorescence and confocal imaging on the renal cortex with additional endothelial markers, endomucin and podocalyxin (3 BTBR*ob*/*ob* and 3 BTBR Lean mice for each timepoint). The stained area relative to the total area was calculated using Otsu thresholding from 5 images from the cortex of each mouse.

### 4.12. Blood and Urine Analysis

Non-anesthetized plasma glucose levels were measured in the tail vein blood at 11 weeks of age using a portable glucometer (Accu-Chek mobile^®^, Solna, Sweden) following the manufacturer’s instructions. The urinary albumin–creatinine ratio (UACR) was measured in spot urine collected on a tray. The urine albumin–concentration was measured with ELISA (Albuwell-M), and the urine creatinine was measured using a colorimetric/fluorometric assay kit (ab65340 Creatinine Assay Kit, Abcam) following the manufacturer’s instructions.

### 4.13. Statistical Analysis

For capillary density measurements, data were expressed as mean ± SD. Means between groups were compared using a 2-tailed unpaired Student’s *t*-test or one-way ANOVA with Bonferroni’s multiple comparisons, where appropriate, using GraphPad Prism version-8 (GraphPad Software Inc., La Jolla, CA, USA). To identify DEGs, the individual cells between groups were compared using the Wilcoxon Rank Sum test. Multiple-test correction was performed using the Bonferroni method, and the corrected *p* value < 0.05 was set as significant. All data were tested for uneven distribution, and in the case of an uneven distribution, logarithmic values were used. *p* < 0.05 was considered statistically significant.

## Figures and Tables

**Figure 1:**
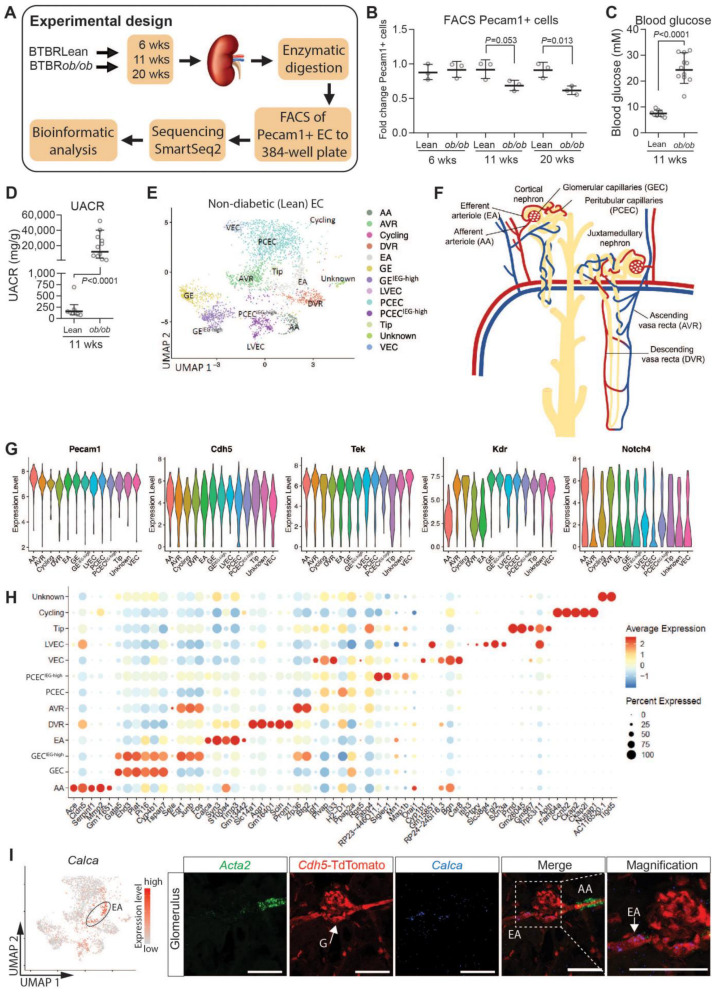
Experimental design and EC populations. (**A**) Overview of the experimental design. (**B**) Kidneys were harvested and dissociated into single-cell suspensions before labeling with Pecam1 antibody to sort endothelial cells into 384-well plates. (**C**) Blood glucose levels and (**D**) urinary albumin–creatinine ratios (UACRs) in 11-week-old non-diabetic (BTBRLean) and diabetic (BTBR*ob*/*ob*) mice. (**E**) Single-cell sequencing utilized SmartSeq2 technology, and data were subjected to bioinformatic analysis. UMAPs of endothelial cells from non-diabetic (BTBRLean) mice were used to identify 13 separate clusters of EC annotated as afferent arteriole/arterioles (AA), ascending vasa recta (AVR), proliferating (cycling), descending vasa recta (DVR), efferent arteriole (EA), glomerulus (GEC), lymphatics (LVEC), peritubular capillaries (PCEC), tip cells (tip), and veins (VEC). GEC and PCEC each had two clusters with one cluster displaying a high immediate early gene expression (GEC^IEG-high^ and PCEC^IEG-high^). (**F**) Schematic of renal EC populations. (**G**) Violin plots showing pan EC markers including *Pecam1*, *Cdh5*, *Tek*, *Kdr*, and *Notch4* in BTBRLean mice (**H**). Dot blot of markers for each EC population in BTBRLean mice. (**I**) *Calca* expression in efferent arteriole of C57BL6/J mice. Scale bars = 50 µm. Data expressed as mean ± SD. Other EC population validations are shown in Supplementary Figure S1.

**Figure 2:**
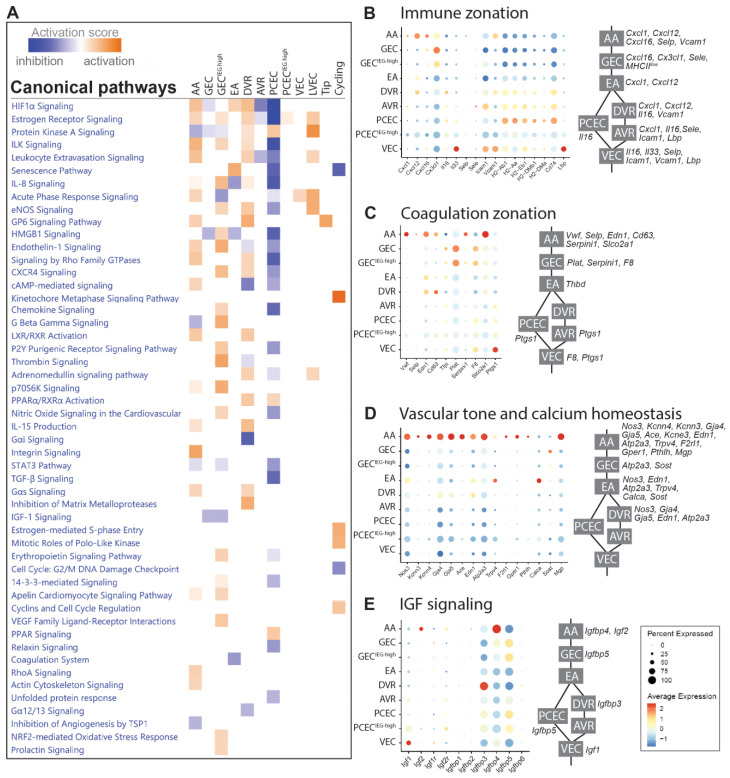
Heterogeneity of different EC compartments in BTBRLean mice. (**A**) Selection of significant canonical pathways identified through pathway analysis based on DEGs between EC populations in non-diabetic (Lean) mice (complete IPA results shown in Supplementary File S2). Dot blot and schematic representation of EC populations for genes involved in (**B**) immune zonation, (**C**) coagulation zonation, (**D**) vascular tone and calcium homeostasis, and (**E**) IGF signaling.

**Figure 3:**
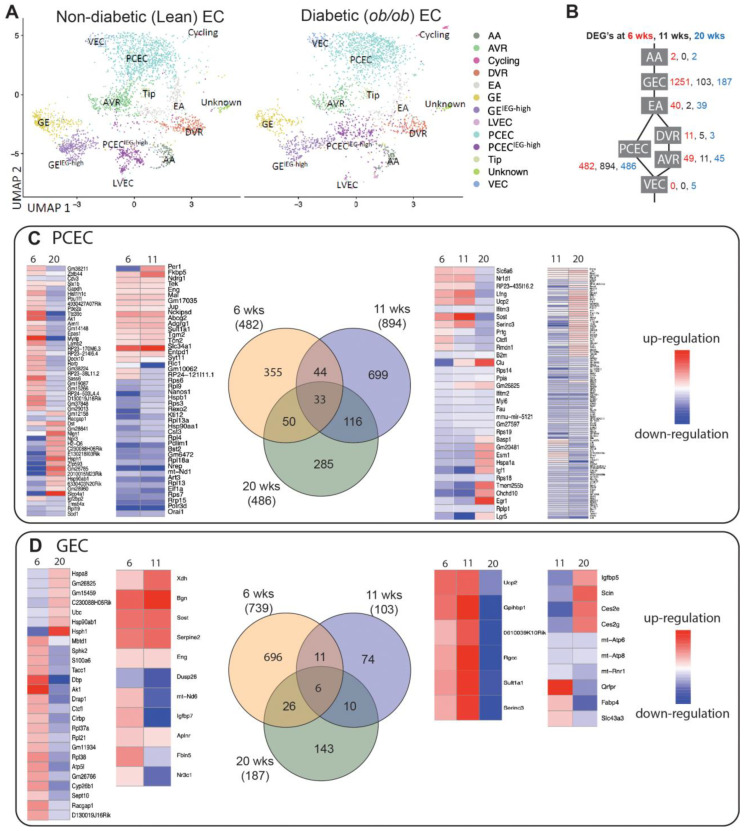
Renal EC response to DKD progression in BTBR*ob*/*ob* mice. (**A**) UMAP of endothelial cells in non-diabetic (Lean) and diabetic(*ob*/*ob*) mice. (**B**) Schematic of DEGs of different EC populations in non-diabetic and diabetic mice at 6, 11, and 20 weeks. (**C**,**D**) Venn diagrams of DEGs for PCEC and GEC, respectively, comparing non-diabetic (Lean) with diabetic (*ob*/*ob*) mice at different timepoints. Expression heatmaps (blue, low; red, high) of the relative expression are shown for each comparison.

**Figure 4:**
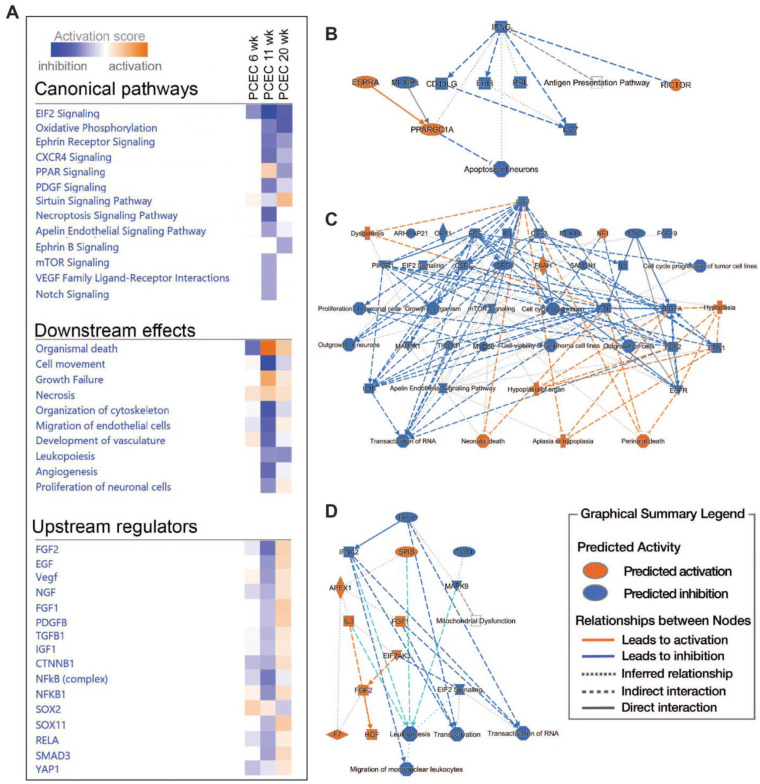
Pathway analysis (IPA) of PCEC based on DEGs comparing non-diabetic (Lean) and diabetic (*ob*/*ob*) mice. (**A**) The selection of significant canonical pathways, downstream effects, and upstream regulators identified through IPA for PCEC (the complete IPA results are shown in Supplementary File S2). (**B**–**D**) Graphical summaries of pathway analysis showing the pathway activation (red) or pathway inhibition (blue) in PCEC in diabetic 6-, 11-, and 20-week-old mice, respectively.

**Figure 5:**
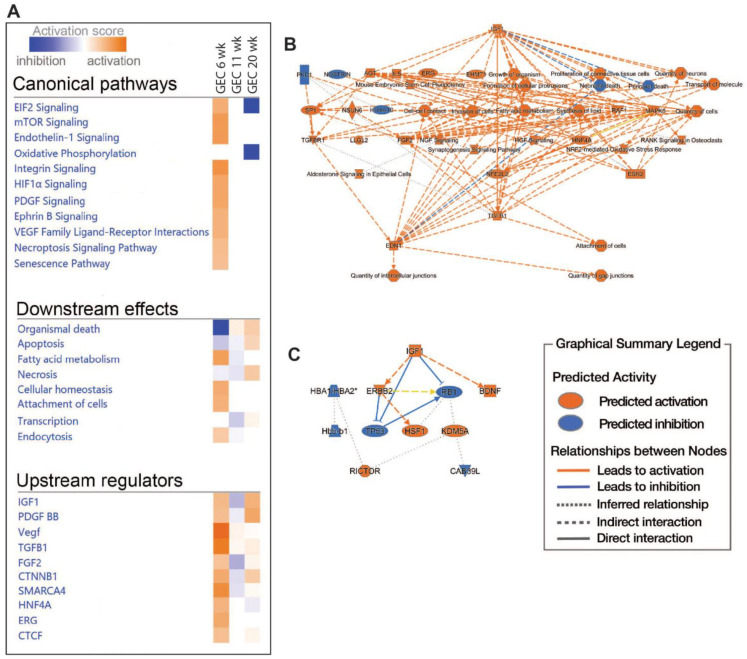
Pathway analysis (IPA) of GEC based on DEGs comparing non-diabetic (Lean) and diabetic (*ob*/*ob*) mice. (**A**) The selection of significant canonical pathways, downstream effects, and upstream regulators identified through IPA for GEC. The complete IPA results can be found in Supplementary File S2. (**B**,**C**) Graphical summaries of the pathway analysis showing activation (red) or inhibition (blue) in diabetic GEC in 6- and 20-week-old mice, respectively. No significant pathway regulation was found in 11-week-old mice. * multiple identifiers in the dataset file map to a single gene.

**Figure 6:**
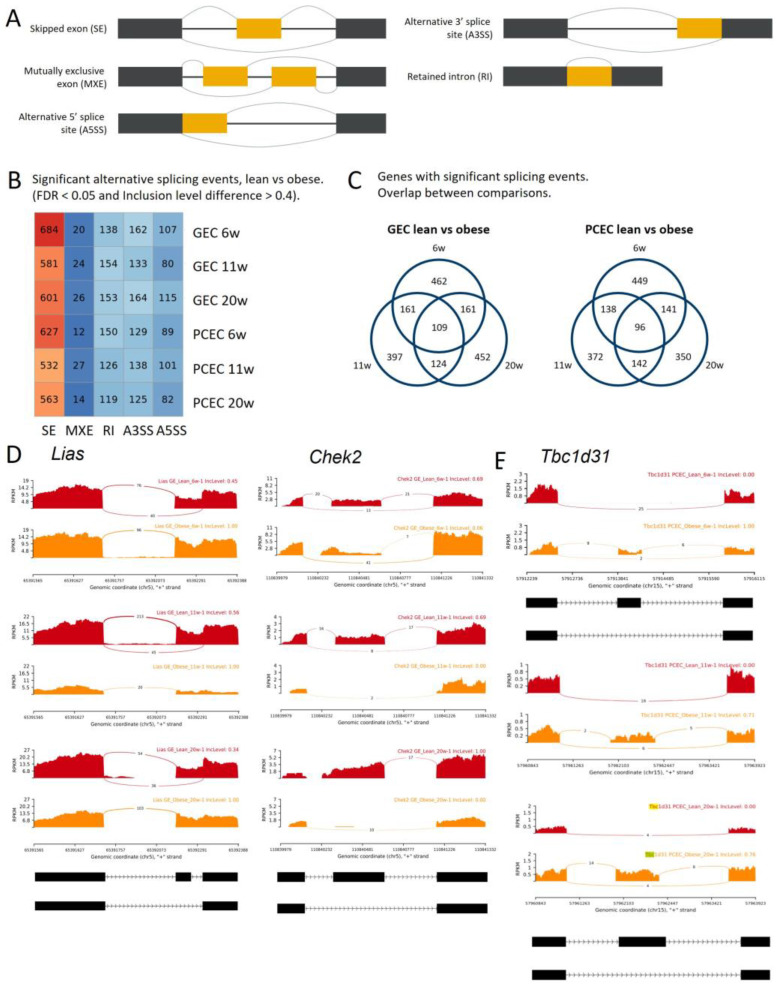
Identification of DSEs in DKD progression in BTBR*ob*/*ob* mice. (**A**) Schematics of five different modes of AS distinguished through rMATS. (**B**) Number of significant DSEs identified in comparison between BTBRLean and BTBR*ob*/*ob* GEC and PCEC at different timepoints. (**C**) Venn diagrams of DSE genes for PCEC and GEC, respectively, displaying number of overlapping or distinct DSE genes at different timepoints. Exemplary Sashimi plots visualizing read counts of splice junctions and inclusion levels of exons at selected genomic locations for *Lias* and *Chek2* in GEC (**D**) and *Tbc1d31* in PCEC (**E**) in BTBRLean and BTBR*ob*/*ob* mice.

**Figure 7:**
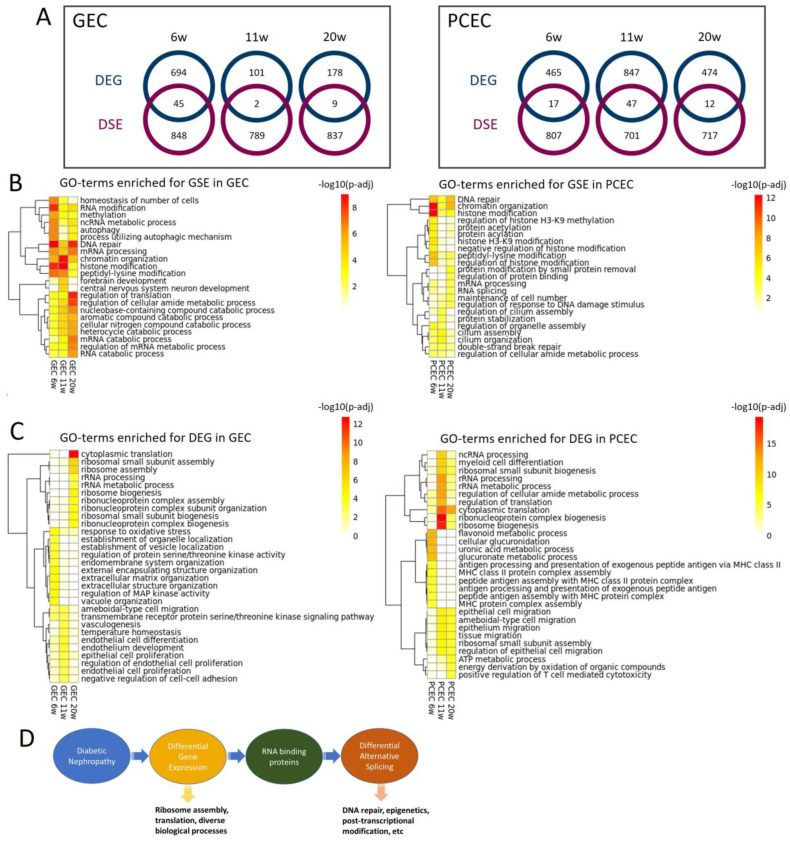
Differentially related biological processes with DSE genes and DEGs. (**A**) Venn diagrams of DSE genes and DEGs for PCEC and GEC, displaying number of distinct genes and overlapping genes that are both differentially expressed and alternatively spliced. GO-term enrichment analysis for DSE genes (**B**) and DEGs (**C**) displaying top 10 significant GOBPs at three timepoints in GEC and PCEC, respectively. Scale bar represents -log_10_ (adjusted *p*-value). (**D**) Proposed working model displaying the link between DEGs and DSEs and their divergently regulated biological processes.

## Data Availability

ScRNA-seq data can be accessed from NCBI’s Gene Expression Omnibus database, accession number GSE192687. All data used to support the findings of this study are included in the paper and the Supplementary Information and are available from a searchable database at https://betsholtzlab.org/Publications/MouseKidenyOB/database.html.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms25084320/s1.

# Supplementary material for: Renal Endothelial Single-Cell Transcriptomics Reveals Spatiotemporal Regulation and Divergent Roles of Differential Gene Transcription and Alternative Splicing in Murine Diabetic Nephropathy
**Source:** Int J Mol Sci. 2024 Apr 13;25(8):4320. doi: 10.3390/ijms25084320
**Supplement:** Supplementary file 1

## Supplemental Figures and Tables for:

### **Renal endothelial single-cell transcriptomics reveals spatiotemporal regulation and divergent roles of differential gene transcription and alternative splicing in murine diabetic nephropathy**

Alex-Xianghua Zhou<sup>1,§</sup>, Marie Jeansson<sup>2,3,§</sup>, Liqun He<sup>2,3</sup>, Leif Wigge<sup>4</sup>, Pernilla Tonelius<sup>1</sup>, Ramesh Tati<sup>1</sup>, Linda Cederblad<sup>1</sup>, Lars Muhl<sup>2</sup>, Martin Uhrbom<sup>1,2</sup>, Jianping Liu<sup>2</sup>, Anna Björnson Granqvist<sup>1</sup>, Lilach O. Lerman<sup>5</sup>, Christer Betsholtz<sup>2,3,#</sup>, Pernille B. L. Hansen<sup>1,#</sup>

<sup>1</sup>*Research and Early Development, Cardiovascular, Renal and Metabolism, BioPharmaceuticals R&D, AstraZeneca, Gothenburg, Sweden*

<sup>4</sup>*Data Sciences and Quantitative Biology, Discovery Sciences, BioPharmaceuticals R&D, AstraZeneca, Gothenburg, Sweden*

<sup>§,#</sup> *Equal contribution*

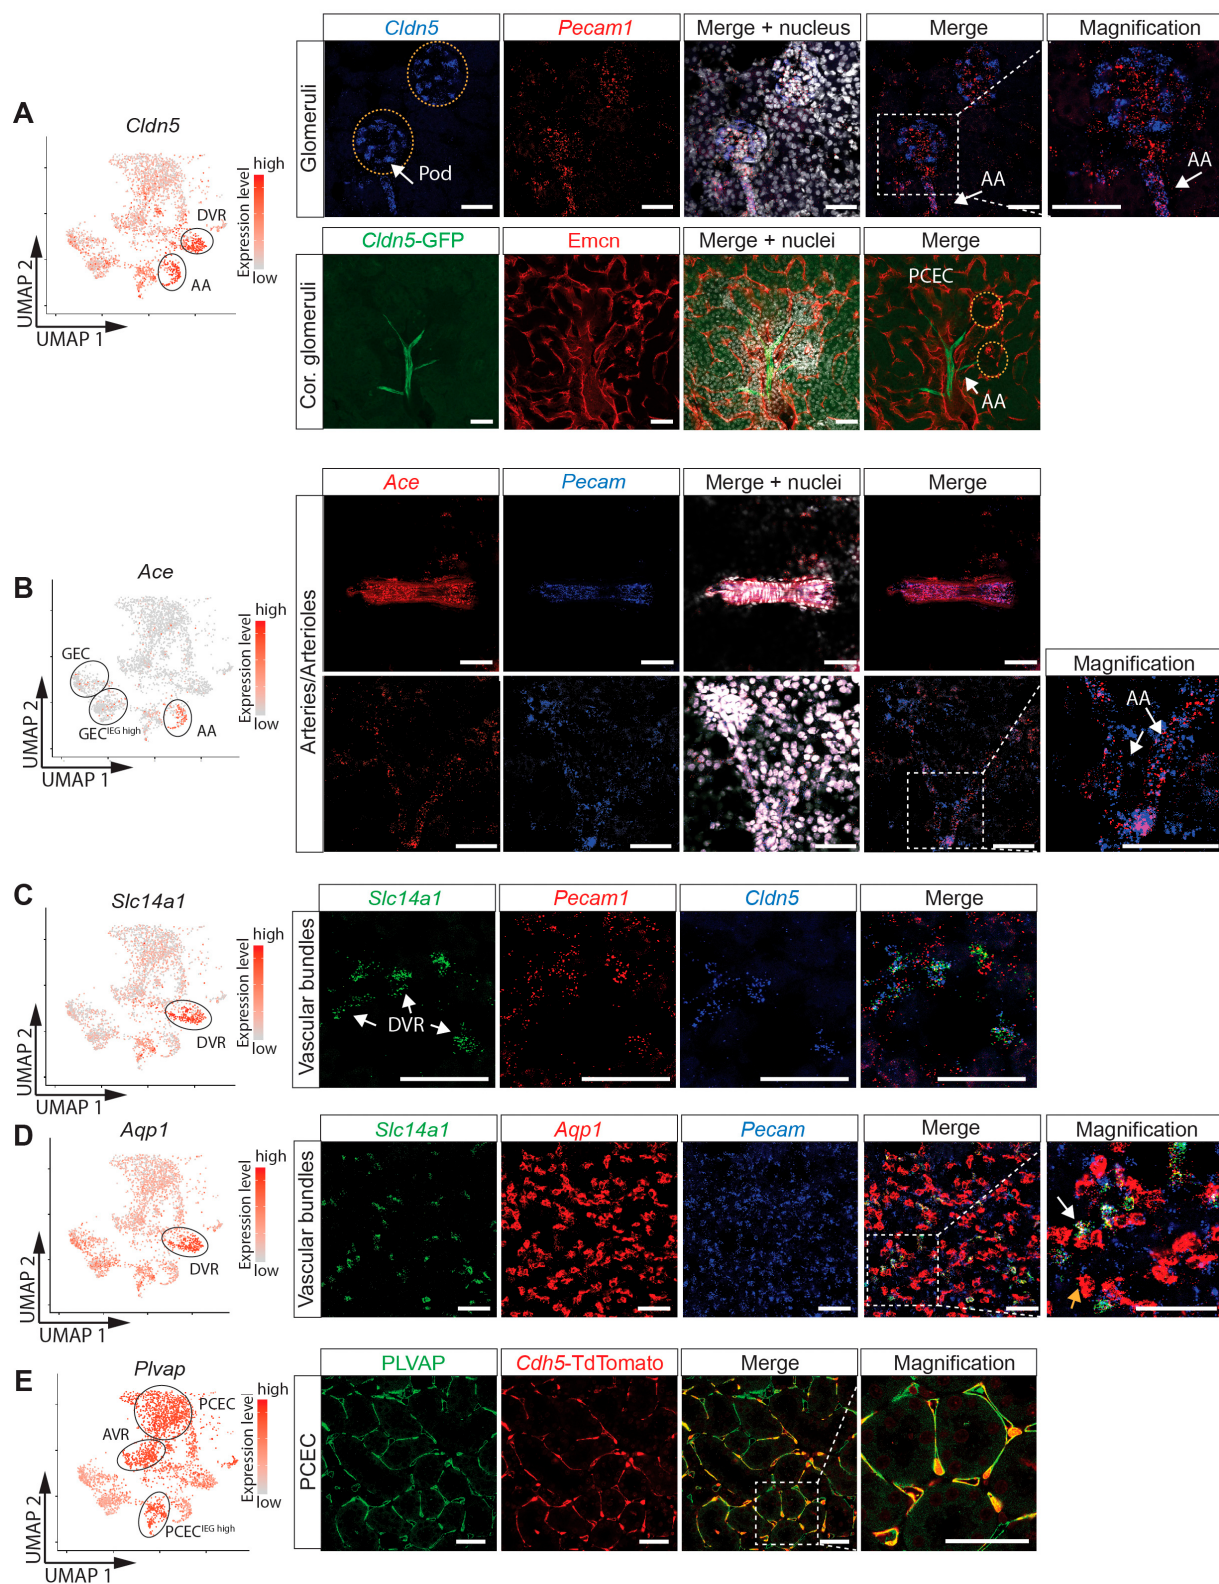

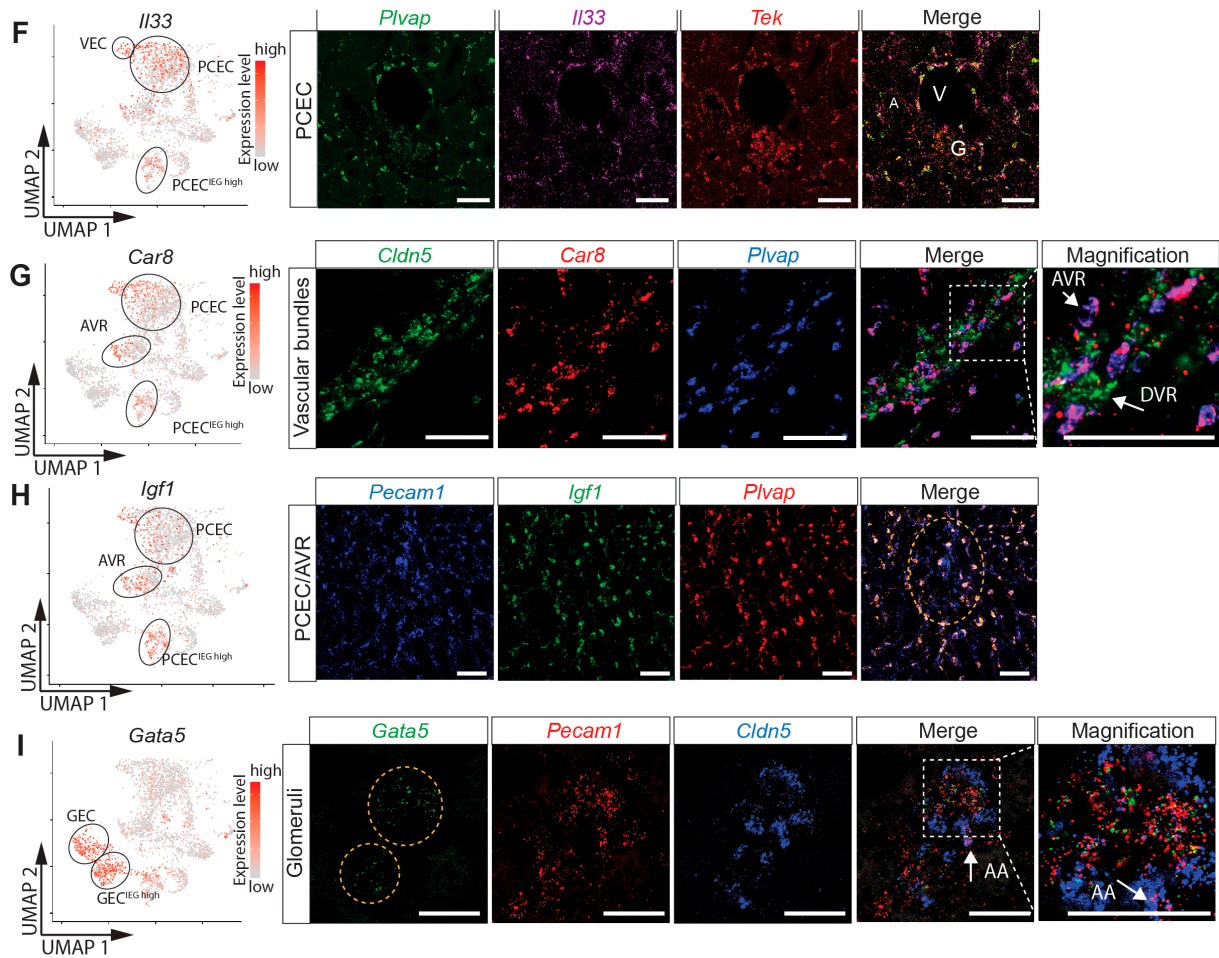

**Figure S1.** Validation of vascular subpopulations in C57BL6/J mice. (A) UMAP of *Cldn5* and RNA-ISH for *Cldn5* in arteries and afferent arterioles (AA) together with *Pecam1* expression. *Cldn5* expression can also be seen in podocytes (Pod), excluded from *Pecam1*<sup>+</sup> cells in the glomerulus, but colocalizing with *Pecam1* in the afferent arteriole (AA). *Cldn5*-GFP reporter mice showed GFP expression in arterioles and afferent arterioles (AA) but not in podocytes. Orange circles indicate glomeruli. (B) UMAP of *Ace* and RNA-ISH identified *Ace* as a novel marker for arteries and afferent arteriole (AA). Lower panel shows afferent arteriole (AA) with *Ace* expression branching to two glomeruli. (C) UMAP of the known descending vasa recta (DVR) marker *Slc14a1*. *Slc14a1* RNA-ISH show colocalization of *Slc14a1* with *Cldn5* in DVR (arrows). (D) UMAP of *Aqp1* and RNA-ISH for *Aqp1* show *Aqp1* expression in DVR (white arrow), but at much lower levels than in epithelial cells (yellow arrow) of the medulla. (E) UMAP of *Plvap* and immunohistochemistry staining of PLVAP show its expression in PCEC together with *Cdh5*-driven TdTomato. (F) UMAP of *Il33* and RNA-ISH for *Il33* show its expression in PCEC, VEC (V, veins) but not in glomeruli (G) or arteries (A). (G) UMAP of *Car8* and RNA-ISH for *Car8* show its expression in *Plvap*<sup>+</sup> ascending vasa recta (AVR) but not in *Cldn5*<sup>+</sup> DVR in vascular bundles. (H) UMAP of *Igf1* and RNA-ISH for *Igf1* show its expression in *Plvap*<sup>+</sup> AVR in vascular bundles indicated by yellow circle and in PCEC. (I) UMAP of *Gata5* and RNA-ISH for *Gata5* show specific expression in GEC, glomeruli marked with orange circle. Scale bar = 50  $\mu$ m.

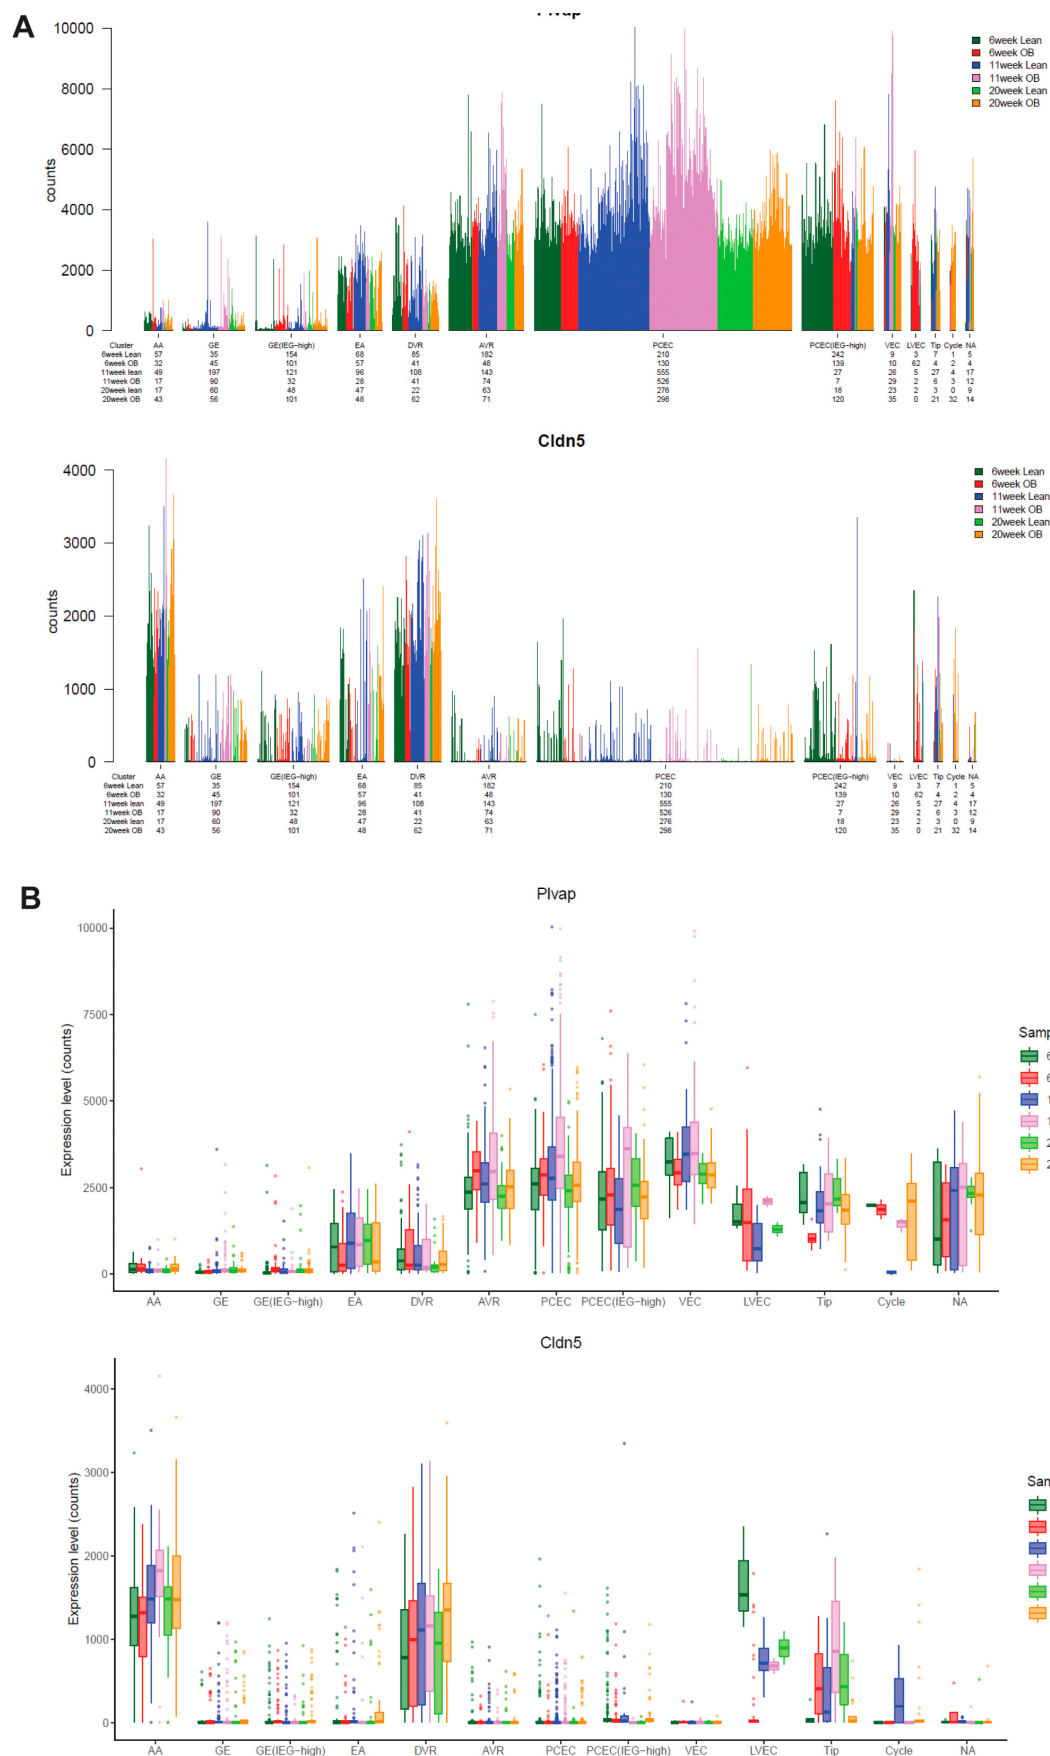

**Figure S2.** Searchable database. The searchable database show counts for individual cells in a bar plot illustrated by one line (A) or as median (B) for each group and EC population.

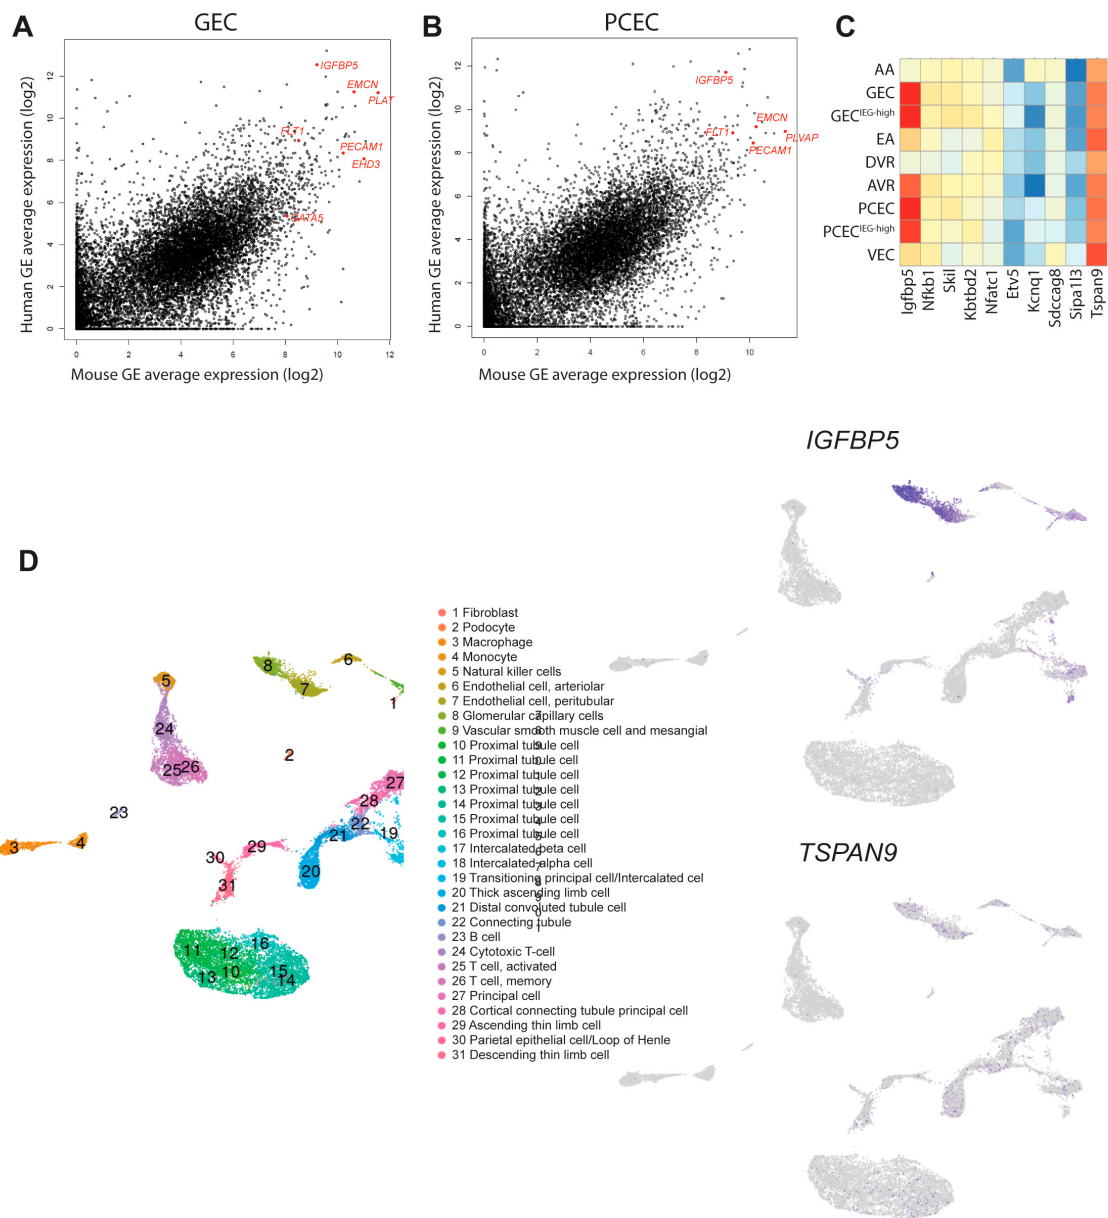

**Figure S3.** Mouse and human expression correlation. (A, B) Comparison of human GEC (A) and PCEC (B) to the same EC population in the current dataset. (C) 10 of 53 genes associated with human DKD by GWAS could be mapped to EC expression in the current dataset. (D) *IGFBP5* and *TSPAN9* in human EC show similar expression pattern as in mouse.

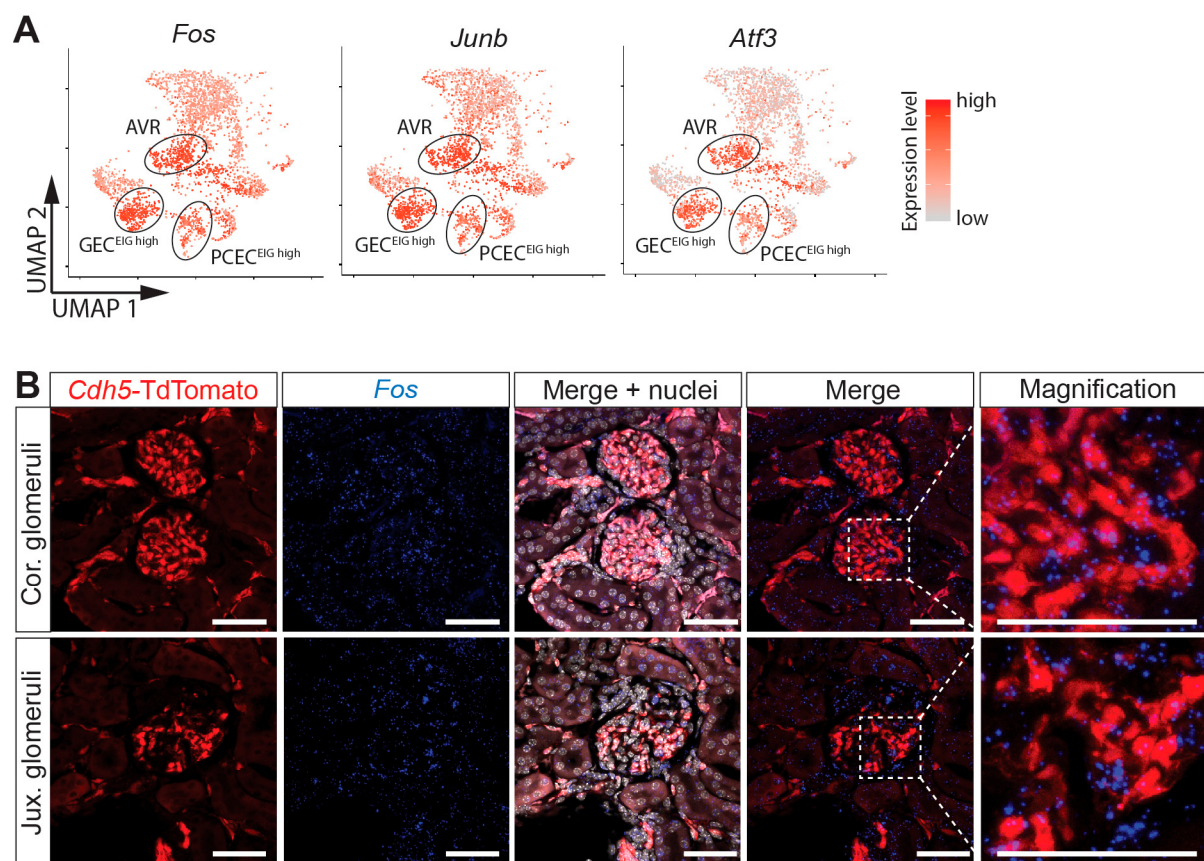

**Figure S4.** Immediate early gene (IEG) expression. (A) UMAP's for the IEG's *Fos*, *Junb*, and *Atf3* in BTBR<sup>ob/ob</sup> and Lean mice. (B) RNA-ISH for *Fos* in cortical and juxtamedullary glomeruli showing endothelial cells with *Cdh5*-TdTomato (red) in C57BL6/J mice. Scale bars = 50  $\mu$ m.

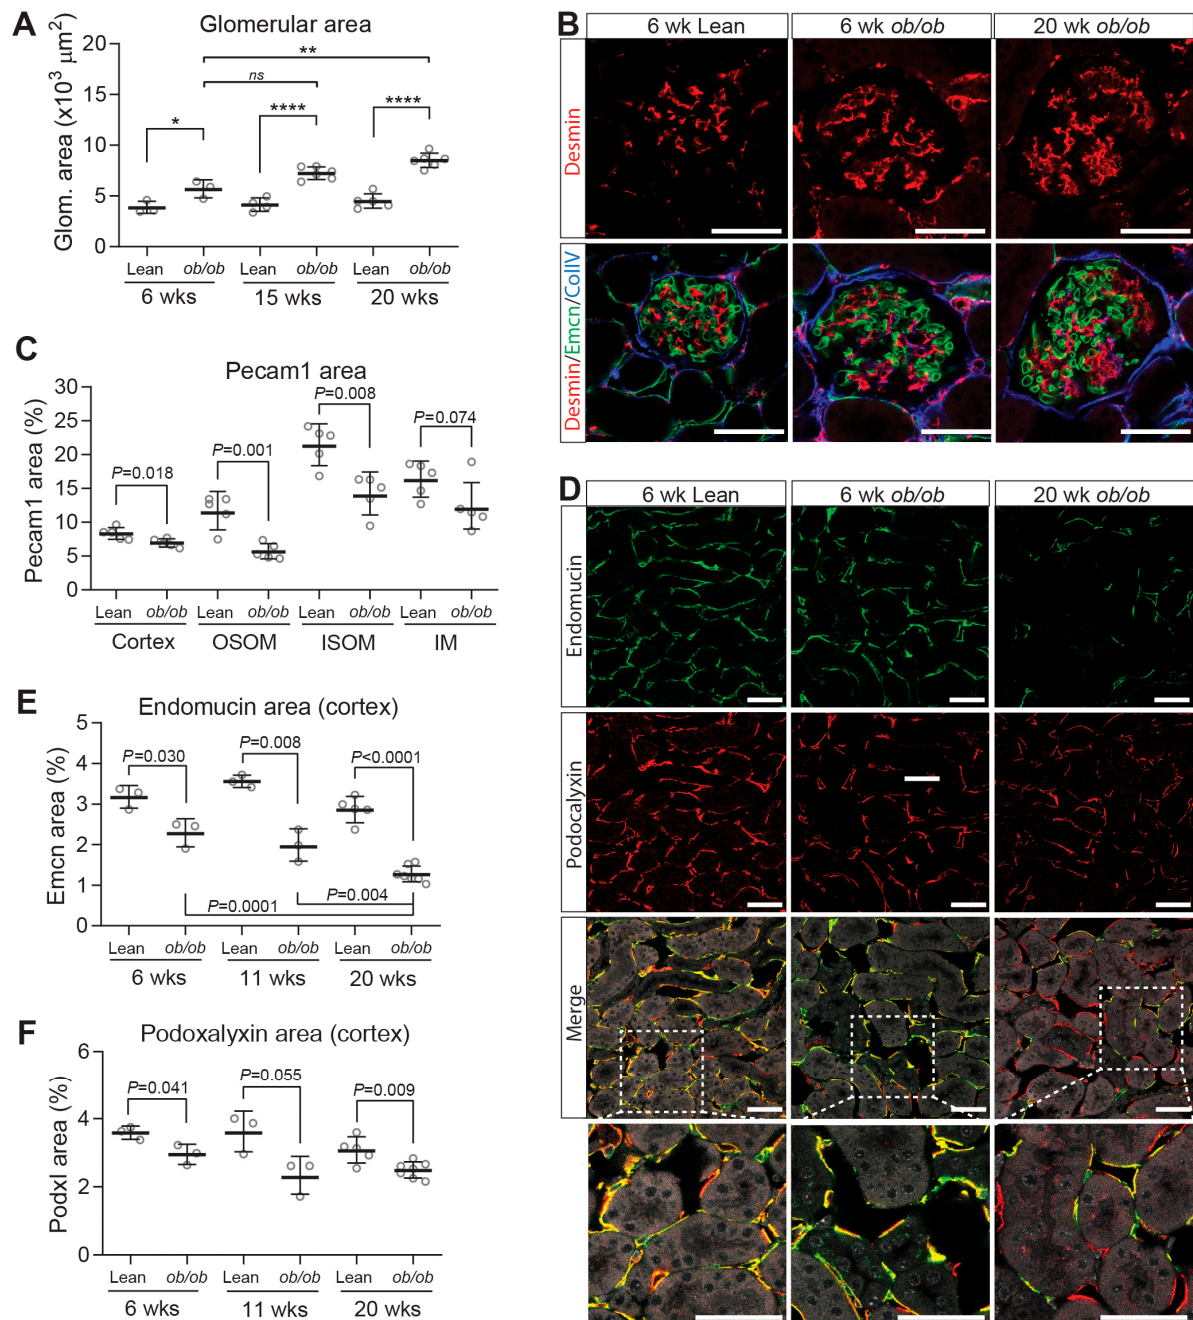

**Figure S5.** Diabetic kidney disease in BTBRob/ob mice. (A, B) Quantification of glomerular area from immunohistochemistry of glomeruli for desmin, collagen IV, and endomucin at indicated timepoints in non-diabetic (Lean) and diabetic (ob/ob) mice. (C) Quantification of PECAM1 stained area in different regions of the kidney; cortex, outer stripe of medulla (OSOM), inner stripe of medulla (ISOM), and inner medulla (IM) in 11-week-old non-diabetic (Lean) and diabetic (ob/ob) mice. (D) Representative images and (E, F) quantification of capillary density from immunohistochemistry for endomucin and podocalyxin in renal cortex of non-diabetic (Lean) and diabetic (ob/ob) mice at indicated ages. Data expressed as mean ± SD. Scale bar = 50 μm. \*p<0.05, \*\*p<0.01, and \*\*\*\*p<0.0001.

### A Statistical analysis, GEC 20 weeks

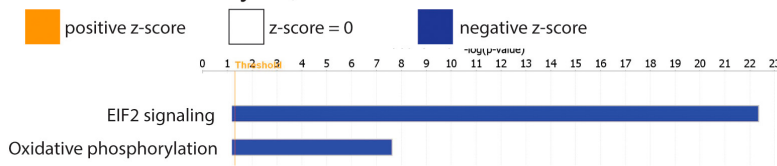

### B Statistical analysis, PCEC 20 weeks

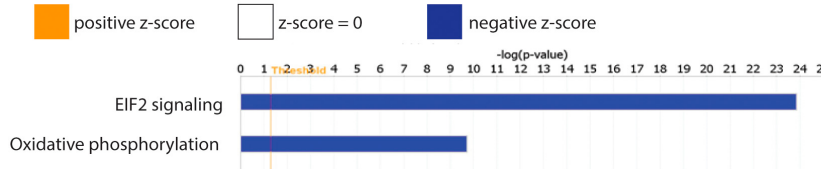

### C Oxidative phosphorylation, GEC 20 weeks

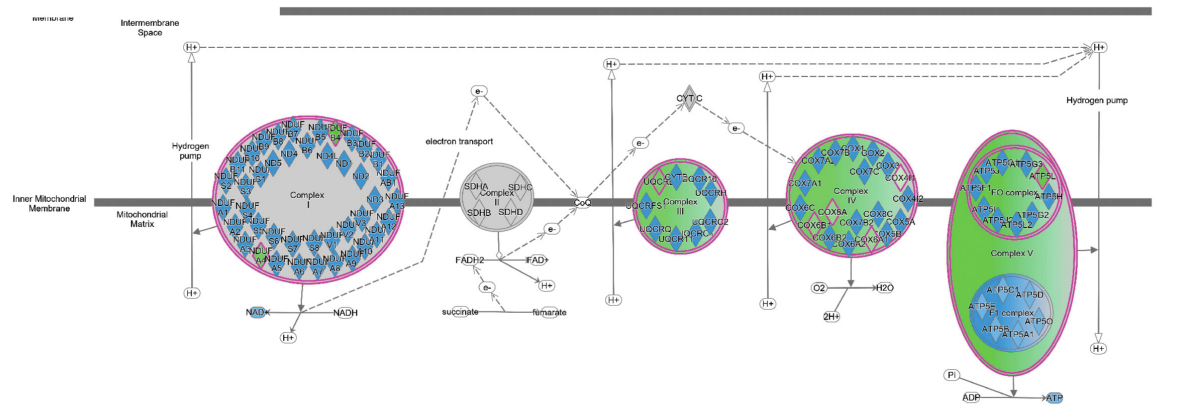

### D Oxidative phosphorylation, PCEC 20 weeks

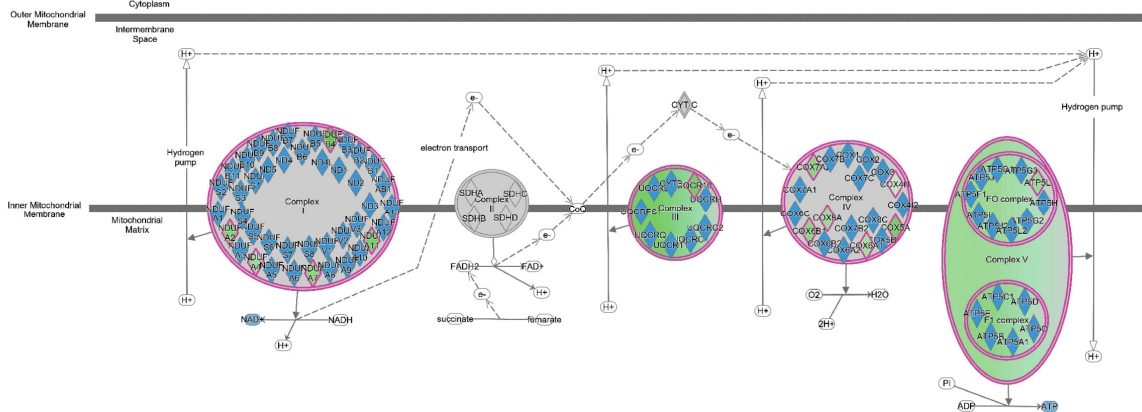

**Figure S6.** Statistics of the top enriched pathways and oxidative phosphorylation in BTB*Rob/ob* GEC and PCEC at 20 weeks. Statistical analysis of EIF2 signaling and oxidative phosphorylation in GEC (A) and PCEC (B) at 20 weeks based on DEGs comparing non-diabetic (Lean) and diabetic (*ob/ob*) mice. Schematic diagram of oxidative phosphorylation in GEC (C) and PCEC (D) at 20 weeks.

## A EIF2 signaling, PCEC 6 weeks

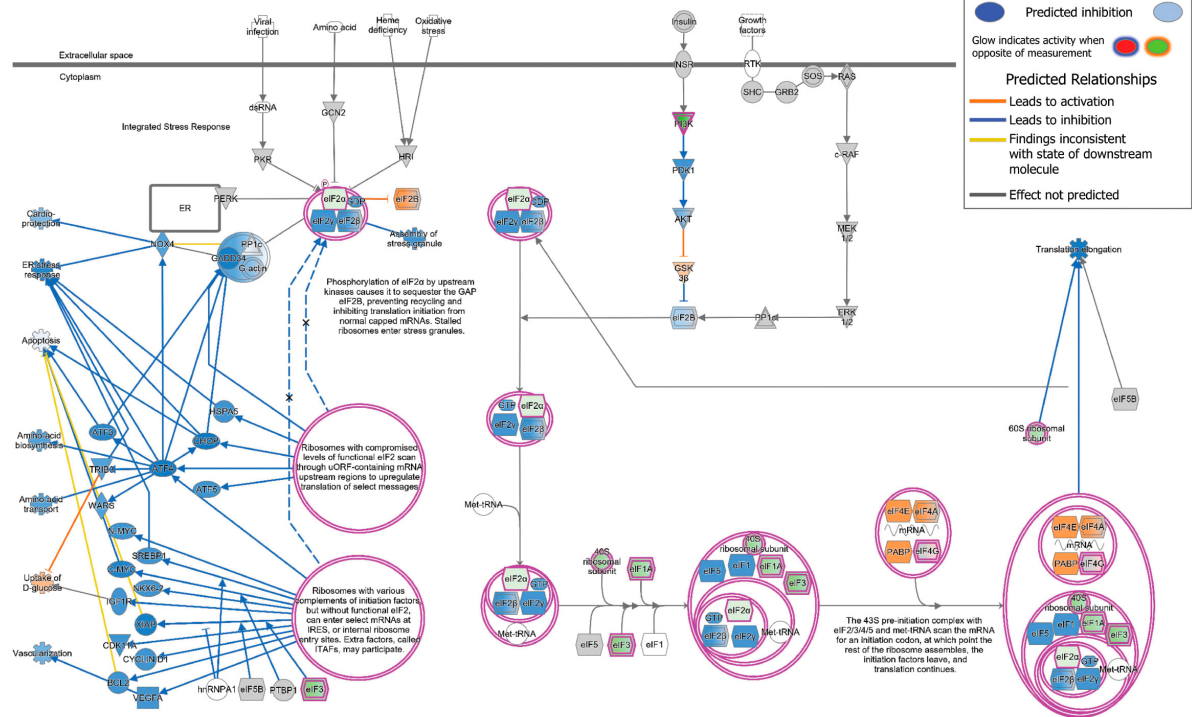

## B EIF2 signaling, PCEC 20 weeks

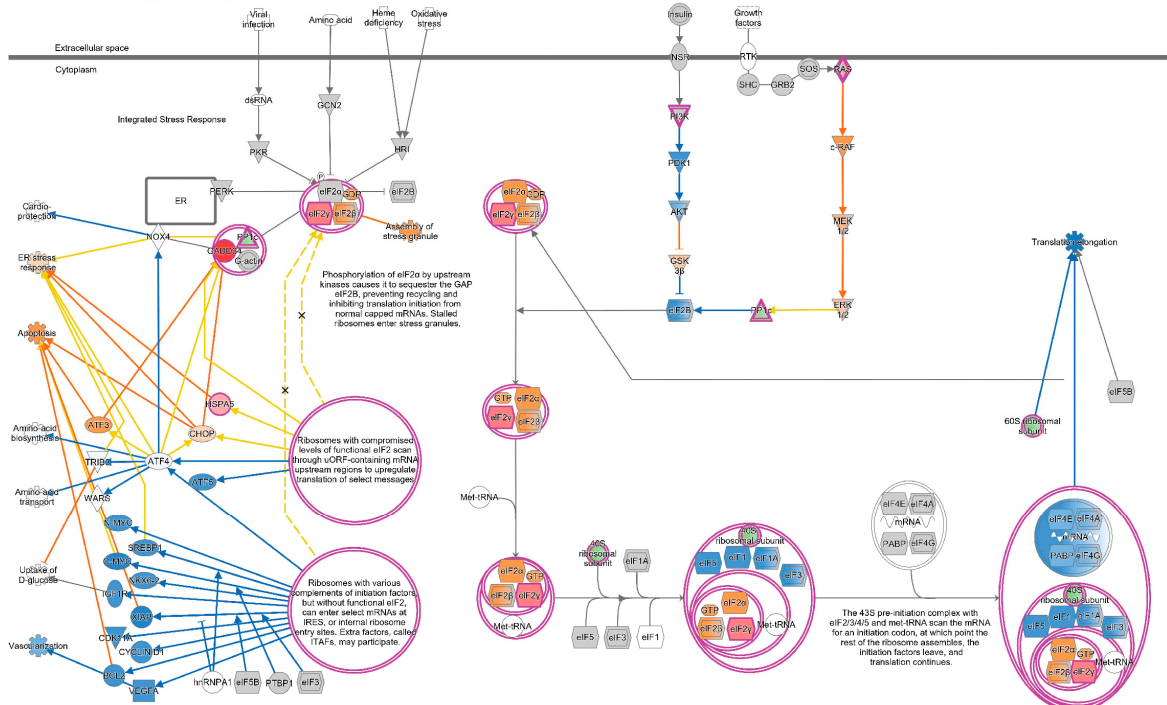

**Figure S7.** EIF2 signaling in BTBRob/*ob* PCEC at 6 and 20 weeks. Schematic diagram of EIF2 signaling in PCEC at 6 weeks (A) and 20 weeks (B).

## A EIF2 signaling, GEC 6 weeks

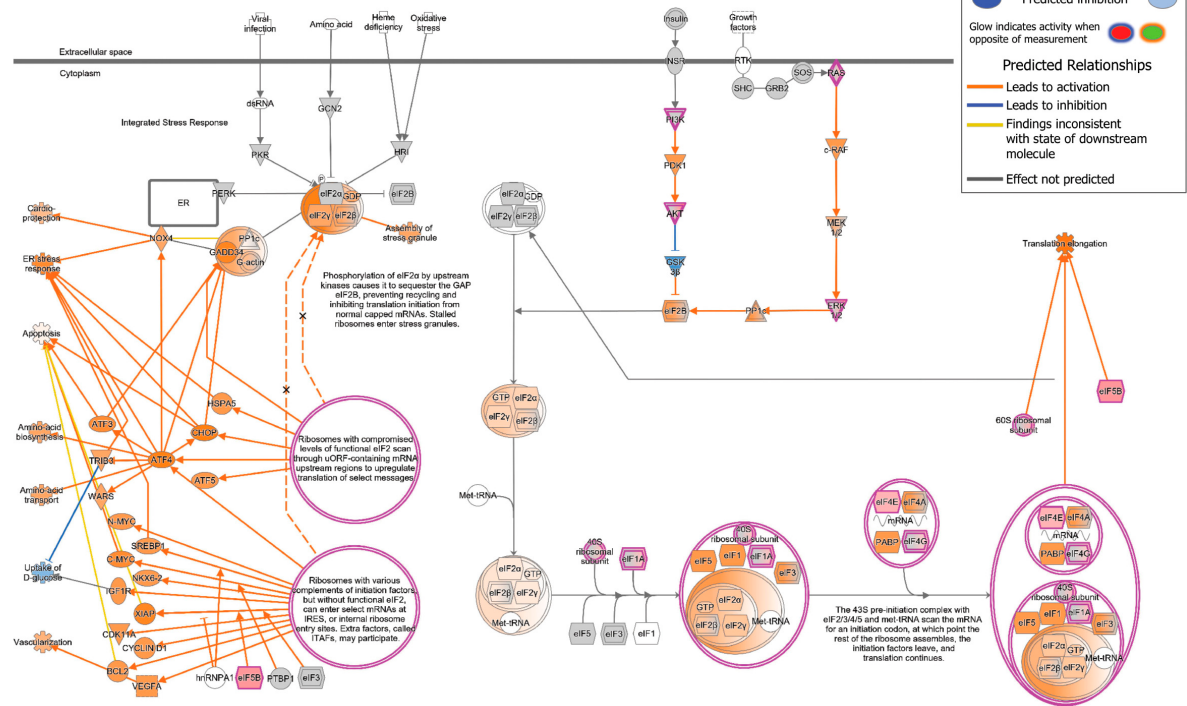

## B EIF2 signaling, GEC 20 weeks

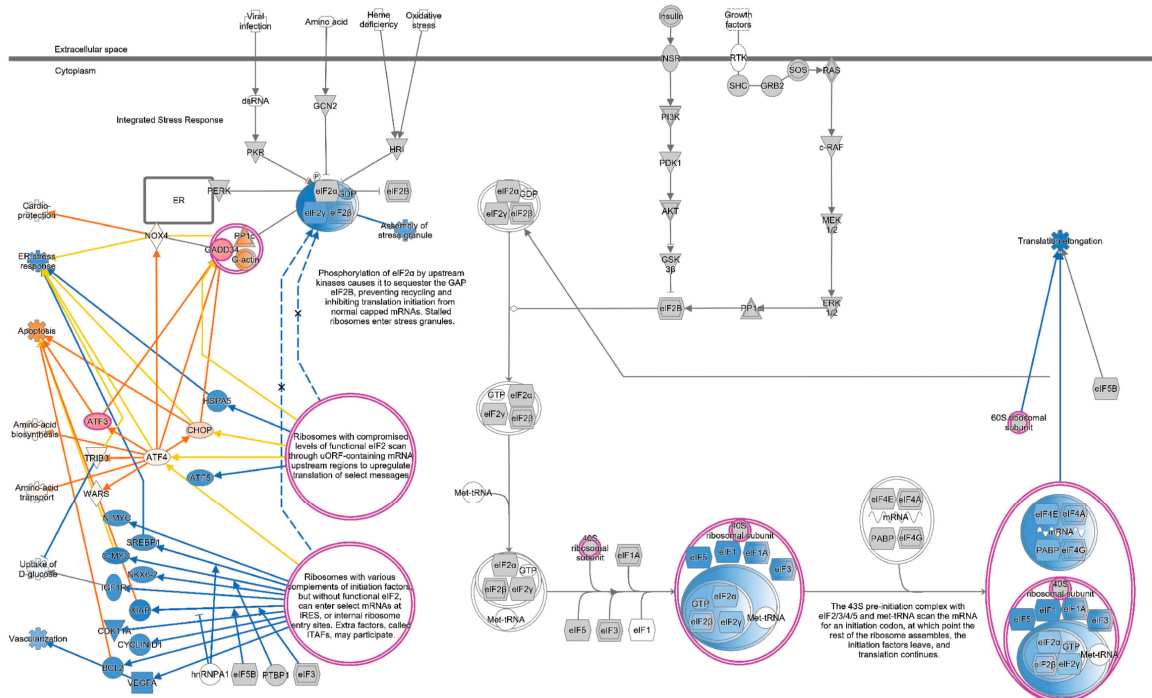

**Figure S8.** EIF2 signaling in BTBRob/ob GEC at 6 and 20 weeks. Schematic diagram of EIF2 signaling in GEC at 6 weeks (A) and 20 weeks (B).

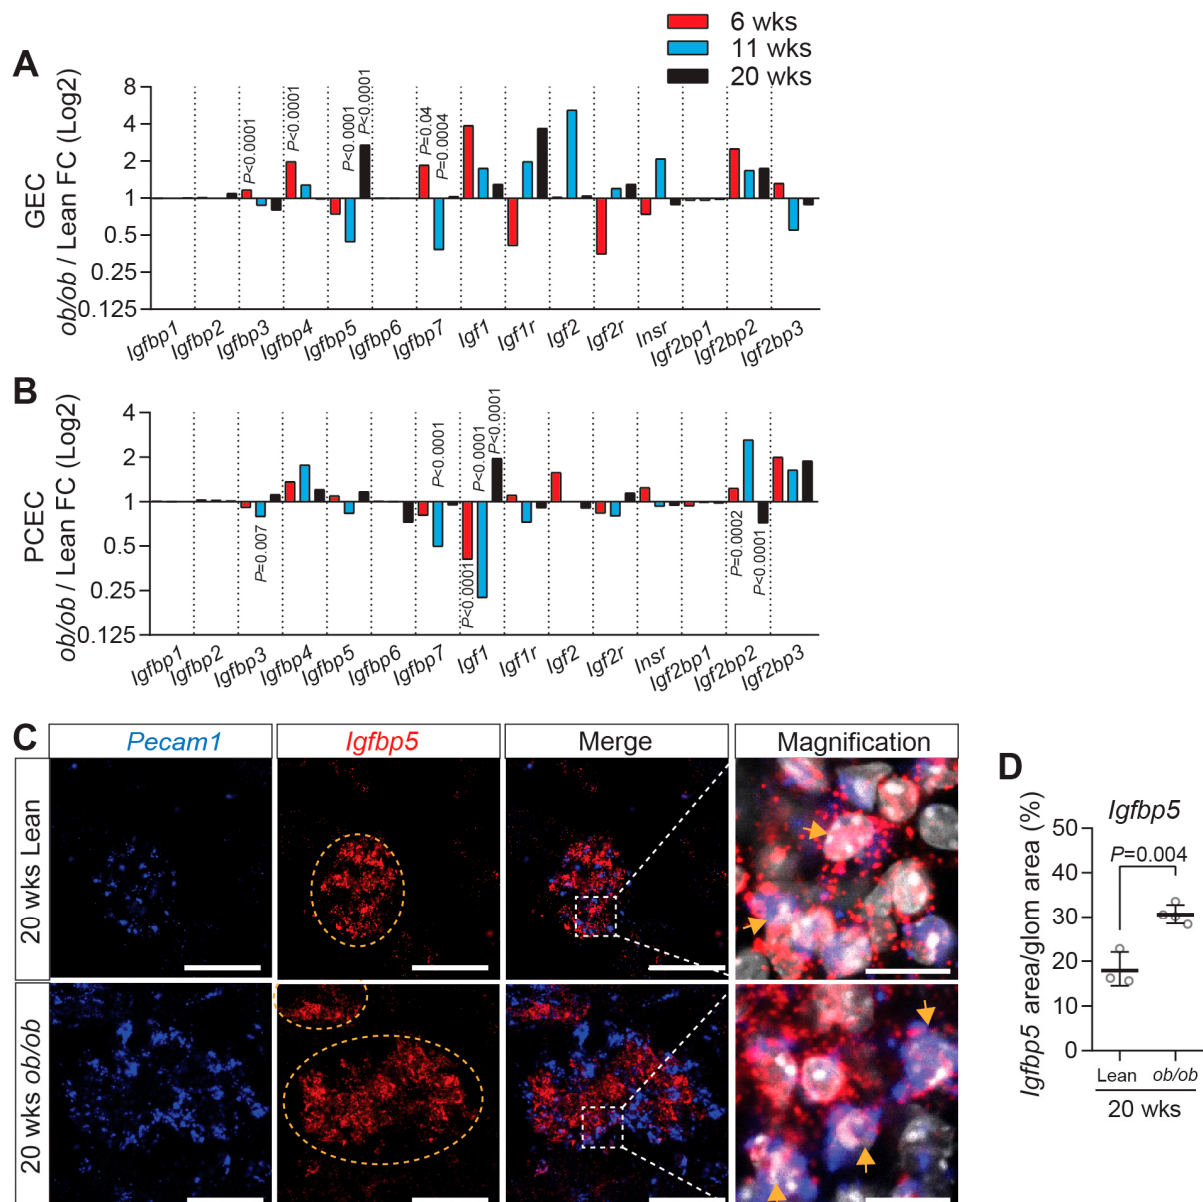

**Figure S9.** The IGF system in diabetic kidney disease in BTBRob/*ob* mice. (A, B) Fold change expression of genes in the IGF system comparing non-diabetic (Lean) and diabetic (*ob/ob*) mice in GEC and PCEC, respectively. (C) RNA-ISH for glomerular expression of *Igfbp5* and *Pecam1* in 20-week-old non-diabetic (Lean) and diabetic (*ob/ob*) mice, glomeruli marked with orange circle. Orange arrows indicate *Pecam*<sup>+</sup>/*Igfbp5*<sup>+</sup> cells. Scale bar = 50  $\mu$ m, magnification scale bar = 10  $\mu$ m. (D) Quantification of *Igfbp5* expression per glomerular area in non-diabetic (Lean) and diabetic mice (*ob/ob*) at 20 weeks. Data expressed as mean  $\pm$  SD.

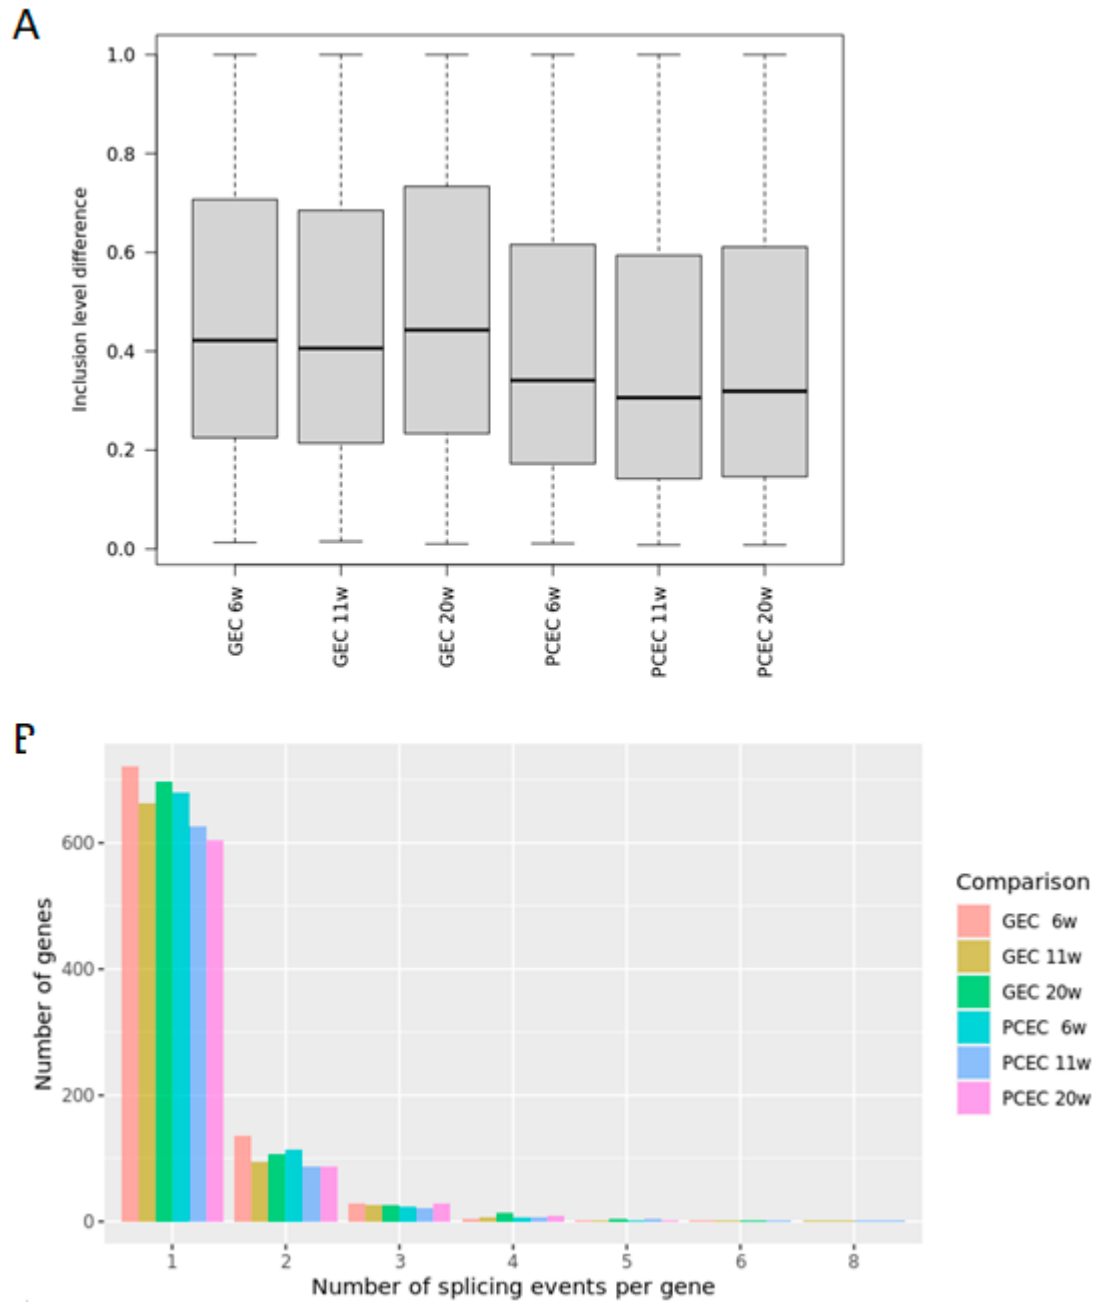

**Figure S10.** Characterization of DSEs in BTBR $ob/ob$  mice. (A) Absolute inclusion level difference of DSEs (FDR<0.05) between BTBR $Lean$  and BTBR $ob/ob$  GEC and PCEC at different timepoints. (B) Number of significant DSEs (FDR<0.05 and absolute inclusion level difference > 0.4) per gene.

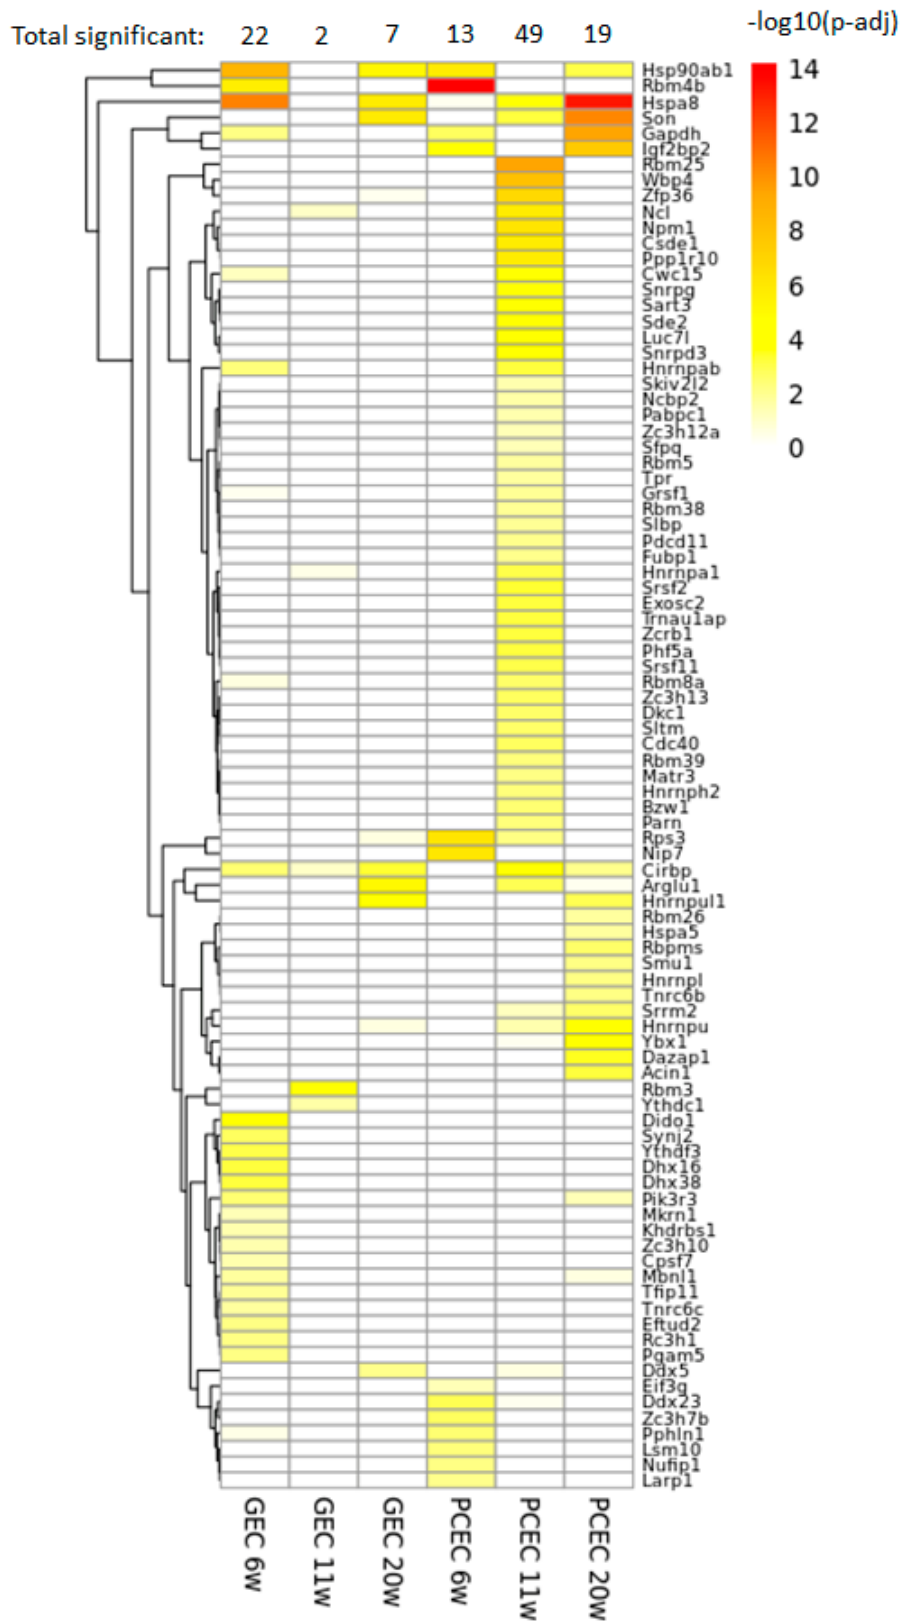

**Figure S11.** Overlapping BTB *Rob/ob* DEGs with a compiled list of mouse RBPs from 3 databases: rMAPS (<http://rmaps.cec.sresearch.org>), RBPDB (<http://rbpdb.cabr.utoronto.ca>), and Spliceosome (<http://spliceosomedb.ucsc.edu>).

## SUPPLEMENTAL TABLES

**Table S1.** Number of sequenced cells per cluster and timepoint

|                          | 6 wks |              | 11 wks |              | 20 wks |              |
|--------------------------|-------|--------------|--------|--------------|--------|--------------|
| Population               | Lean  | <i>ob/ob</i> | Lean   | <i>ob/ob</i> | Lean   | <i>ob/ob</i> |
| GEC                      | 35    | 45           | 197    | 90           | 60     | 56           |
| GEC <sup>IEG-high</sup>  | 154   | 101          | 121    | 32           | 48     | 101          |
| PCEC                     | 210   | 130          | 555    | 526          | 276    | 298          |
| PCEC <sup>IEG-high</sup> | 242   | 139          | 27     | 7            | 18     | 120          |
| AA                       | 57    | 32           | 49     | 17           | 17     | 43           |
| EA                       | 68    | 57           | 96     | 28           | 47     | 48           |
| DVR                      | 85    | 41           | 108    | 41           | 22     | 62           |
| AVR                      | 182   | 48           | 143    | 74           | 63     | 71           |
| VEC                      | 9     | 10           | 26     | 29           | 23     | 35           |
| LVEC                     | 3     | 62           | 5      | 2            | 2      | 0            |
| Tip                      | 7     | 4            | 27     | 6            | 3      | 21           |
| Cycling                  | 1     | 2            | 4      | 3            | 0      | 32           |
| Unknown                  | 5     | 4            | 17     | 12           | 9      | 14           |

GEC glomerular endothelial cells; IEG immediate early gene; PCEC peritubular capillary cells; AA arterioles/afferent arteriole; EA efferent arteriole; DVR descending vasa recta; AVR ascending vasa recta; VEC venous endothelial cells; LVEC lymphatic vascular endothelial cells; Tip cells

**Table S2.** Differentially expressed genes comparing Lean and *ob/ob* mice

|                   | 6 wks       |           |              | 11 wks      |           |              | 20 wks      |           |              |
|-------------------|-------------|-----------|--------------|-------------|-----------|--------------|-------------|-----------|--------------|
| <b>Population</b> | <b>down</b> | <b>up</b> | <b>total</b> | <b>down</b> | <b>up</b> | <b>total</b> | <b>down</b> | <b>up</b> | <b>total</b> |
| GEC               | 121         | 618       | 739          | 62          | 39        | 101          | 151         | 34        | 185          |
| PCEC              | 205         | 277       | 482          | 786         | 106       | 892          | 351         | 133       | 484          |
| AA                | 0           | 2         | 2            | 0           | 0         | 0            | 0           | 2         | 2            |
| EA                | 12          | 28        | 40           | 2           | 0         | 2            | 34          | 5         | 39           |
| DVR               | 2           | 9         | 11           | 0           | 5         | 5            | 1           | 2         | 3            |
| AVR               | 16          | 33        | 49           | 6           | 5         | 11           | 43          | 2         | 45           |
| VEC               | 0           | 0         | 0            | 0           | 0         | 0            | 3           | 2         | 5            |

*GEC* glomerular endothelial cells; *PCEC* peritubular capillary cells; *AA* arterioles/afferent arteriole; *EA* efferent arteriole; *DVR* descending vasa recta; *AVR* ascending vasa recta; *VEC* venous endothelial cells

**Table 3S.** RNAscope probes and reagents

| <b>Probe (mouse gene)</b>            | <b>Type</b> | <b>Lot</b>       | <b>Reference</b> |
|--------------------------------------|-------------|------------------|------------------|
| <i>Mm-Calca</i>                      | C1          | 18012B           | 420361           |
| <i>Mm-Gata5</i>                      | C1          | 18205A           | 549061           |
| <i>Mm-Slc14a1</i>                    | C1          |                  | 448001           |
| <i>Mm-Cldn5</i>                      | C3          | 19297B           | 491611-C3        |
| <i>Mm-Aqp1</i>                       | C2          | 19179I           | 504741-C2        |
| <i>Mm-Igf1</i>                       | C2          |                  | 443901-C2        |
| <i>Mm-Sele</i>                       | C1          | 19042A           | 438621           |
| <i>Mm-Car8</i>                       | C2          | 19179I           | 514171-C2        |
| <i>Mm-Gper1</i>                      | C3          | 19179I           | 475251-C3        |
| <i>Mm-Ace</i>                        | C1          | 18218A           | 442731           |
| <i>Mm-Il33</i>                       | C1          |                  | 400591           |
| <i>Mm-Fos</i>                        | C2          | 19176C           | 316921-C2        |
| <i>Mm-Junb</i>                       | C1          | 18278B           | 556651           |
| <i>Mm-Atf3</i>                       | C3          | 19179I           | 426891-C3        |
| <i>Mm-Pecam1</i>                     | C3          | 18355C           | 316721-C3        |
| <i>Mm-Plvap</i>                      | C1          | 19323A           | 440221           |
| <i>Mm-Plvap</i>                      | C3          | 20072C           | 440221-C3        |
| <i>Mm-Acta2</i>                      | C2          | 19316C           | 319531-C2        |
| <i>Mm-Acta2</i>                      | C1          | 20281B           | 319531           |
| <i>Mm-Igfbp5</i>                     | C1          |                  | 425731           |
| <b>Reagents</b>                      | <b>Type</b> | <b>Lot</b>       | <b>Reference</b> |
| Protease III                         |             | 2007018, 2002759 | 322340           |
| 3-plex Positive Control Probe        |             |                  | 320881           |
| 3-plex Negative Control Probe        |             |                  | 320871           |
| Multiplex Fluorescent Reagent Kit v2 |             | 2007959, 2010572 | 323100           |
| Multiplex Fluorescent Reagent        |             | 2007507          | 320851           |
| Wash Buffer                          |             |                  | 310091           |
| Opal520 Reagent                      |             | 200106003        | FP1487001KT      |
| Opal570 Reagent                      |             | 200106008        | FP1488001KT      |
| Opal690 Reagent                      |             | 200106010        | FP1497001KT      |

**Table S4.** Antibodies

| <b>Name (protein/antigen)</b> | <b>Company</b>           | <b>Reference</b> | <b>Host</b> | <b>Lot</b>   | <b>Dilution</b> |
|-------------------------------|--------------------------|------------------|-------------|--------------|-----------------|
| Endomucin                     | Abcam                    | AB106100         | rat         |              | 1:200           |
| Plvap                         | BD Bioscience            | 550563           | rat         | 9324203      | 1:200           |
| Podocalyxin                   | R&D Systems              | AF1556           | goat        |              | 1:200           |
| Pecam1-FITC                   | BD Bioscience            | AF553370         | rat         | 56813        | 1:200           |
| Pecam1                        | Abcam                    | Ab28364          | rabbit      | GR3247742-11 | 1:200           |
| Desmin                        | Abcam                    | Ab15200          | rabbit      |              | 1:200           |
| Collagen IV                   | BioRad                   | 134001           | goat        |              | 1:200           |
| anti goat IgG-Alexa633        | Thermo Fisher Scientific | A21082           | donkey      | 1889311      | 1:200           |
| anti rabbit IgG-Alexa680      | Thermo Fisher Scientific | A10043           | donkey      | 1917929      | 1:200           |
| Anti rat IgG-Alexa633         | Thermo Fisher Scientific | A21094           |             | 2002975      | 1:200           |
| Hoechst33342                  | Thermo Fisher Scientific | H3570            |             | 1664690      | 1:1000          |

How the deposited data were processed for this re-analysis (not part of the article)

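Single endothelial cells from kidneys of BTBRLean and BTBR*ob*/*ob* mice at 6, 11 and 20 weeks were sequenced by SmartSeq2, in which the full-length cDNA of 1 sorted cell per well is amplified without molecular identifiers. The authors trimmed adapters with trim galore, aligned reads with TopHat to GRCm38, removed duplicate reads with Samtools and counted reads per gene with featureCounts. The annotation release and the strand setting are not stated. They removed cells with fewer than 50000 counts and cells with epithelial genes, pooled no cells, and deposited the counts of 5464 cells without normalization. No cell in the table was under 50000 counts, and the table had 0 spike-in genes although spike-ins were in the lysis buffer. All columns were mapped to a sample, and 0 columns were left unused. Genes are named by the symbols of the table. Since the strand setting is not stated, counts of overlapping and antisense genes such as *Tsix* are uncertain, and so are those of ribosomal protein genes, heat shock genes and hemoglobin genes, whose near-identical copies can share reads.

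The labels give genotype, age, plate and well of each cell, but no animal. Each genotype and age was therefore 1 sample, and cells were not taken as replicates. The labels name another strain than the paper, and the paper's strain is used. The 22 plates, 2 to 5 per group, are technical batches that each hold 1 group, so no value within a plate compares the genotypes, no fit with plate as a term is possible, and plate and genotype cannot be told apart.

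Total counts per cell ranged from 50274 to 1489280 with a median of 291393, and the sum over all cells was 1672007253. A sum of counts has an exact Poisson interval and a share of cells an exact binomial interval, both at 95% confidence and for counting error only. With sums of this size the counting error is small beside the difference between plates. To compare genes per cell across depths, each cell was thinned to 50000 counts without replacement, and 0 cells were too shallow for this.

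The tests between genotypes and between classes, the OXPHOS, ribosomal protein, immediate early, clock, heat shock and sex-linked lists, the markers, the rule for named genes and the alternatives other than those named below as added were set before the data were examined. Most tests of explanations for these results, such as swapped labels, time of day, handling, depth or sex, and the counts of genes by direction were chosen after results were seen. Cells were normalized to 500000 counts and log-transformed in scanpy 1.11.5 (anndata 0.12.19, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 under Python 3.11.15). The 2000 most variable genes, ranked by dispersion within each plate and then over plates, entered 30 principal components. A shared-neighbour graph of 20 neighbours was clustered with leidenalg 0.10.2 at resolution 2 with seed 1, over both genotypes and without batch correction. Genes named by the paper other than markers, and the OXPHOS, ribosomal protein, immediate early, clock, heat shock, sex-linked and mitochondrial genes, 323 genes in all, were kept out of the 23844 genes that could be chosen. A first clustering by dispersion was replaced by a variance-stabilised ranking and then taken up again, before any comparison between genotypes or classes was made. The rankings share 374 of their 2000 genes, and the second is kept as an alternative added after the data were seen.

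Clusters were named from marker lists, with at least 3 detected markers. A class other than PCEC needed a score of at least 1, the mean log2 difference of its markers from all other cells. PCEC, whose markers are shared with AVR and VEC, needed a score above 0 where no other class reached 1 and GEC, AA, EA and DVR were each lower by more than 1. Clusters stayed unnamed where no class met this, where a second class came close to one that scored at least 1, where most cells came from 1 plate or where leading genes went against the name. A cluster of 257 of the 879 PCEC scored 0.76 for VEC and 0.67 for PCEC, so PCEC here are not free of VEC markers. The thresholds for naming were set over 3 versions, on marker levels and plate composition but with the number of cells per group in view, so naming was not blind to the groups. Unnamed cells made up 48.1%, 43.4%, 40.5%, 37.1%, 42.9% and 41.8% of BTBRLean and BTBR*ob*/*ob* at 6, 11 and 20 weeks in turn. Clusters of the same name were pooled, as the paper pools its PCEC and GEC subclusters. A cluster with markers of both AVR and VEC was kept as AVR/VEC, outside the tests between classes. No doublet caller was run, since cells were sorted 1 per well. Clusters led by markers of several classes stayed unnamed.

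Raw counts were summed per class and group. A genotype effect common to the 3 ages was tested on the 6 sums of GEC and of PCEC with edgeR 4.0.16 (R 4.3.3), with TMM normalization, its default filter on low counts, glmQLFit and glmQLFTest, age as a covariate and a Benjamini-Hochberg adjusted p under 0.05. An effect at a single age, or a difference of the effect between ages, cannot be tested with 1 sample per group. Lists of OXPHOS and ribosomal protein genes were tested in the same design with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over 4 tests. Differences between classes were tested on the BTBRLean sums of the 3 ages with age as a covariate. Each class was set against the mean log2 level of the other classes with at least 5 cells in each BTBRLean group.

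For a single age, the log2 ratio of BTBR*ob*/*ob* to BTBRLean was taken with 1 count per 500000 added to both, which understates the change of low genes. Lists and correlations used genes with a mean of at least 5 counts per 500000, and plate values used plates with at least 10 cells of the class. The jackknife standard error over plates is the spread against which values without a test are judged. A list's median was placed among 10000 random lists matched on mean expression.

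The genes named are those the paper names for the sequenced cells, those past the threshold of the genotype tests with the same sign at all ages (up to 5 per class, and none passed), for each class and age the 2 genes with the largest positive and the 2 with the largest negative log2 ratio among genes with a mean of at least 50 counts per 500000 and plates that do not overlap, and the genes of the lists above. *Racgap1*, *Dst*, *Nlgn1*, the genes of glucose and fatty acid use, and genes given as leading a cluster were chosen outside this rule.

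The alternatives were DESeq2 1.42.0 in place of edgeR, no filter on low counts, no age term, leaving out each age or each plate, thinned cells, a pseudocount of 0.1, a mean of at least 50 or no minimum, the mean over plates, fry in place of camera, classes from plate-centred values, and Leiden resolution 1. The variance-stabilised ranking and a fit with the AVR/VEC cluster were added after the data were seen. Class labels were permuted within each age 24 times, the number that the time allowed, and the 6 sums were split into 3 and 3 in all 10 ways.

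The tests were run on simulated counts with the means and library sizes of the sums, in which 200 genes were changed by a log2 fold change of 2. With a spread that falls with the mean as in the data, the genotype test found 33.5% of them among 17620 genes in GEC and 27.5% among 17115 in PCEC. With 1 common spread for all genes it found 0% in both, so a gene with such a change can be missed. The tests between classes found 20.5 to 35.5% with the first kind of spread and 0 to 8% with the second, and 1.54 to 5.41% of the calls with the first kind were false. A list shifted by -0.5 came out at -0.51 in GEC, over 9386 genes, and at -0.46 in PCEC, over 9317. This simulation drew noise for each gene apart and had no plates. In the data, the OXPHOS median between plates of 1 group had a median size of 0.635 in GEC and 0.578 in PCEC. The recovery therefore does not show that such a shift can be told from a difference between plates.

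Contamination was examined with marker lists, in counts per 500000 over all cells and given for BTBRLean and BTBR*ob*/*ob* at 6, 11 and 20 weeks in turn. The epithelial genes had 5.61, 2.06, 2.61, 9.03, 0.747 and 1.40. The mural genes had 12.9, 21.6, 13.8, 18.3, 18.2 and 16.7, the immune genes 6.94, 2.07, 2.36, 1.03, 1.48 and 3.51, and the red blood cell genes 2.22, 0.660, 1.83, 5.81, 7.72 and 6.27. The podocyte genes had 274, 331, 275, 275, 327 and 251, which came from *Podxl*, 1 of its 3 genes and one that endothelial cells express. Sums of the sex-linked, immediate early, clock and heat shock genes were taken by plate in the same way. Splicing, the in situ hybridization and staining, and the blood and urine measurements of the paper were not analysed here. Not every gene that the paper names is reported here.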

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

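The tests of swapped labels by plate values, of time of day, of handling, of male animals and of a single X chromosome were chosen only after the results they weigh were seen, and so were the counts of genes by direction.

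Some genes drew attention because every plate of one genotype lay above every plate of the other at different ages in opposite directions. The difference between ages was not tested, since each genotype and age is 1 sample. In GEC, the log2 ratio of BTBR*ob*/*ob* to BTBRLean of *Serinc3* was 0.59 at 6 weeks, 1.49 at 11 weeks and -1.20 at 20 weeks. *Ucp2* had 0.89 at 11 weeks and -0.84 at 20 weeks, *Igfbp5* had -1.35 and 1.23 at the same ages, and *Ces2e* had -1.04, -1.54 and 2.32 at 6, 11 and 20 weeks. In PCEC, *Serinc3* had 0.89, 1.37 and -0.87 at 6, 11 and 20 weeks, *Ucp2* had 1.59, 1.30 and -0.66, *Emilin1* had 0.68, 1.75 and -0.54, and *Esm1* had -1.41, -1.33 and 0.82. *Esm1* is a naming marker of Tip, and the clusters of 505 and 451 cells that scored as PCEC were left unnamed because it was among their leading genes. Its level in PCEC is therefore set in part by the naming, and its values are not evidence on the genotype. *Ganab* had -1.93 at 6 weeks and 0.48 at 20 weeks, and *Xist* had -0.84 at 6 weeks and 7.25 at 20 weeks. The jackknife standard error was larger than the ratio for *Ucp2* in PCEC at 20 weeks (1.46) and for *Emilin1* in PCEC at 6 and 20 weeks (0.786 and 0.855). Without 1 of the BTBR*ob*/*ob* plates, *Emilin1* had -1.56 at 20 weeks. With plate-centred classes, *Xist* in PCEC at 6 weeks fell to -0.25.

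The pattern was not limited to these genes. Of the genes with a mean of at least 50 counts per 500000 whose plates lay apart in the same direction at 6 and 11 weeks, 8 of 9 in GEC and 18 of 24 in PCEC had the opposite sign at 20 weeks. Of these, 3 in GEC and 12 in PCEC also lay apart at 20 weeks, and 0 genes lay apart at 20 weeks in the earlier direction. Naming markers were among those counted, *Bgn* in GEC and *Esm1* and *Slc6a6* in PCEC. With thinned cells the counts were 11 of 11 in GEC and 24 of 39 in PCEC, and 5 PCEC genes then lay apart in the earlier direction. With plate-centred classes they were 9 of 9 and 7 of 12, at Leiden resolution 1 they were 12 of 12 and 8 of 11, and with a mean of at least 5 they were 15 of 17 and 40 of 64, where 7 PCEC genes lay apart in the earlier direction. With the variance-stabilised ranking they were 13 of 16 in GEC, of which 1 gene lay apart in the earlier direction. Other classes had enough cells only under other settings, with 11 of 16 genes in EA for plate-centred classes, 22 of 27 in EA at Leiden resolution 1 and 11 of 14 in AA with the variance-stabilised ranking. The paper itself reports that many genes change direction over time. Depth differences between cells therefore do not account for the counts in GEC.

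Several explanations stay open. A candidate explanation is that the labels of the groups at 20 weeks are swapped, in which case both groups should lie on the side of the other genotype. Both did so for 5 of 9 genes in GEC and 12 of 24 in PCEC. Genes of glucose and fatty acid use were listed before their values were seen. Of those higher in BTBR*ob*/*ob* at 6 and 11 weeks, 2 of 2 were lower at 20 weeks in GEC. These were *Fabp4* (-1.32) and *Txnip* (only -0.03). In PCEC 0 of 1 were (*Txnip*). Of those lower at 6 and 11 weeks, counted after their values were seen, 2 of 2 were higher at 20 weeks in GEC (*Pdk4* and *Cpt1a*) and 3 of 3 in PCEC (*Arrdc4*, *Pdk4* and *Cpt1a*, the last at -0.03 at 11 weeks). *Angptl4*, lower at all 3 ages in PCEC, was below the minimum mean for this count. Most of these genes thus changed sign in both classes, though *Txnip* in GEC hardly differed at 20 weeks. The listed genes are few, and the 9 and 24 genes above were selected for the pattern. A reversal alone does not tell swapped labels from the other explanations here. No sample was moved to another group. The time of day of collection and the handling of cells may also differ between groups, but 0 clock genes and 0 immediate early or heat shock genes were among the genes that went the other way in the classes as given, and these lists hold too few genes of that level to decide. With other classes, up to 2 heat shock genes and up to 3 immediate early genes were among them. A progression of the disease with age, which the paper proposes, was not tested and stays open, as does a difference between plates, which cannot be told apart from the genotype because each plate holds 1 group.

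*Xist*, which is transcribed from the inactive X chromosome of female cells, was near 0 on both plates of BTBRLean at 20 weeks over all cells (0.0215 and 0.0853 counts per 500000). It was also near 0 on 2 of the 5 plates of BTBRLean at 11 weeks (0.0493 and 0.0299). On the other 18 plates it ranged from 110.7 to 255.6. The paper used female mice and reports 2 mice with expression of *Xist* and *Tsix*. The values argue against male animals under these labels, since the highest of 4 genes of the Y chromosome on the BTBRLean plates at 20 weeks was 0.746 counts per 500000. They also argue against a second active X chromosome, since the median log2 ratio of X-linked genes at 20 weeks was only 0.042 above that of autosomal genes. A single X chromosome in these cells may be an explanation and stays open. Of 4 genes that escape X inactivation, 3 were higher in BTBR*ob*/*ob* at 20 weeks (*Ddx3x* 0.79, *Eif2s3x* 0.97 and *Kdm5c* 0.21) and *Kdm6a* was not (-0.01). At 6 weeks, where *Xist* was above 110 on every plate, 3 of the 4 were also higher in BTBR*ob*/*ob*, at 11 weeks 4 were, and in PCEC at 20 weeks only 2 were (*Kdm6a* -0.69 and *Kdm5c* -0.54 were lower). The count at 20 weeks is thus no different from that of other ages and decides nothing. Over all cells, *Ddx3x* had -0.18, 0.04 and 0.79 and *Eif2s3x* 0.18, 0.14 and 0.97 at 6, 11 and 20 weeks. These were largest at 20 weeks, as a single X chromosome in BTBRLean would give. *Kdm6a* (0.40, 0.54 and -0.01) and *Kdm5c* (0.11, 0.51 and 0.21) were not, so the sizes leave the explanation open as well. *Xist* at 20 weeks thus describes these plates and is not evidence on the genotype.

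Other genes drew attention because BTBR*ob*/*ob* lay above every plate of BTBRLean although the paper's text does not discuss them. In GEC these were *Abcc4* at 6 weeks (log2 ratio 1.52), *Bgn* at 11 weeks (3.15) and *Ces2e* at 20 weeks (2.32). In PCEC they were *Nckipsd* (2.95) and *Abr* (2.36) at 6 weeks, *Emilin1* (1.75) and *Sox13* (1.74) at 11 weeks and *Dpp3* (3.12) at 20 weeks. Plates that do not overlap are frequent by chance where few plates exist. In GEC, 7.63%, 2.80% and 17.1% of genes had such plates at 6, 11 and 20 weeks, where chance gives 5.71%, 1.59% and 13.3%. In PCEC these were 38.9%, 3.56% and 39.4%, where chance gives 33.3%, 3.57% and 33.3%. The value of *Abr* fell to 0.20 with plate-centred classes. *Bgn* is also a naming marker of VEC, and RNA of other cells in the wells was not tested for it. Genotype, plate and the rebuilt classes all stay open for these genes.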

How the results depend on the processing

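The variance-stabilised ranking, the fit with the AVR/VEC cluster and the tests of depth, of DESeq2 over other splits and of directions between ages were chosen only after results were seen. No paired analysis was possible because the labels give no replicate number by which to pair animals. The tests between genotypes matched them only by age, as a covariate. The cause of the changes below was not tested unless it follows from the setting itself. A value without a test is called unchanged here when it moved by less than its jackknife standard error over plates. A count of genes is called unchanged when it stayed within 1.5 times. Without a plate the first rule can hardly fail, since the standard error is made from the same moves. Even a change of sign can then pass as unchanged, so counts of values unchanged without a plate are not evidence of stability.

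The number of genes with a genotype effect common to the 3 ages was 0 in GEC and 0 in PCEC by edgeR's quasi-likelihood test, in every edgeR setting, each age left out included. The unadjusted p was under 0.05 for 586 of 16878 genes in GEC and 720 of 16281 in PCEC. DESeq2 called 150 genes in GEC (72 higher and 78 lower in BTBR*ob*/*ob*) and 216 in PCEC (121 and 95). The dispersion estimate of DESeq2 was not examined as a cause.

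The lists common to the 3 ages depended on the 20-week samples and on the test. By camera, 3 of the 4 lists had an adjusted p under 0.05 (GEC ribosomal protein, PCEC OXPHOS and PCEC ribosomal protein). By fry 0 of 4 did, with medians of -0.21, -0.26 and -0.36 unchanged for these 3 lists by construction. The GEC OXPHOS list (median -0.18, camera adjusted p = 0.070) passed with thinned cells (-0.21, 0.013). Leaving out each age in turn, its median ranged from -0.32 to 0.059, with adjusted p of 0.0099 to 0.27 by camera, and it passed without 6 weeks and without 11 weeks. Leaving out 20 weeks took the GEC OXPHOS list to 0.059, the opposite sign, and the GEC ribosomal protein list to -0.043 (0.97), the PCEC OXPHOS list to -0.086 (0.34) and the PCEC ribosomal protein list to -0.12 (0.27). Without each age in turn, these 3 lists ranged from -0.30 to -0.043, from -0.39 to -0.086 and from -0.46 to -0.12. Under settings other than leaving out an age, 24 of 28 list tests kept their direction and their side of the threshold.

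For single ages, the medians of the OXPHOS and ribosomal protein lists were unchanged in 48 of 48 and 48 of 48 settings other than leaving out a plate. Leaving out a plate, 42 of 44 medians of each list passed as unchanged, which decides nothing, since the rule can hardly fail there. In PCEC at 20 weeks, leaving out each plate gave -0.92 to -0.48 for OXPHOS and -1.12 to -0.12 for ribosomal protein genes, and the values nearest 0 came without 1 BTBR*ob*/*ob* plate. In PCEC at 6 weeks, the ranges were -0.18 to 0.25 and -0.21 to 0.081, and both lists changed sign without 1 BTBR*ob*/*ob* plate. At 11 weeks the ranges were -0.68 to 0.064 and -0.82 to 0.083 in PCEC and -0.32 to 0.12 and -0.44 to -0.017 in GEC, with the highest value of each without the same BTBR*ob*/*ob* plate, and 3 of these 4 medians changed sign there. Correlations between ages were unchanged in 43 of 48 values with all plates kept. Without a plate 87 of 88 passed, where the rule can hardly fail. With a mean of at least 50 counts per 500000, r rose to 0.248 in GEC and 0.196 in PCEC between 6 and 11 weeks and fell to -0.156 in GEC between 6 and 20 weeks. With no filter on low values, r between 6 and 11 weeks in GEC was 0.0236. At Leiden resolution 1, r between 6 and 20 weeks in PCEC was -0.0470. Without each plate in turn, r between 6 and 11 weeks in GEC was 0.0622 to 0.0950.

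The number of genes higher in a class was larger by DESeq2, with 882 genes in AA (522 by edgeR), 783 in DVR (403), 613 in EA (239), 530 in PCEC (249) and 1527 in Tip (496). In GEC, the 588 genes of DESeq2 were within 1.5 times the 392 of edgeR. PCEC had 489 with plate-centred classes and 464 at Leiden resolution 1. Tip had 311 with no filter on low counts and 322 with thinned cells. With plate-centred classes, at Leiden resolution 1 and with the variance-stabilised ranking, Tip had under 5 cells in a BTBRLean group and gave no value. With 1 age left out, which leaves fewer samples, the counts were 218 to 405 in AA, 123 to 221 in DVR, 72 to 123 in EA, 80 to 203 in GEC, 25 to 102 in PCEC and 189 to 320 in Tip. Of the values of named genes by class, 196 of 261 without an age and 524 of 594 under other settings kept their direction and side of the threshold. Without an age 52 lost the call, 2 gained it and 11 changed sign, and under other settings these were 20, 33 and 17.

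The class values that changed sign had an adjusted p above 0.05 from edgeR. With plate-centred classes, *Cldn5* in EA went from 0.06 to -0.17 and *Cxcl1* in GEC from -0.67 to 0.19. *Igf1r* in GEC went from -0.45 to 0.55, and *Igf2r* in GEC from 0.12 to -0.74. At Leiden resolution 1, *Cldn5* in EA had -0.57, *Igf1r* 0.56 in AA (from -0.08) and 0.49 in GEC, and *Igf2r* in GEC -0.15. With thinned cells, *Igf1r* and *Igf2r* in GEC had 0.15 and -0.0061. With the variance-stabilised ranking, *Icam1* in AA had -0.23 (from 0.08), *Igf1r* 0.90 in AA and 1.41 in GEC, *Igf2r* in GEC -0.57 and *Sost* in EA -0.28 (from 0.52). With the AVR/VEC cluster in the fit, *Icam1* and *Igf1r* in AA had -0.13 and 0.17.

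Leaving out each age in turn, *Cldn5* in EA ranged over -0.16 to 0.27, *Cxcl1* in GEC over -1.63 to 0.83, *Gper1* in EA over -2.45 to 3.92, *Sost* in EA over -0.84 to 1.23, *Icam1* over -0.083 to 0.25 in AA and -0.44 to 0.25 in GEC, *Igf1r* over -2.08 to 1.15 in AA and -1.42 to 0.16 in GEC, and *Igf2r* in GEC over -0.37 to 0.89. The sign changed without 6 weeks for *Gper1* in EA, *Icam1* in AA and *Igf2r* in GEC, without 20 weeks for *Cldn5* and *Sost* in EA and *Icam1* and *Igf1r* in GEC, and without either 6 or 11 weeks for *Cxcl1* in GEC and *Igf1r* in AA. These genes give no firm direction in these classes.

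Of the log2 ratios of named genes at single ages, 633 of 732 moved by less than the jackknife standard error with all plates kept. Of the medians of the paper's pathway genes, 43 of 48 did. Without a plate these were 854 of 891 and 53 of 56, which the rule makes nearly certain. A change of sign beyond 2 standard errors was seen for *Tbc1d31* in PCEC at 6 weeks (-2.21 to 0.31 at Leiden resolution 1) and *Igf2r* in PCEC at 20 weeks (-1.54 to 0.13 with the variance-stabilised ranking).

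Cell numbers depended on the clustering, and 42 of 63 stayed within the binomial interval. AA had 292 cells and 345 with the variance-stabilised ranking. AVR/VEC had 344, with 468 at Leiden resolution 1 and 292 with the variance-stabilised ranking, which also formed a VEC class of 80 cells with 547 genes higher by edgeR's test (372 cells with AVR/VEC). EA had 248, with 450 for plate-centred classes, 508 at Leiden resolution 1 and 299 with the variance-stabilised ranking. PCEC had 879 and 1288 at Leiden resolution 1. Tip had 77 and 0 with the variance-stabilised ranking. Unnamed cells were 2310, with 2136, 1532 and 2177 under the 3 settings given for EA, in turn. Mean genes detected per cell were 4458, 2873 at a minimum of 2 counts and 2578 with thinned cells, which follows from the smaller count. Of the sums of clock, heat shock and immediate early genes, 48 of 54 moved by less than the SD over plates. The others were PCEC of BTBRLean with thinned cells. At 6 weeks, immediate early genes had 5396 counts per 500000, heat shock genes 2530.1, clock genes 235 and those of opposite phase 107. At 20 weeks, clock genes had 424 and those of opposite phase 39.9.

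Depth limits what was seen of low genes, since a cell thinned to 50000 counts showed fewer genes than a cell at full depth. The sums over cells are large, so the number of plates and the single sample per group limit the precision more than the counts do.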

Differences from the paper's values

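The variance-stabilised ranking and the fit with the AVR/VEC cluster were chosen only after results were seen, and the tests between genotypes and between classes below were set before the data were examined. The paper's test for its differential expression took cells as replicates, while here each genotype and age is 1 sample. The classes here were rebuilt, and 42.3% of cells (2310) stayed unnamed, so the classes are not the paper's.

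A cell number was counted as differing where one was over 1.5 times the other and the paper's lay outside the exact binomial interval of the number here, and as closed where this no longer held. The 78 numbers of the paper's Table S1 give 60 after pooling its subclusters of GEC and of PCEC and its AVR with its VEC. Of these, 48 were compared and 17 differed. The 12 of its cycling and unknown cells were not compared, since no class here carries those names. For AVR and VEC together the paper has 191, 58, 169, 86 and 106 cells in BTBRLean and BTBR*ob*/*ob* at 6 weeks, BTBRLean at 11 weeks and BTBRLean and BTBR*ob*/*ob* at 20 weeks. In AVR/VEC there were 40, 32, 89, 40 and 63 here. The second was closed with plate-centred classes, the last 2 at Leiden resolution 1, and the others under neither. With the variance-stabilised ranking, chosen after seeing the values, AVR/VEC and its VEC class together closed only the last (75). For PCEC the paper has 452, 269, 582, 533, 294 and 418 cells in BTBRLean and BTBR*ob*/*ob* at 6, 11 and 20 weeks in turn, and here there were 91, 71, 171, 260, 141 and 145. The number in BTBR*ob*/*ob* at 11 weeks fell within 1.5 times the paper's at Leiden resolution 1, and the others did so neither there nor with plate-centred classes. For AA, the paper has 17 cells in BTBR*ob*/*ob* at 11 weeks and 17 in BTBRLean at 20 weeks, against 27 and 28 here, and only the first was closed, at Leiden resolution 1. For EA, the paper has 28 and 47 in the same groups, against 14 and 22 here, of which the second was closed with plate-centred classes and at Leiden resolution 1 and the first was not. For LVEC the paper has 62 cells in BTBR*ob*/*ob* at 6 weeks, against 4 here, and 4 or 5 under the other settings, none of which closed the difference. For Tip the paper has 6 cells in BTBR*ob*/*ob* at 11 weeks, against 12 here, and the difference closed with plate-centred classes (9) and at Leiden resolution 1 (8). With the variance-stabilised ranking, chosen after seeing the values, the second EA number also closed and no Tip class formed, which drops the cells of that name.

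The paper's File S3 lists log fold changes on the natural log scale, of which the first 1809 of the 29003 rows were read. On that scale, across genes with a mean of at least 50 counts per 500000, the values here had r of 0.88, 0.89 and 0.91 with the paper's in GEC at 6, 11 and 20 weeks and 0.58, 0.73 and 0.71 in PCEC. A value was counted as differing where the signs differed or the difference was larger than the jackknife standard error over plates, which was 0.249 on this scale for *Bgn* in GEC at 11 weeks. Of the 57 values compared, 21 differed, 3 of them in sign. Under the alternatives 17 to 25 differed.

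In GEC at 6 weeks, the paper has 1.36 for *Igf1*, 0.683 for *Igfbp4* and -0.0260 for *Rbm4b*, against 0.0481, 0.338 and 0.0683 here (log2 0.07, 0.49 and 0.10). At 11 weeks it has 1.90 for *Bgn*, against 2.18 (log2 3.15). At 20 weeks it has -0.441 for *Esm1* and 0.363 for *Rbm4b*, against -1.46 and 0.100 (log2 -2.10 and 0.14). None of the alternatives set before the data were examined closed these 6 differences. The variance-stabilised ranking, chosen after seeing the values, closed *Bgn* and *Esm1*. Under it 10 of the 33 values the paper calls differed, against 11 here.

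In PCEC at 6 weeks, the paper has 0.703 for *Abr*, -0.618 for *Esm1*, -0.903 for *Igf1*, 0.312 for *Igfbp4*, 0.404 for *Serinc3* and 0.609 for *Ucp2*. The values here were 1.63, -0.975, -3.08, 0.894, 0.615 and 1.10 (log2 2.36, -1.41, -4.44, 1.29, 0.89 and 1.59). Plate-centred classes closed *Abr*, *Igf1*, *Igfbp4* and *Ucp2*, thinned cells closed *Abr* and *Serinc3*, Leiden resolution 1 closed *Abr*, and none closed *Esm1*, a naming marker of Tip whose level in PCEC here is set in part by the naming. The variance-stabilised ranking, chosen after seeing the values and with 10 of 33 called values differing, closed *Abr* and *Serinc3*.

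In PCEC at 11 weeks, the paper has -0.709 for *Esm1*, -0.873 for *Fam101b*, -1.50 for *Igf1*, 0.962 for *Igf2bp2* and 0.570 for *Igfbp4*. The values here were -0.920, -1.23, -0.529, -0.168 and 0.175 (log2 -1.33, -1.77, -0.76, -0.24 and 0.25). Plate-centred classes closed *Fam101b*, *Igf1* and *Igfbp4*, Leiden resolution 1 closed *Esm1*, *Igf1* and *Igfbp4*, and thinned cells closed *Igf1* and *Igfbp4*. None closed *Igf2bp2*. The variance-stabilised ranking, chosen after seeing the values and with 10 of 33 called values differing, closed the other 4.

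In PCEC at 20 weeks, the paper has -0.865 for *Cyp26b1*, 0.737 for *Dpp3*, 0.112 for *Igfbp3* and -0.501 for *Rbm4b*. The values here were -1.29, 2.16, -0.186 and -0.0701 (log2 -1.86, 3.12, -0.27 and -0.10). Plate-centred classes closed *Dpp3*, *Igfbp3* and *Rbm4b*, Leiden resolution 1 closed *Rbm4b*, and none closed *Cyp26b1*. The variance-stabilised ranking, chosen after seeing the values and with 10 of 33 called values differing, closed *Igfbp3*. For all 21 ratios, a pseudocount of 0.1 and the mean over plates closed none.

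The paper places chemokines in AA and GEC. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 of 8 pairs of chemokine and class passed with higher values, *Cx3cl1* in AA (log2 fold change 1.48) and GEC (1.46) and *Cxcl12* in AA (4.76). *Cxcl12* was lower in GEC (-5.10, adjusted p = 0.0056 by the same test, 5.5e-11 to 0.11 over its alternatives). This was lost without 6 weeks (0.11) and without 11 weeks (0.077). *Cxcl16* in AA (1.68, adjusted p = 0.40 by edgeR) passed only at Leiden resolution 1 (0.04998, range 0.050 to 0.68). *Cxcl16* in GEC (1.27, adjusted p = 0.69 by edgeR) and *Cxcl1* in AA (1.70, adjusted p = 0.77) and GEC (-0.67, adjusted p = 1) passed under no setting.

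The paper finds *Il16* higher in DVR and *Icam1* in VEC. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, *Il16* in DVR had 1.62, adjusted p = 0.33 and passed under no setting. In Tip it had 3.56, adjusted p = 0.0027 by the same test (range 9.5e-06 to 0.028). That rests on few BTBRLean cells, 11 at 6 weeks and 3 and 2 on the plates of 20 weeks. The range leaves out the other clusterings, in which Tip could not be tested. *Icam1* in AVR/VEC, a cluster with markers of both, had 1.35, adjusted p = 0.17 by the same test with that cluster in the fit. It passed in the VEC class of the variance-stabilised ranking (1.56, 0.00045), chosen after seeing the values. The PCEC tested leave out an unnamed cluster of 505 cells led in part by *Cd74*, *H2-DMa*, *H2-Aa* and *H2-Ab1*. The paper finds MHC class II genes and *Cd74* in PCEC, and 3 of 6 passed. *H2-Eb1* (2.75, 0.065), *H2-DMa* (3.01, 0.13) and *Cd74* (2.11, 0.058) did not, with adjusted p by edgeR as the second value. All 3 passed with DESeq2 (0.025, 0.029 and 0.032 in turn), with thinned cells (0.012, 0.048 and 0.031), with plate-centred classes (0.0028, 0.015 and 0.0061) and at Leiden resolution 1 (0.0042, 0.013 and 0.0049). *Cd74* also passed with no filter on low counts (0.045), and *H2-Eb1* and *Cd74* with the variance-stabilised ranking (0.0089 and 0.0056), which was chosen after seeing the values. Over all alternatives the adjusted p from edgeR or DESeq2 was 0.0028 to 0.29, 0.013 to 0.59 and 0.0049 to 0.34.

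The paper also places *Cd63* in AA, *F2rl1*, *Gper1*, *Pthlh* and *Sost* among genes of AA, GEC or EA, and *Mgp* in GEC among others. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, *Cd63* in AA had 1.35, adjusted p = 0.40, *F2rl1* in EA -1.92, adjusted p = 1, *Gper1* in EA 1.78, adjusted p = 0.75 and *Sost* in EA 0.52, adjusted p = 0.90, and none of these passed under any setting. *Pthlh* in EA (2.76, adjusted p = 0.12 by edgeR) passed with DESeq2 (0.013) and, after the values were seen, with the AVR/VEC cluster in the fit (0.017, range 0.013 to 0.75). *Sost* in AA (1.65, adjusted p = 0.17 by edgeR) passed only with the AVR/VEC cluster in the fit (0.044, range 0.044 to 0.78). In GEC, *Mgp* was lower (-3.31, adjusted p = 0.00100 by edgeR, lost without 11 weeks at 0.057, range 5.9e-14 to 0.057). *Pthlh* in GEC had -3.78, adjusted p = 0.13 by edgeR and was called lower with DESeq2 (0.00049), with plate-centred classes (0.035) and at Leiden resolution 1 (0.028, range 0.00049 to 1). *Cldn5*, which the paper finds very low in EA, had 0.06, adjusted p = 1 in EA by edgeR against the other classes. The mean of the other classes is over log2 levels, which classes with few counts, such as PCEC, pull down. The paper's contrast for *Cldn5* is with AA, and at each age it had fewer counts per 500000 in EA than in AA here. *Calca*, which the paper describes as specific to EA, also led 2 unnamed clusters. In BTBRLean at 6 weeks it had 316 counts per 500000 in one of them and 197 in EA. EA was the best-scoring class of each cluster, with negative scores (-0.16 and -0.02), so they may hold EA cells.

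For the genotypes, the paper calls many genes at each age. By edgeR 0 of the 15 genes it names for the genotypes had an effect common to the 3 ages in GEC or PCEC. The unadjusted p of that test was under 0.05 for 1 gene in each class. DESeq2 called 0 of the 15 over all genes. A gene that reverses between ages, as the paper reports for many, tends to cancel in a common effect. These tests therefore cannot decide on the paper's calls at single ages. Among all genes named, DESeq2 called *Selp* (log2 fold change 5.96, adjusted p = 0.0098), *Lbp* (0.96, 0.045), *Npnt* (2.93, 0.045) and *Edn1* (-2.20, 0.032) in PCEC. Since 4 of 10 splits of the sums, the genotypes among them, gave at least as many DESeq2 genes there, these calls are not evidence on the genotype. The paper reports EIF2 signaling as regulated in opposite ways in GEC and PCEC at 6 weeks. The ribosomal protein list had -0.02 in GEC and -0.13 in PCEC at that age. The medians of the genes the paper lists for this pathway were 0.64 and -0.29. Most of those in GEC, such as *Akt2* and *Mapk3*, are not ribosomal protein genes. The ribosomal protein list is thus a part of the pathway and does not test the paper's call. With each plate left out, the ribosomal protein list changed sign in both classes. The paper describes GEC and PCEC as most of the captured cells, and with the rebuilt names they were 16.9% and 16.1% of the 5464 cells. It reports 2 mice with expression of *Xist* and *Tsix*, and here *Xist* was above 110 counts per 500000 on 18 of 22 plates and below 1 on 4.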

Other observations

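The tests of depth, of time of day, of handling, of RNA from other cells, of detection by plate and of DESeq2 over other splits were chosen only after the results they weigh were seen.

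Detection of *Racgap1*, *Dst* and *Nlgn1*, chosen after their values were seen, differed widely between plates of 1 group. In GEC at 6 weeks, *Racgap1* had a count in 39.2% of BTBRLean cells and 97.8% of BTBR*ob*/*ob* cells, *Dst* in 54.0% and 100%, and *Nlgn1* in 37.6% and 90.4%. These genes were low, with 1.44 and 3.16 counts per 500000 for *Racgap1*, 6.91 and 7.26 for *Dst* and 0.771 and 1.55 for *Nlgn1*, so the shares rest on few reads per cell. In cells thinned to 50000 counts the shares were 14.3% and 27.9% for *Racgap1*, 18.5% and 39.7% for *Dst* and 6.88% and 25.0% for *Nlgn1*, which are differences of 13.7, 21.2 and 18.1 percentage points. On the 4 BTBRLean plates, thinned *Racgap1* was found in 40.5%, 26.5%, 3.17% and 1.82% of cells, *Dst* in 35.1%, 38.2%, 6.35% and 9.09%, and *Nlgn1* in 8.11%, 29.4%, 0% and 0%. On the 3 BTBR*ob*/*ob* plates, they were found in 25.6%, 34.2% and 25.5%, in 44.2%, 44.7% and 32.7%, and in 23.3%, 36.8% and 18.2%. For *Dst* the share went against the level on BTBRLean plates, where the plate with 38.2% had 2.62 counts per 500000 and the plate with 9.09% had 7.29, so no order is read from its shares. The plates of BTBRLean differed by at least 29.4 points for each gene, more than the genotypes. A difference between these plates is therefore a candidate explanation for the gap, and the gap is not evidence on diabetes. The plates of BTBR*ob*/*ob* differed by at most 18.7 points, for *Nlgn1*, which is as wide as its gap and leaves them open as well. At 20 weeks *Racgap1* had the other order, with 26.9% of thinned BTBRLean and 15.2% of thinned BTBR*ob*/*ob* cells. *Nlgn1* kept the order at that age, with 14.1% and 17.2%. At 11 weeks the order of 6 weeks was kept, with 12.6% and 18.7% for *Racgap1* and 5.20% and 15.0% for *Nlgn1*. What differed between the plates was not tested, and the genotype stays open.

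Genes detected per cell also differed between plates of 1 group. After thinning to 50000 counts, the highest plate mean was 1.79 times the lowest in BTBRLean at 6 weeks (3653 and 2045 genes) and 1.29 to 1.71 times in the other groups. A ratio of 1.79 at equal depth argues against depth as the cause. RNA from other cells in the wells could raise the number of genes, and was tested by relating the share of markers of other classes to genes per thinned GEC over 22 plates. Pearson's r was 0.255 (permutation test with 100000 resamples, two-sided, p = 0.25), Spearman's rho 0.177 (p = 0.43) and r without the 2 plates farthest from the median 0.0341. This was the only such relation computed. The DVR marker *Slc14a1* was highest in GEC on the plates with the most genes per thinned GEC. It had 20.0 counts per 500000 at 3653 genes (BTBR*ob*/*ob* at 20 weeks) and 17.2 at 3598 (BTBRLean at 6 weeks). That goes with RNA from other cells, but the next plate, with 3356 genes (BTBRLean at 20 weeks), had 2.89. The level of *Slc14a1* alone was not tested. The test leaves that explanation open, as it does a biological difference between animals, since no plate is linked to an animal.

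The OXPHOS and ribosomal protein lists differed most at 20 weeks, with medians of -0.63 and -0.52 in GEC and -0.80 and -0.78 in PCEC. Without 1 plate of BTBR*ob*/*ob* the ribosomal protein median in PCEC was -0.12. After thinning, at least 87.7% of each 20-week median remained, which argues against depth. A difference between plates could give values of this size, since 53.1% of plate pairs of 1 group in GEC (17 of 32) and 47.1% in PCEC (8 of 17) had an OXPHOS median as large as the largest between genotypes. Genotype and plate cannot be told apart for these lists, because each plate holds 1 group. An effect of diabetes on these pathways at 20 weeks stays open as a hypothesis.

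Correlations of log2 ratios between ages, across genes that are not independent replicates, were small and of either sign. In GEC, r was 0.0895 between 6 and 11 weeks, -0.0890 between 6 and 20 and -0.0866 between 11 and 20. In PCEC these were 0.0727, -0.00745 and 0.0275. In PCEC, 23.5% of plate pairs of 1 group (8 of 34) were as strongly related to the ratio of another age, so a difference between plates could give values of this size. In GEC, 6.25% were (4 of 64), with a highest r of 0.123, and too few plates exist to decide. Time of day stays open as well, since the clock lists went opposite ways in 5 of 6 combinations of class and age but are few of the genes correlated.

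Clock genes changed direction between ages. In GEC, the median log2 ratio was 0.14, 0.67 and -1.33 at 6, 11 and 20 weeks for clock genes of one phase and -0.28, -0.89 and 0.74 for those of the opposite phase. In PCEC these were 0.87, 0.62 and -0.58, and -1.22, 0.07 and 0.72. The lists went opposite ways in 5 of 6 combinations, all but PCEC at 11 weeks, which is consistent with a different time of day of collection for the groups. A change of the clock itself with diabetes stays open, and so do plates. Heat shock and immediate early genes went from lower to higher in BTBR*ob*/*ob*, with heat shock medians of -0.58, -0.27 and 0.61 in GEC and -0.74, -0.25 and 0.31 in PCEC, and immediate early medians of -0.38, -0.26 and 0.80 in GEC and -0.63, -0.41 and 0.35 in PCEC. The handling of the cells may differ between groups. The plates of the genotypes overlapped in 7 of 12 combinations of list, class and age and lay apart in 5, which leaves this open.

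The 6 sums were also split into 3 and 3 in other ways. By edgeR's quasi-likelihood test, 10 of 10 splits gave 0 genes in GEC and in PCEC. By DESeq2, 10 of 10 splits in GEC gave at least the 150 genes of the genotypes (196 to 445 in the other 9), and 4 of 10 in PCEC gave at least 216 (92 to 1442 in the other 9). With 10 splits the share is never under 0.1, so chance cannot be excluded by this design. With age in the fit, 6 of the 10 splits keep both samples of 2 ages together and rest on the third age alone, among them those of 1442 and 1440 genes in PCEC, which rest on 6 weeks. Of the 4 splits that use all ages, the one that exchanges the genotypes at 20 weeks gave the most genes, 344 in GEC and 264 in PCEC, and the genotypes as labelled gave the fewest in GEC. A genotype effect that differs between ages stays open beside a difference between plates or labels. For the genes higher in a class, the labels as given were the only one of 25 arrangements to reach the count in AA, DVR, EA, GEC, PCEC and Tip (1 of 25 in each). The permuted labels gave at most 3, 128, 42, 3, 34 and 132 genes in turn. The classes were formed from the same cells, so the labels as given were bound to exceed permuted ones. The counts describe the clusters and are not evidence beyond the clustering.

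Lymphatic cells were rare. Cells with at least 3 lymphatic markers at 5 or more counts numbered 5 and 21 in BTBRLean and BTBR*ob*/*ob* at 6 weeks, 5 and 2 at 11 weeks and 2 and 0 at 20 weeks. The 0 of 901 cells allows a share of up to 0.409% (exact binomial). No explanation was tested.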
